# Global characterization of the Dicer-like protein DrnB roles in miRNA biogenesis in the social amoeba *Dictyostelium discoideum*

**DOI:** 10.1080/15476286.2018.1481697

**Published:** 2018-08-21

**Authors:** Zhen Liao, Jonas Kjellin, Marc P. Hoeppner, Manfred Grabherr, Fredrik Söderbom

**Keywords:** Dicer, microRNA, amoeba, biogenesis, evolution, transcriptional start site, intron, development, Dictyostelium discoideum

## Abstract

Micro (mi)RNAs regulate gene expression in many eukaryotic organisms where they control diverse biological processes. Their biogenesis, from primary transcripts to mature miRNAs, have been extensively characterized in animals and plants, showing distinct differences between these phylogenetically distant groups of organisms. However, comparably little is known about miRNA biogenesis in organisms whose evolutionary position is placed in between plants and animals and/or in unicellular organisms. Here, we investigate miRNA maturation in the unicellular amoeba *Dictyostelium discoideum*, belonging to Amoebozoa, which branched out after plants but before animals. High-throughput sequencing of small RNAs and poly(A)-selected RNAs demonstrated that the Dicer-like protein DrnB is required, and essentially specific, for global miRNA maturation in *D. discoideum*. Our RNA-seq data also showed that longer miRNA transcripts, generally preceded by a T-rich putative promoter motif, accumulate in a *drnB* knock-out strain. For two model miRNAs we defined the transcriptional start sites (TSSs) of primary (pri)-miRNAs and showed that they carry the RNA polymerase II specific m^7^G-cap. The generation of the 3ʹ-ends of these pri-miRNAs differs, with pri-mir-1177 reading into the downstream gene, and pri-mir-1176 displaying a distinct end. This 3´-end is processed to shorter intermediates, stabilized in DrnB-depleted cells, of which some carry a short oligo(A)-tail. Furthermore, we identified 10 new miRNAs, all DrnB dependent and developmentally regulated. Thus, the miRNA machinery in *D. discoideum* shares features with both plants and animals, which is in agreement with its evolutionary position and perhaps also an adaptation to its complex lifestyle: unicellular growth and multicellular development.

## 1. Introduction

MicroRNAs (miRNAs) are ~ 21 nucleotides (nts) long RNAs, which have been mostly studied in animals and plants where they act as crucial regulators of gene expression. Their importance is underscored by the estimation that more than half of the human genes are regulated by miRNAs [1]. These small regulatory RNAs guide Argonaute effector proteins to target mRNAs via base-pairing, which in turn leads to destabilization of the target RNA and/or translational inhibition [2,3]. In both plants and animals, most miRNAs derive from stem-loop structures embedded in primary RNA (pri-RNA) transcribed by RNA polymerase II (Pol II) [4,5].

Although there are many similarities between miRNA biogenesis and function in plants and animals, there are also distinct differences [6]. In plants, miRNA loci are most often intergenic while in animals, miRNA commonly derive from introns of protein coding genes or long noncoding (lnc)RNAs [7–9]. Processing of miRNAs also differs. In animals, the stem-loop structure residing in the pri-miRNA is recognized by the microprocessor, a complex consisting of the RNase III enzyme Drosha and an RNA-binding protein [10–13]. Drosha endonucleolytically cleaves out the stem-loop structure, the precursor-miRNA (pre-miRNA), which is exported out of the nucleus by Exportin-5 [14]. In the cytoplasm, another RNase III-like enzyme, Dicer, processes the pre-miRNA to mature miRNAs [15,16]. In contrast, in plants both cleavage steps take place in the nucleus [17,18]. The stem-loop, harboring the miRNA sequence, is recognized by a complex of proteins where Dicer-like protein DCL1 first releases the pre-miRNA and subsequently also cleaves the pre-miRNA to generate miRNAs. These miRNAs are transferred to the cytoplasm by HASTY, a homologue of Exportin-5 [18,19]. However, a revised model has recently been put forward where miRNAs are loaded onto AGO1 whereafter the complex is transported out of the nucleus by a HASTY-independent pathway [20].

Besides plants and animals, evidence for miRNAs in unicellular eukaryotes were first reported in the alga *Chlamydomonas reinhardtii* and by us in the unicellular social amoeba *Dictyostelium discoideum* [21–23]. *D. discoideum* has a fascinating life-cycle where growing single cells, upon starvation, are reprogrammed to enter multicellular development where up to 100 000 cells aggregate, differentiate, and finally form a fruiting body consisting of a stalk topped by a ball of spores [24]. Phylogenetically, *D. discoideum* belongs to the supergroup Amoebozoa, which branched out after plants but before fungi and animals [25,26].

It is commonly thought that miRNAs evolved by convergent evolution, however recent reports suggest that miRNAs existed already in the last common ancestor of plants and animals [27]. Studies of miRNAs and their biogenesis in lineages other than animals and plants and in organisms that hover between uni- and multicellularity should give further insights into evolution and function of miRNAs. Given the differences in miRNA maturation between plants and animals, the intermediate position of *D. discoideum* in the evolution of eukaryotes as well as its ability to transit from unicellular to multicellularity adds great interest to investigate how miRNAs are generated in this organism. Furthermore, very little is known about miRNA biogenesis in unicellular organisms.

Although increasing numbers of *D. discoideum* miRNAs have been reported by us and others during the past decade [22,28,29], miRNA biogenesis is still incompletely characterized in this organism. We previously reported that one of the two *D. discoideum* Dicer-like proteins, DrnB, is required for maturation of a few miRNAs tested [22,28]. DrnB has been shown to localize to the nucleus where it interacts with RbdB, a double stranded (ds) RNA binding domain containing protein [30]. Interestingly, the domain composition of DrnB is more similar to Drosha than e.g. Dicer-like proteins in plant, a feature shared with the DCL-3 involved in miRNA maturation in *C. reinhadtii* [30,31]. RbdB together with DrnB has been proposed to constitute the microprocessor in *D. discoideum* and depletion of RbdB abolishes the maturation of some tested miRNAs, similar to the results shown for strains where *drnB* has been disrupted [28,29]. However, evidence for the generality of DrnB in small RNA processing, such as miRNA maturation, has been lacking.

In this study, we have investigated the global DrnB-dependent biogenesis of all known miRNAs in *D. discoideum* as well as carried out a more detailed mechanistic study of two model miRNAs. For this we utilized high-throughput sequencing of small RNAs and poly(A)-selected RNA from wt and DrnB depleted (*drnB*^-^) cells both during unicellular growth and multicellular development. The observed overall depletion of miRNAs and the associated stabilization of pri-miRNA in *drnB*^-^ cells, allowed us to identify the start as well as termination of transcription of specific pri-miRNAs in *D. discoideum*. Furthermore, we discovered oligo(A)-tailed processing intermediates which accumulate in the absence of DrnB. Finally, several new miRNAs were identified of which each of the two intronic miRNA loci produce two sets of miRNAs, a set up resembling miRNA-offset RNAs (moRs) found in animals [32,33]. Collectively, our data give new insights into miRNA biogenesis in an unicellular organism, demonstrating that miRNA production is characterized by features found in plants as well as animals, emphasizing the evolutionary position of *D. discoideum*.

## 2. Results

### 2.1. Dicer-like protein DrnB is dispensable for production of most small RNA classes

We previously reported that the Dicer-like protein DrnB is required for maturation of four miRNAs in *D. discoideum* as assessed by northern blot analysis [22,28,29]. However, whether DrnB is essential for biogenesis of all miRNAs as well as for other small RNAs has not been analyzed. To address these questions, we performed high-throughput sequencing of small RNAs from wt (AX2) and DrnB depleted cells (the *drnB* knock-out construct is depicted in figure S1). To increase our chances of identifying also small RNAs only expressed at specific life stages, we performed small RNA-seq (biological duplicates) on total RNA from growing cells (0h) and slug/finger structures (16h) – a multicellular developmental stage. 

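Small RNA libraries were made from 2 biological duplicates, A and B, of each of 4 groups of cells, wt and *drnB*- at 0h and at 16h, so that 8 libraries were compared. AX2 is an axenic laboratory strain of *D. discoideum*, and *drnB*- was derived from it by disruption of *drnB*. The authors deposited the number of reads they counted on the mature mir-5p and mir-3p of 30 miRNAs, 60 mature sequences in all, without normalization. According to the methods, the libraries were constructed for RNAs of 18 to 40 nt, and reads of at least 18 nt were mapped with Bowtie 1.1.1 allowing 2 mismatches. By the legend of Fig. S2, perfect matches to the mature sequence were counted with a tolerance of 1 nt at the 3´-end. Of the 72 read numbers that Fig. S2 gives for a single stage, 71 equal the sum of the duplicates in the deposited table, and of 32 numbers pooled over both stages, 30 equal the sum of the 4 libraries. Most new miRNAs have only candidate numbers in the deposited table. They were given their names by matching these read numbers, and mir-1183 by the wt reads of Table S1. For these miRNAs the equal numbers are therefore not an independent check. Duplicates A and B held 3190 and 5021 miRNA reads in wt at 0h, and 10047 and 20200 in wt at 16h. In *drnB*- they held 89 and 159 miRNA reads at 0h, and 322 and 555 at 16h. These totals are not the depth of the libraries, because the table holds miRNA reads alone. The depth was derived from Fig. S2, where raw and normalized values are given side by side. The median ratio of the values gives 36601307 mapped reads for both duplicates of wt at 0h, 49065421 for wt at 16h, 43373494 for *drnB*- at 0h and 53020134 for *drnB*- at 16h. The values for *drnB*- each rest on 1 entry with at least 30 reads. Each duplicate was given an equal part of its group's mapped reads, and values in RPM (the paper's rpm, reads normalized to the mapped library size) were computed from these sizes. The smallest level the depth can show, 3 reads, is 0.164 RPM in wt at 0h, 0.122 RPM in wt at 16h, 0.138 RPM in *drnB*- at 0h and 0.113 RPM in *drnB*- at 16h. Such floors and the confidence intervals given for shares of reads cover counting error only. The 44 mature sequences with at least 10 reads over the 8 libraries were tested with edgeR's quasi-likelihood test on the counts, with the sizes above as library sizes and Benjamini-Hochberg adjustment. Differences between the strains across both stages were tested with the stage as a covariate, and differences at 1 stage with a mean for each strain and stage. TMM normalization on the miRNA table takes its scaling from the miRNAs themselves and was used only as an alternative. Small RNA libraries do not measure the *drnB* transcript, so the disrupted gene was looked at in the poly(A) RNA libraries from the same total RNA.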

The size distribution showed distinct peaks at 21 nt of near equal proportion of reads from both wt and *drnB*^-^ strains (Figure 1(a)). No large difference was observed for 21 nt sequences matching mRNA (sense and antisense) or non-coding RNAs (ncRNAs) such as tRNAs, rRNAs, small nucleolar RNAs (snoRNAs), spliceosomal RNAs (snRNAs), single recognition particle RNAs (SRP RNAs) or Class I RNAs (Figure 1(b)) [22,26,34–36]. The great majority of the 21 nt RNAs from both wt and *drnB*^-^ strains (68,4% and 67,2%, respectively) derive from the retrotransposon element DIRS-1, which also may function as centromeres in *D. discoideum* [37,38]. This result corroborates our previous finding of large numbers of DIRS-1 small RNAs in *D. discoideum* wt cells [22,28,39,40]. Furthermore, about equal numbers of 21 nt RNAs from both strains (~ 30%) have their origin in intergenic regions, where genes for most of the previously identified miRNAs resides (see below) [22,28]. However, a notable difference between the wt and *drnB*^-^ strains is seen for complex repeats other than DIRS-1. In the *drnB*^-^ strain, complex repeat small RNAs constitute 1.25% of the total 21 nt RNAs as compared to 0.41% in wt cells (Figure 1(b)). This difference is mostly contributed by an increased population of small RNAs from the non-long terminal repeat (LTR) retrotransposon TRE3-A [41] in DrnB depleted cells (data not shown). Taken together, these results show that DrnB has no major overall effect on the small RNA population (besides miRNAs, see below) in *D. discoideum*, neither considering number of reads nor their origins.

**Figure 1.**
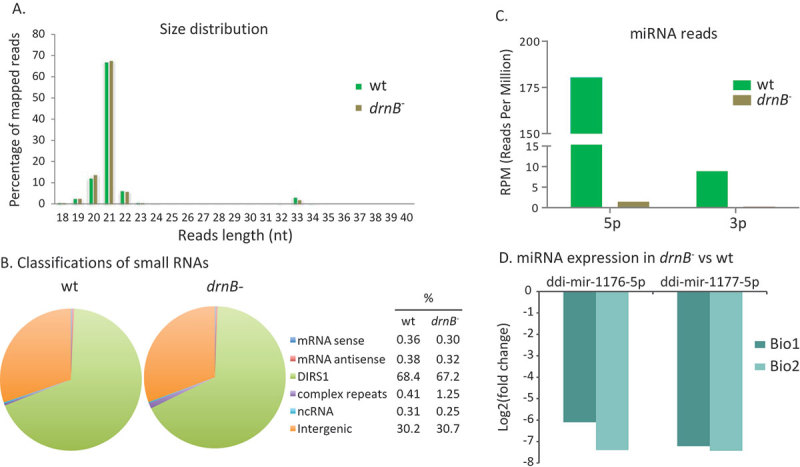
DrnB is required for miRNA biogenesis. (A) Size distribution of small RNA libraries from wt and *drnB*^-^ strains. For each strain, sequencing reads from biological replicates from growing (0h) and developed cells (16h) were pooled. (B) Classification of 21 nt reads where % depicts fraction of reads derived from classes of RNA or genomic locations compared to total number of 21 nt read. (C) Quantification of small RNA reads matching the mature mir-5p and 3p of our previously published miRNA [28]. (D) Expression of ddi-mir-1176-5p and ddi-mir-1177-5p in wt and *drnB*^-^ strains during growth (0h) quantified by stem-loop RT-qPCR (2 biological replicates). Each bar represents log2(fold change) (*drnB*^-^ vs wt).

### 2.2. DrnB is required for global maturation of previously identified miRNAs in D. discoideum

In an earlier study performed on wt cells we showed that miRNAs only made up a small fraction of the total RNA reads generated by small RNA-seq [22,28]. Consequently, a difference in the miRNA population between wt and the *drnB*^-^ strains may be concealed by the large number of DIRS-1 and other 21 nt sequences (Figure 1(a,b)). Thus, in order to understand if DrnB is required for biogenesis of all miRNAs in *D. discoideum*, we dissected the small RNA reads to investigate the miRNA populations alone. 

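Of the 17 miRNAs reported earlier, 15 had a mature sequence with at least 10 reads over the 8 libraries, and 23 of their mature sequences were tested. Across both stages, 22 of the 23 were lower in *drnB*-, with adjusted p-values from 5.61e-23 to 0.0269 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 were higher. These 22 sequences belong to 14 miRNAs. The most abundant of them at 0h, mir-1176-5p, had 1235 and 1696 reads in the wt duplicates at 0h and 1879 and 3078 reads at 16h, against 12 and 29 reads and 35 and 54 reads in *drnB*-. Its level was 90.5 ± 25.5 RPM in wt and 1.31 ± 0.606 RPM in *drnB*- (SD, n = 4 libraries). The log2 fold change of mir-1176-5p was −6.14 (standard error 0.63, adjusted p = 5.43e-18, the same edgeR test with Benjamini-Hochberg adjustment). For mir-1177-5p, 0 or 1 read was counted in each *drnB*- library, against 48 and 60 reads in wt at 0h and 94 and 148 reads in wt at 16h, so that it was at least 31.3-fold lower. Reads of mir-7097-3p fell from 295 and 603 at 0h and 1002 and 1723 at 16h in wt to 8 and 14 and to 2 and 10 in *drnB*-, a log2 fold change of −6.69 (standard error 0.63, adjusted p = 6.02e-21, edgeR with Benjamini-Hochberg adjustment). Among the sequences whose fold change is not a lower bound, mir-7131a-5p changed most and was 426-fold lower. The counts of mir-7131a-5p are almost those of mir-7131c-5p, with 5392 and 5333 reads in replicate B of wt at 16h, so reads of mir-7131a and mir-7131c appear to be shared and their separate values are uncertain. For mir-7131b-5p, 378 reads in wt stood against 0 in *drnB*-, at least 31.7-fold lower. The sequence that did not pass the threshold was mir-7103-5p, with 7 and 8 reads in wt at 0h and 13 and 34 at 16h, and with 4 and 5 and then 9 and 16 reads in *drnB*-. Its log2 fold change was −0.99 (standard error 0.76, adjusted p = 0.195 from edgeR with Benjamini-Hochberg adjustment). It was lower and passed the threshold with the replicate letter as a block (adjusted p = 0.0308) and with library sizes solved for each duplicate (adjusted p = 0.0498), and was higher under TMM normalization on the miRNA table. Over its alternatives the adjusted p-value ranged from 0.000605 with TMM to 0.456 without replicate B of wt at 16h (edgeR with Benjamini-Hochberg adjustment). Too few reads for a test were counted for mir-7098, with 1 read each of mir-7098-5p and mir-7098-3p in wt, and for mir-7131d, with 0 reads in wt and 3 reads of mir-7131d-5p in *drnB*-.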

Corroborating the crucial role for DrnB in producing a few tested miRNAs, all of our 17 previously identified miRNAs [28] were dramatically reduced in the *drnB*^-^ strain. This was observed for both mir-5p and mir-3p derived from the 5´ and 3´ arms of the predicted pre-miRNA hairpins, respectively (Figure 1(c)). 

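When the reads of the 17 earlier miRNAs were summed per library, mir-5p sequences reached 283 ± 222 RPM in wt and 2.19 ± 1.01 RPM in *drnB*- (SD, n = 4 libraries per strain). The sums of the mir-3p sequences were 56.2 ± 26.1 RPM in wt and 0.676 ± 0.367 RPM in *drnB*-. Within wt the sums differed between the stages and between the replicates. For mir-5p, replicates A and B of wt had 104.9 and 149.9 RPM at 0h and 280.5 and 596.5 RPM at 16h, against 0.968 and 1.89 RPM and then 2.56 and 3.36 RPM in *drnB*-. For mir-3p the wt libraries had 29.2 and 50.1 RPM at 0h and 53.8 and 91.8 RPM at 16h, against 0.599 and 1.20 RPM and then 0.340 and 0.566 RPM in *drnB*-. These RPM divide the mapped reads of a group evenly between its duplicates. The sizes solved for replicates A and B of wt were 19728053 and 28586503 at 16h, with which the replicates differ less. At 0h they were 19475233 and 17675344, with which the replicates differ more. The mean log2 ratio of *drnB*- to wt, on the scale of log2(RPM + 0.01), was −6.82 for mir-5p and −6.38 for mir-3p. Each *drnB*- library was below each wt library in both sums (two-sided exact permutation test over 70 arrangements, p = 0.0286 for each arm, the smallest p that 4 libraries against 4 allow). When libraries of the same stage and replicate letter were compared as pairs, p was 0.125 for each arm in the exact permutation test, the smallest that 16 arrangements allow, with the same ratios of −6.82 and −6.38. With each library left out in turn, the log2 ratio stayed between −7.19 and −6.36 for mir-5p and between −6.71 and −6.11 for mir-3p. The mean of the mir-5p sums was 89.1-fold lower in *drnB*- at 0h and 148-fold lower at 16h, and that of the mir-3p sums 44.1-fold and 161-fold lower. Among the alternatives set in advance that keep all 8 libraries, equal library sizes moved the mir-5p ratio most, to −6.64, and a pseudocount of 0.1 RPM the mir-3p ratio, to −6.18. Without mir-7131c, an alternative chosen after seeing the data, the mir-5p ratio was −6.53.

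**Figure D1:**
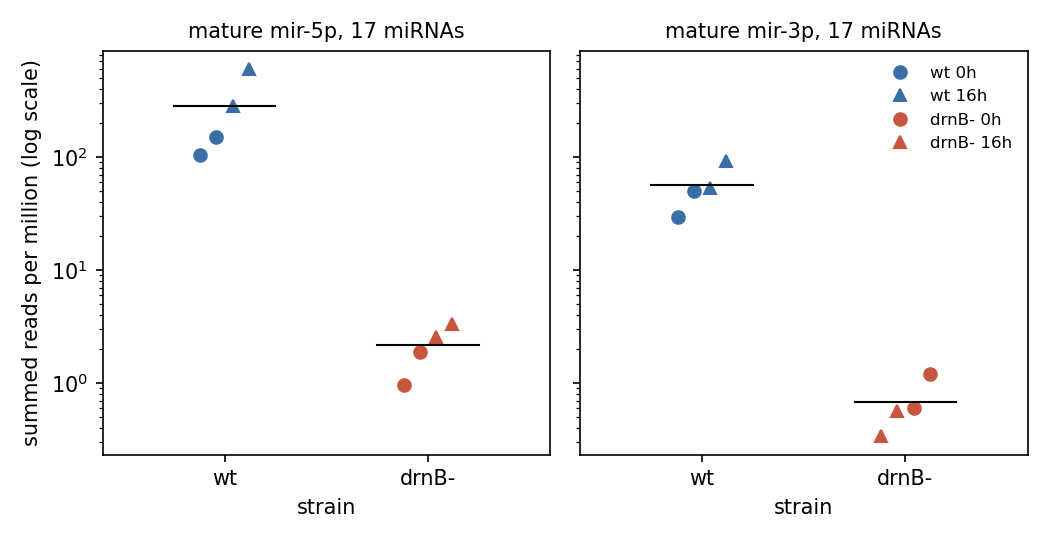
Summed RPM of the mir-5p and of the mir-3p sequences of the 17 earlier miRNAs on a logarithmic axis, with 1 point per library. Points are grouped by strain, with circles for 0h and triangles for 16h. A horizontal line marks the mean of each strain over both stages. All *drnB*- libraries lie at or below 3.36 RPM, and all wt libraries at or above 29.2 RPM.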

The reduction of the mir-5p in *drnB*^-^ cells for two miRNAs, ddi-mir-1176 and ddi-mir-1177 (from here on referred to as mir-1176 and mir-1177), used as model miRNAs throughout this study, was confirmed by stem-loop reverse transcription quantitative PCR (stem-loop RT-qPCR) (Figure 1(d)) [42]. In summary, our results strongly suggest that the Dicer-like protein DrnB is responsible for global miRNA generation in *D. discoideum*.

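Over all 30 miRNAs in the table, 41 of the 44 mature sequences tested were lower in *drnB*- across both stages and 0 were higher (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 41 sequences come from 26 miRNAs. The median log2 fold change of the 44 sequences was −6.07. At 0h alone 29 sequences were lower, and at 16h alone 39 were lower, with 0 higher at either stage. No library of 0h held reads of mir-1179-5p, mir-1179-3p, mir-7100-3p, mir-7105-5p or mir-7131c-3p, so these could not be lower at 0h. The 8 libraries held between 174 and 823 RPM of miRNA reads in wt, and between 4.10 and 20.9 RPM in *drnB*-. The deviations of same-lettered wt and *drnB*- libraries from their group means had a Pearson correlation across sequences of −0.245 at 0h and 0.032 at 16h. With the library sizes solved for each duplicate, 42 sequences were lower across both stages, 31 at 0h and 39 at 16h. With the replicate letter as a block, 43 sequences were lower across both stages, 36 at 0h and 39 at 16h. With a block for each stage and letter, an alternative chosen after seeing the data, 41 were lower across both stages. With the letters of 0h crossed in that block, also chosen after seeing the data, 41 were again lower. With each library left out in turn, between 33 and 42 sequences were lower. The alternative that moved the count most was TMM normalization on the miRNA table, under which 18 were lower and 3 higher and the median log2 fold change was −3.77. From the reduction of the mature sequences of both arms in the absence of DrnB, the paper proposes that DrnB is responsible for the generation of miRNAs in general.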

### 2.3. Identification of new DrnB dependent miRNAs

Based on our results demonstrating that the presence of DrnB is a general requirement for miRNA maturation in *D. discoideum*, we added this as one of the search criteria for discovery and verification of new miRNAs. First, all small RNA-seq data from wt cells were combined and subjected to different search strategies to identify miRNA candidates. For this, programs designed for detection of small/miRNA in animals and plants were used, i.e. miRDeep2 and ShortStack [43,44]. In addition, the small RNA-seq data was also analyzed utilizing our pipeline designed for *D. discoideum* miRNA discovery [28,45]. The resulting candidates were manually curated and filtered based on the stringent criteria defining high confidence miRNA specified by Kozomora and Griffith-Jones [46]. In brief: i) at least 10 reads mapping to mir-3p and mir-5p, ii) the most abundant reads must pair with a 0–4 nt 3´ overhang (however we used 2 nt 3ʹ overhang as a more strict criteria), iii) a common 5ʹ-end for at least 50% of the reads mapping to each arm of the hairpin, iv) minimum folding free energy of <-0.2 kcal/mol/nt for the hairpin precursor and, v) at least 60% of the double stranded miRNA must be paired in the hairpin precursor. Finally, miRNA candidates should be clearly downregulated in *drnB*^-^ cells. 

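Table S1 of the paper places the hairpin of mir-1183 on the minus strand of sequence DDB0232431 from 735791 to 735969, in an intergenic region. Its mir-5p, TAAGTGGTCGTTAATTGCTGGC, had 1840 reads in the 4 wt libraries, and its mir-3p, CACCAGTTAGCGGTCATTGTGA, had 62. The other intergenic hairpins are those of mir-1178 (DDB0232429, plus strand, 580102 to 580224), mir-1179 (DDB0232429, minus strand, 1649209 to 1649317), mir-1181 (DDB0232428, minus strand, 2717082 to 2717187) and mir-1185 (DDB0232433, minus strand, 958097 to 958239). The wt libraries held 140 reads of mir-1178-5p (TAATTTGTAATATAAAAGATG), 39 of mir-1179-5p (TGGGTCTCCATTCAAATTAAGTTC) and 47 of mir-1179-3p (ACTTAATTGGGTGGGACTAAA). For mir-1181-5p (TTTTTTAAATTGTGACCACT) there were 842 wt reads, and for mir-1185-3p (TATCAAGAATACATCAACGAT) 880. A further hairpin, in an intron of DDB_G0293106 in sense orientation (DDB0232433, minus strand, 2518294 to 2518442), gives mir-1180-1 and mir-1180-2. The hairpin of mir-1182 lies antisense to an intron of DDB_G0280709 (DDB0232430, minus strand, 3663221 to 3663372), and 174 wt reads were counted on mir-1182-5p (CACAGAATTTACCATTTGTGG). That of mir-1184 lies in an exon of the pseudogene DDB_G0283997 (DDB0232431, plus strand, 1300154 to 1300258), with 438 wt reads on mir-1184-3p (TGATGATGATCCAAATGACTG). The 10th miRNA, mir-7102-2, shares the hairpin of mir-7102 in an intron of DDB_G0284713 (DDB0232431, minus strand, 2377503 to 2377655), with 808 wt reads of mir-7102-2-5p (TTATAGCTCGTAGCATTTTCT) and 1171 of mir-7102-2-3p (AAATGTTACGAACATAAATC). Coordinates are those the paper gives. According to the legend, the read numbers of Table S1 also include wt data of an earlier study, which were not used here.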

In total, 10 new miRNAs from eight miRNA loci were identified (some loci produce two miRNAs as described below). The miRNAs are mostly derived from intergenic loci but also, in a few cases, from introns (Table S1). With a few exceptions (see below) the mir-5p and the corresponding mir-3p fragments, matching the predicted pre-miRNA hairpin structures, fulfill all criteria of true miRNAs (Fig. S2 and Table S1). Furthermore, all mir-5p and mir-3p RNAs are down regulated in the *drnB*^-^ strain (Fig. S2). 

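Of the 20 mature sequences of the 10 new miRNAs, 17 had enough reads for a test. Across both stages 15 of the 17, from 9 miRNAs, were lower in *drnB*- with adjusted p-values of at most 0.00137 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 were higher. At 0h 9 of the 17 were lower and at 16h 15 of the 17. No library of 0h held reads of mir-1179-5p or mir-1179-3p, so these could not be lower at 0h. Reads of mir-1184-3p were 123 and 129 in the wt duplicates at 0h, 74 and 112 in wt at 16h and 0 in each *drnB*- library, at least 42.5-fold lower. For mir-1185-3p the wt duplicates differed, with 90 and 398 reads at 0h and 59 and 333 at 16h, while *drnB*- libraries held 1 or 2 reads, at least 84.8-fold lower. For mir-1181-5p, 101 and 179 reads at 0h and 186 and 376 reads at 16h were counted in wt, and 18 and 18 reads and 32 and 47 reads in *drnB*-. This is a log2 fold change of −3.06 (standard error 0.49, adjusted p = 5.05e-09, edgeR with Benjamini-Hochberg adjustment). The direction for mir-1181-5p turned under TMM normalization on the miRNA table, to 1.14. In wt, mir-1183-5p had 36 and 17 reads at 0h and 695 and 1092 reads at 16h, and in *drnB*- 34 and 62 reads at 0h and 185 and 350 reads at 16h. Across both stages its log2 fold change was −0.69 (standard error 0.50, adjusted p = 0.179, edgeR with Benjamini-Hochberg adjustment), which did not pass the threshold. It passed with the replicate letter as a block, at −0.83 (adjusted p = 0.0406), and without replicate B of *drnB*- at 0h, and turned to 3.38 under TMM on the miRNA table. Over its alternatives the adjusted p-value ranged from 0.00935 with TMM to 0.721 without replicate A of *drnB*- at 16h (edgeR with Benjamini-Hochberg adjustment). At 0h it was 0.61 (standard error 0.66, adjusted p = 0.428) and at 16h −1.85 (standard error 0.64, adjusted p = 0.00570), both from edgeR with Benjamini-Hochberg adjustment. The difference between the stages was itself tested with an interaction term, which gave −2.46 on the log2 scale with an adjusted p-value of 0.356, and from 0.00149 with the replicate block to 1.0 over the alternatives (edgeR, Benjamini-Hochberg). For mir-1183-3p, 0 and 2 reads at 0h and 26 and 34 at 16h in wt stood against 1 and 5 and then 14 and 37 in *drnB*-, a log2 fold change of 0.05 (standard error 0.74, adjusted p = 0.947, edgeR with Benjamini-Hochberg adjustment). A difference in mir-1183-3p was not detectable at this depth, and it passed the threshold, as higher, only under TMM on the miRNA table.

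**Figure D2:**
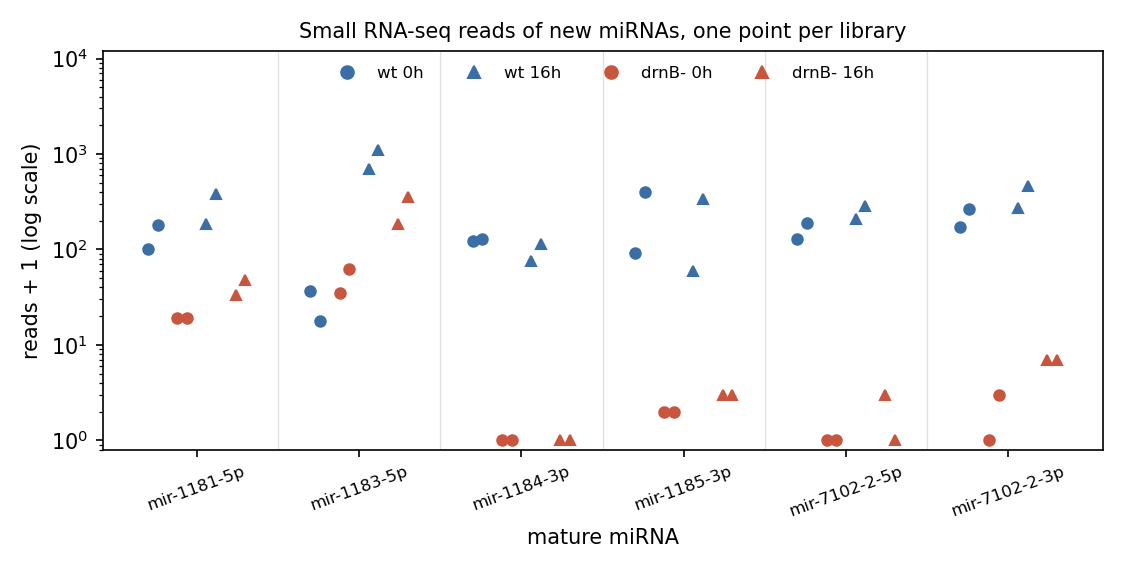
Reads plus 1 on a logarithmic axis for 6 mature sequences of the new miRNAs, with 1 point per library, blue for wt and red for *drnB*-, circles for 0h and triangles for 16h. The *drnB*- points lie below the wt points of the same stage except for mir-1183-5p, where at 0h they overlap (34 and 62 reads against 36 and 17).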

The reads from *drnB*^-^ cells often derive from many different parts of the predicted hairpin structures. Moreover, the 5´-ends of the mir-5p and mir-3p in the *drnB*^-^ strain are not well defined compared to the RNAs from the wt strain (Fig. S2).

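Between 0h and 16h in wt, 4 of the 17 mature sequences of the new miRNAs that could be tested were higher at 16h and 0 were lower (adjusted p-value under 0.05, edgeR's quasi-likelihood test on the 4 wt libraries with Benjamini-Hochberg adjustment). They belong to mir-1179 and mir-1183. No reads of mir-1179 were counted in the wt duplicates at 0h, against 9 and 30 reads of mir-1179-5p and 9 and 38 of mir-1179-3p at 16h. These were at least 4.85-fold and at least 5.84-fold higher at 16h (adjusted p = 0.0124 for each, edgeR with Benjamini-Hochberg adjustment). For mir-1183-3p the rise was at least 7.46-fold (adjusted p = 0.0204, edgeR with Benjamini-Hochberg adjustment). The changes of the other 13 sequences did not pass the threshold. Among them, mir-1185-5p fell by 2.28 (standard error 1.24, adjusted p = 0.169) and mir-1184-3p by 0.86 (standard error 0.65, adjusted p = 0.333) on the log2 scale, and mir-1182-5p rose by 1.83 (standard error 0.91, adjusted p = 0.127), all from edgeR with Benjamini-Hochberg adjustment. Adjusted p-values of mir-1182-5p ranged over the alternatives from 0.00649 with the replicate letter as a block to 0.131 with all sequences of at least 1 read, and each alternative with a test but the latter passed, robust quasi-likelihood, chosen after seeing the data, included. The same-lettered wt libraries of 0h and 16h had a correlation of 0.038. With the block, 9 of the 17 sequences passed, among them mir-1184-3p and mir-1185-5p as lower at 16h, and over all sequences 22 passed, 17 higher and 5 lower. Over all 44 mature sequences tested, 13 were higher at 16h and 0 lower. Of these 13, 8 belong to the earlier miRNAs, among them mir-7131b-5p with a log2 fold change of 2.77 (standard error 0.74, adjusted p = 0.00434, edgeR with Benjamini-Hochberg adjustment). Under TMM normalization on the miRNA table 13 were higher and 7 lower, and with all sequences of at least 1 read in the test 0 passed the threshold, while 16 had an unadjusted p-value under 0.05.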

Interestingly, the new miRNAs are developmentally regulated (Fig. S2), which was also shown for the previously identified miRNAs [28]. Furthermore, in the small RNA-seq libraries we also detected reads for the four miRNA candidates recently reported to be present in growing *D. discoideum* cells [29]. Two of these, miRNA_can_D1 and D2, fulfilled the high confidence miRNA criteria stated above and are differently expressed during development (data not shown).

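The table holds counts for miRNA_can_D1, D2 and D3, and the remaining candidate was not analysed here. In wt, miRNA_can_D1-5p had 12 and 10 reads at 0h and 73 and 112 reads at 16h, 6.27-fold higher at 16h, a log2 fold change of 2.64 (standard error 0.89, adjusted p = 0.0161, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mir-3p had 23 and 34 reads at 0h and 62 and 136 reads at 16h, a log2 fold change of 1.37 that did not pass the threshold (standard error 0.77, adjusted p = 0.182, edgeR with Benjamini-Hochberg adjustment). The mir-3p passed with the replicate letter as a block (adjusted p = 0.0148), the only 1 of 7 alternatives to do so. The adjusted p-value reached 0.247 with all sequences of at least 1 read (both from edgeR with Benjamini-Hochberg adjustment). For miRNA_can_D2-5p, 3 and 14 reads at 0h and 14 and 17 reads at 16h were counted in wt, and a change during development was not detectable (log2 fold change 0.44, standard error 1.17, adjusted p = 0.744, edgeR with Benjamini-Hochberg adjustment). Reads of miRNA_can_D2-3p were 1, 2, 3 and 3 in the wt libraries, too few for a test. In *drnB*-, the libraries held at most 3 reads of each of these sequences. Across both stages miRNA_can_D1-5p was at least 17.4-fold lower (adjusted p = 1.63e-09), miRNA_can_D1-3p at least 22.2-fold lower (adjusted p = 1.60e-11) and miRNA_can_D2-5p at least 4.36-fold lower (adjusted p = 7.33e-05) in *drnB*-, in edgeR's test with Benjamini-Hochberg adjustment. For miRNA_can_D3-5p, 3 and 4 reads at 0h and 19 and 50 reads at 16h in wt stood against 0 in each *drnB*- library. According to Table S1 of the paper, the hairpin of miRNA_can_D1 lies at 1706344 to 1706488 of DDB0232431 and that of miRNA_can_D2 at 4871883 to 4872029 of DDB0232432, both on the plus strand and intergenic. The candidates D1 and D2 have the mir-5p sequences TCTTCTCTAATTTCAATTTATT and TTCTCGACAGACATAGCATTGG.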

Three of the new miRNA candidates failed to meet the criteria that at least 10 reads should map to the mir-5p and mir-3p. 

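Replicates A and B of wt had 0 and 1 reads of mir-1178-3p at 0h and 6 and 2 reads at 16h. For mir-1180-1-3p there were 1 and 2 reads at 0h and 2 and 4 reads at 16h in wt. For mir-1181-3p there were 0 and 1 reads at 0h and 0 and 1 reads at 16h. In *drnB*-, only 1 read of these 3 sequences was counted, on mir-1181-3p in replicate B at 0h. With fewer than 10 reads over the 8 libraries each, none of these 3 sequences entered the tests, and a difference between the strains was not detectable for mir-1181-3p.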

For mir-1178, mir-1180-1, and mir-1181 we identified 9, 9, and 2 reads, respectively, matching mir-3p. However, when we add the sequences from our previously reported SOLiD small RNA-seq libraries [28], both mir-1180-1 and mir-1181 fulfill all the criteria. We chose to include also mir-1178 as a new miRNA due to the wealth of siRNA from e.g. the transposon DIRS-1 (Figure 1(b)), which occludes the isolation of other less abundant small RNAs. Furthermore, all candidate miRNAs (including the three discussed above) are developmentally regulated and DrnB dependent (Table S1 and Fig. S2).

Interestingly, for the two intronic miRNAs, mir-1180 and the previously reported mir-7102 [28], we identified two mir-5p and mir-3p pairs matching each predicted hairpin structure (Fig. S2). These pairs are situated immediately adjacent to each other and are DrnB dependent, indicating that the same processing machinery is involved. This is similar to the extra single or pair of reads from pre-miRNAs, termed miRNA-offset RNAs (moRs), reported in the simple chordate *Ciona intestinalis* and later also in human and mouse [32,33,47]. 

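In the hairpin of mir-1180, the first pair had 1 and 4 reads of mir-1180-1-5p in wt at 0h and 4 and 11 reads at 16h. The adjacent pair had 0 and 5 reads of mir-1180-2-5p at 0h and 7 and 14 reads at 16h, and 1 and 7 reads of mir-1180-2-3p at 0h and 15 and 27 reads at 16h. No reads of any of these were counted in the *drnB*- libraries. Across both stages mir-1180-1-5p was at least 1.76-fold, mir-1180-2-5p at least 2.25-fold and mir-1180-2-3p at least 4.27-fold lower in *drnB*-, with adjusted p-values of 0.000713, 0.000334 and 2.62e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the hairpin of mir-7102, mir-7102-1-5p was at least 38.6-fold lower in *drnB*-, with 66 and 82 wt reads at 0h and 99 and 179 at 16h, and mir-7102-2-5p at least 74.2-fold lower, with 128 and 188 wt reads at 0h and 207 and 285 at 16h. For mir-7102-2-3p, 172 and 264 reads at 0h and 270 and 465 reads at 16h in wt fell to 0 and 2 and to 6 and 6 reads in *drnB*-, a log2 fold change of −6.65 (standard error 0.61, adjusted p = 2.23e-21, edgeR with Benjamini-Hochberg adjustment). Only 2, 4, 1 and 3 reads of mir-7102-1-3p were counted in the wt libraries and 0 in *drnB*-, and its decrease had an adjusted p-value of 0.00520 (edgeR, Benjamini-Hochberg).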

For each pair, we named these mir-1180-1 and −2 and mir-7102–1 and −2 where ‘1’ designates the miRNA pair closest to the base of the predicted stem-loop. It should be noted that also mir-1185 shows a similar pattern where two pairs of mir-5p and mir-3p are produced from the same stem-loop, however the cleavage pattern is not as clear as for the mir-1180 and mir-7102 pairs and we decided to only include the most abundant pair as the miRNA duplex (Fig. S2). We reason that the imprecise processing of presumably two sets of miRNAs is the reason why the mir-1185-5p does not meet the criteria that at least 50% should have a common 5ʹ-end (Table S1).

In a recent report, Meier *et al*., demonstrated upregulation of miRNAs in *D. discoideum* cells where the gene for one of the Argonautes, AgnA, had been knocked out. The reason for this is unknown. Furthermore, when cells were depleted of the microprocessor component RbdB, miRNA levels were reduced as compared to wt cells [29]. We analyzed the RNA-seq data from the knock-out strains, deposited in NCBI Gene Expression Omnibus (GEO) Database (GSE56111), in order to investigate if our newly identified miRNAs are regulated in the same manner. The result indicates that seven of the ten new miRNAs reported here are more abundant in *agnA*^-^ cells and reduced in a *rbdB*^-^ strain as compared to wt cells (data not shown). Three of the miRNAs were not detected in the available RNA-seq data from the knock out strains, which is most likely due to the overall relatively low number of ~ 21 nt reads and the fact that these data are from growing cells while our analysis (see above) show that most miRNAs are developmentally upregulated.

The expression of two of the miRNAs, mir-1185-3p and mir-1183-5p, was verified by northern blot analysis. In order to simultaneously investigate developmental regulation, RNA from three different time points was extracted: 0h, 16h, and 24h fully developed fruiting bodies (Figure 2). As expected, both mir-1185-3p and mir-1183-5p were detected in wt cells but not (or very little) in *drnB*^-^ cells. Furthermore, mir-1183-5p was dramatically upregulated between 0h and 16h, corroborating the small RNA-seq data (Fig. S2). 

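In the small RNA libraries of wt, mir-1183-5p rose from 1.45 ± 0.734 RPM at 0h to 36.4 ± 11.4 RPM at 16h (SD, n = 2 libraries each). This is a log2 fold change of 4.65, 25.1-fold, with a standard error of 0.77 and an adjusted p-value of 1.46e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the 44 mature sequences it had the smallest adjusted p-value for the change during wt development, and it passed the threshold in each alternative but the one with all sequences of at least 1 read in the test. In *drnB*- the level of mir-1183-5p was 2.21 ± 0.913 RPM at 0h and 10.1 ± 4.40 RPM at 16h (SD, n = 2 libraries each). As a share of all miRNA reads, mir-1183 made up 0.670% in wt at 0h (95% Wilson interval 0.515% to 0.871%) and 6.11% in wt at 16h (5.84% to 6.38%). The total at 16h includes 7658 reads of mir-7131a-5p and 7581 of mir-7131c-5p, which appear to be shared. Counted once, they would make the wt shares higher, which the intervals do not cover.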

Taken together, 10 new miRNA candidates were identified of which 8 met all the high confidence criteria for true miRNAs. In addition, all miRNAs were DrnB dependent and developmentally regulated. Furthermore, two of the predicted miRNA hairpin structures generated each two sets of predicted miRNA duplexes situated directly adjacent to each other.

**Figure 2.**
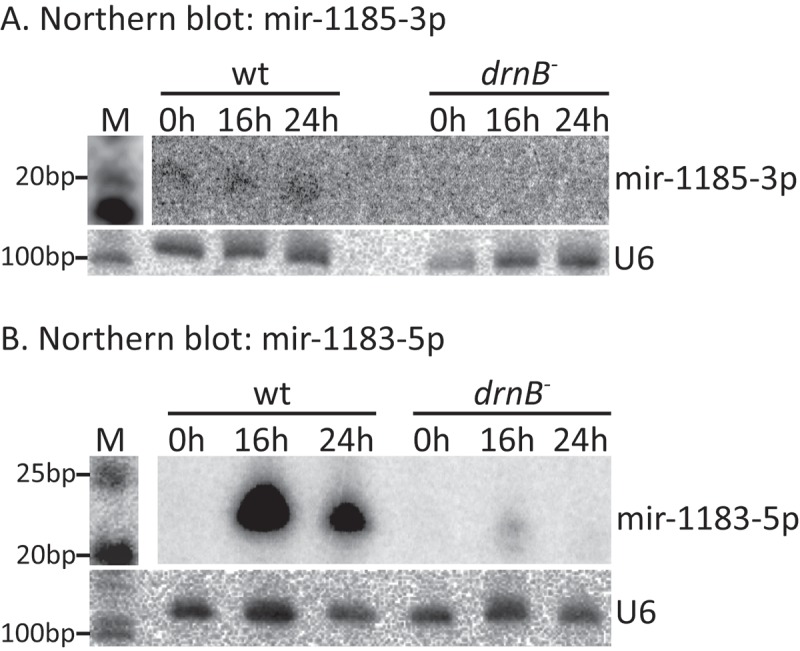
Expression of new miRNAs in wt and *drnB*^-^ strains during growth and development. (A,B) Northern blot analyses showing expression of mir-1185-3p (A) and mir-1183-5p (B) in wt and *drnB*^-^ strains during growth (0 h) and two developmental stages (16 h and 24 h). U6 spliceosomal RNA was probed and used as loading control.

### 2.4. Transcripts from miRNA genes are stabilized in the absence of DrnB

To date, neither primary (pri-miRNA) nor precursor (pre-miRNA) have been experimentally defined in *D. discoideum* or, to our knowledge, in any other unicellular organism. Since *D. discoideum* apparently lacks a bona fide Drosha, required for generation of pre-miRNA in animals, the miRNA biogenesis may be more similar to that in plants where one Dicer-like enzyme is responsible for producing both the pre- and mature miRNAs [19,29,30,48]. Hence, we hypothesized that the reduction of miRNAs observed in DrnB depleted cells would be reflected in stabilization and accumulation of longer pri-miRNA transcripts not processed to mature miRNAs, allowing for subsequent analysis of their 5´- and 3´-ends. 

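Poly(A) RNA libraries were made from the same 2 biological duplicates of wt and *drnB*- at 0h and 16h, 8 libraries in all, and sequenced as single reads of 50 bp. The authors mapped the reads with TopHat 2.0.8b to the dictyBase genome, counted them with HTSeq-count 0.6.1p1 and deposited the number of reads per gene without normalization. The deposited table has 13419 genes, of which 14 are pri-miRNA loci, listed by the name of the miRNA and without coordinates. Reads counted on genes in replicates A and B were 20347988 and 17761180 for wt at 0h, 12207766 and 17343222 for *drnB*- at 0h, 20119330 and 18841095 for wt at 16h, and 35063199 and 18996673 for *drnB*- at 16h. The counts were normalized by edgeR's TMM method, with factors between 0.863 and 1.19, and 11717 genes with enough reads for edgeR's filter were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Normalized counts given below are counts scaled to a library of average effective size. The paper's own comparison used DESeq2 1.8.1, which was run in version 1.42.0 as an alternative. Whether the counting used the strand of the reads is not stated in the methods, so antisense and overlapping transcripts are uncertain. In the disrupted gene itself, *drnB* (DDB_G0268410), 42 and 52 reads were counted in the duplicates of wt at 0h and 71 and 68 in wt at 16h, against 80 and 74 at 0h and 465 and 229 at 16h in the libraries labelled *drnB*-. Normalized counts of *drnB* were 42.9 ± 8.37 in wt and 96.5 ± 22.7 in libraries labelled *drnB*- at 0h, and 77.9 ± 2.12 and 288 ± 15.8 at 16h (SD, n = 2 libraries each). The transcript of the targeted gene therefore did not go down in the libraries labelled *drnB*-. Across both stages its log2 fold change was 1.54 (standard error 0.24, adjusted p = 0.0881, edgeR with Benjamini-Hochberg adjustment), and each library labelled *drnB*- was higher than each wt library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Within pairs of the same stage and replicate letter the exact permutation test gave p = 0.125, the smallest that 16 arrangements allow. With DESeq2 the log2 fold change was 1.57 with an adjusted p-value of 3.38e-06, while with edgeR the alternatives gave up to 0.652. With each library left out in turn the log2 fold change stayed between 1.44 and 1.70 with edgeR. According to Fig. S1, the knock-out construct keeps the sequence of the RIIIb domain behind a stop codon. The deposited table gives 1 number per gene, so where in *drnB* the reads lie was not analysed here.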

To this end, we performed high-throughput sequencing of poly(A) selected RNA from the same total RNA samples used for small RNA sequencing. Poly(A)-selection was employed to reduce rRNA contamination. We speculated that pri-miRNA transcripts would be present in our poly(A) RNA-selected libraries for two reasons. First, a recent report by Kruse *et al.* indicated that mir-1176 and mir-1177 are dependent on RNA polymerase II (RNA Pol II) transcription [30], suggesting that pri-miRNA transcripts in *D. discoideum* may be polyadenylated as has been demonstrated in animals and plants [4,5,49]. Secondly, the genome of *D. discoideum* is very AT-rich (about 78%) [26], where long stretches of As are common within transcripts and therefore most likely allow for selection of RNAs with internal poly(A)-tracts.

Of the 27 miRNA loci identified so far in *D. discoideum* (see above), we chose to analyze the 19 loci that do not overlap with any other gene, e.g. that do not derive from introns or thug-S repetitive elements [28,29]. Indeed, in our poly(A)-selected RNA libraries we found reads extending across the predicted miRNA hairpin structure from 14 of these intergenic miRNA loci (for unknown reasons no reads were detected for the other intergenic loci). In addition, differential expression analysis showed upregulation of longer transcripts from the majority of the predicted miRNA loci in the absence of DrnB in both growing and developed cells (Figure 3(a)). This is exemplified in Figure 3(b,c) showing reads mapping to mir-1176 and mir-1177 genes and that these accumulate in *drnB*^-^ cells. These reads extend both upstream and downstream of the predicted miRNA-hairpin, indicative of the presence and, at least to some extent, length of the pri-miRNAs. It should be noted that the number of reads mapping to some of the miRNA genes is low, making those particular changes statistically uncertain. 

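Of the 14 pri-miRNA loci, 12 had enough reads for a test, and 6 of them were higher in the libraries labelled *drnB*- across both stages, with 0 lower (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 11717 genes). The normalized count of pri-mir-7097 was 7.33 ± 2.90 in wt and 630.5 ± 292 in *drnB*- at 0h, and 15.8 ± 4.08 and 606 ± 191 at 16h (SD, n = 2 libraries each). Its log2 fold change across both stages was 5.79 (standard error 0.41, adjusted p = 0.00302, edgeR with Benjamini-Hochberg adjustment), 53.5-fold. For pri-mir-1179, 0 and 1 reads in wt and 2 and 3 in *drnB*- at 0h left no fold change to compute, while at 16h 6 and 5 reads in wt stood against 466 and 197 in *drnB*-, with a log2 fold change of 5.42 (standard error 0.48, adjusted p = 0.0475, edgeR with Benjamini-Hochberg adjustment). The level of pri-miRNA_can_D1 rose from 4.08 ± 0.456 to 70.9 ± 56.5 normalized counts at 0h and from 6.77 ± 1.97 to 178 ± 21.6 at 16h, a log2 fold change across both stages of 4.42 (standard error 0.46, adjusted p = 0.0157, edgeR with Benjamini-Hochberg adjustment). For pri-miRNA_can_D2, 0 or 1 read per wt library stood against 21 and 26 reads at 0h and 85 and 70 reads at 16h in *drnB*-, at least 16.2-fold higher (adjusted p = 0.00638, edgeR with Benjamini-Hochberg adjustment). The remaining loci past the threshold were pri-mir-1181 and pri-mir-1176. Normalized counts of pri-mir-1181 were 25.9 ± 1.82 in wt and 135 ± 37.9 in *drnB*- at 0h and 32.1 ± 12.4 and 192 ± 4.30 at 16h, a log2 fold change of 2.48 (standard error 0.26, adjusted p = 0.0157, edgeR with Benjamini-Hochberg adjustment). At a single stage, pri-mir-7097 was the locus past the threshold at 0h (log2 fold change 6.41, standard error 0.55, adjusted p = 0.0420) and pri-mir-1179 the locus past it at 16h, in edgeR's test with Benjamini-Hochberg adjustment. Adjusted over the pri-miRNA loci alone, 10 loci were higher across both stages, 8 at 0h and 8 at 16h. With DESeq2, 8 loci were higher across both stages, 5 at 0h and 6 at 16h. Same-lettered libraries of the strains deviated together, with a Pearson correlation across genes of 0.27 at 0h and 0.58 at 16h, and with the replicate letter as a block 5 loci were higher across both stages, 1 at 0h and 1 at 16h. Under the block pri-mir-1176 was not called across both stages, and at 16h pri-mir-7097 was called in place of pri-mir-1179. With 1 library left out in turn, between 1 and 6 loci were higher across both stages, and 1 without replicate B of wt at 16h.

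**Figure D3:**
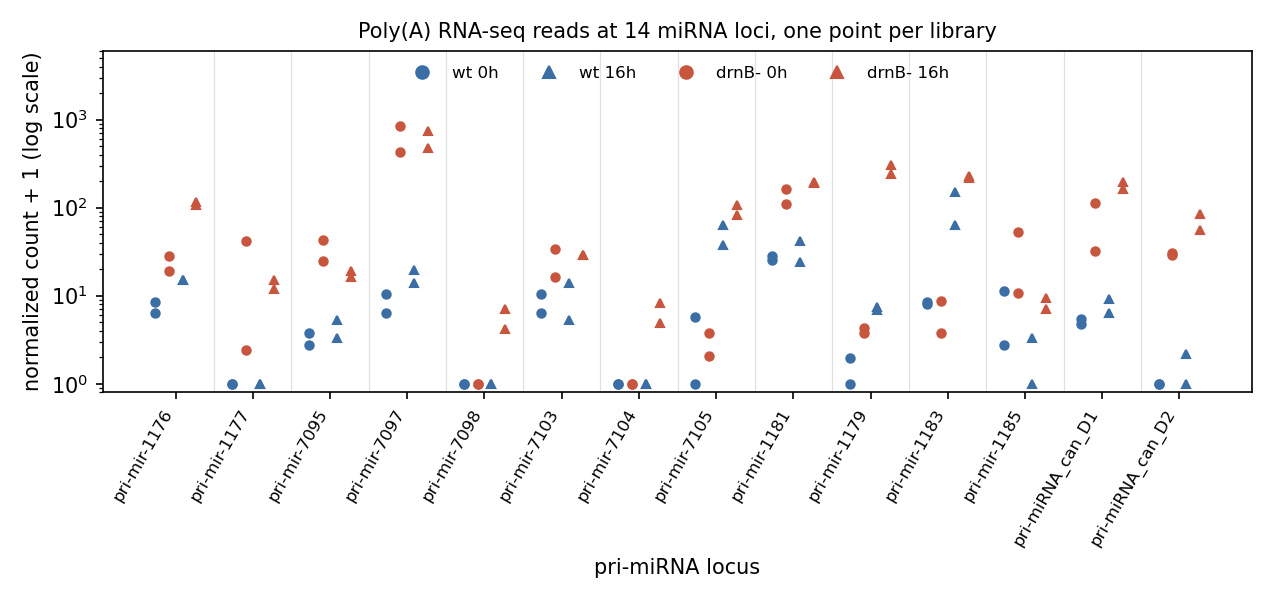
Normalized count plus 1 of the 14 pri-miRNA loci on a logarithmic axis, with 1 point per poly(A) RNA library, blue for wt and red for libraries labelled *drnB*-, circles for 0h and triangles for 16h. The widest separation is at pri-mir-7097, with group means of 7.33 and 15.8 in wt and 630.5 and 606 in *drnB*-.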

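For pri-mir-1176, the normalized count was 6.39 ± 1.58 in wt and 22.7 ± 6.28 in the libraries labelled *drnB*- at 0h, and 14.0 ± 0.0156 and 110.1 ± 5.32 at 16h (SD, n = 2 libraries each). Across both stages this is a log2 fold change of 2.48 (standard error 0.33, adjusted p = 0.0387, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate letter as a block the log2 fold change was 2.50 and did not pass the threshold (adjusted p = 0.0676), and over the alternatives the adjusted p-value ranged from 4.78e-07 with DESeq2 to 0.328 without replicate A of wt at 16h (edgeR with Benjamini-Hochberg adjustment except for DESeq2). The reads behind it were 6 and 8 in wt and 13 and 25 in *drnB*- at 0h, and 13 and 12 in wt and 177 and 88 in *drnB*- at 16h. Normalized counts of pri-mir-1177 were 0 in each wt library. In *drnB*- they were 1.4 and 40.2 in the duplicates at 0h, and 14.2 and 10.9 at 16h. The spread between the duplicates at 0h was nearly as wide as the whole range over the libraries. Computed against the floor of 3 reads, pri-mir-1177 was at least 5.47-fold higher in *drnB*-, and it did not pass the threshold (adjusted p = 1.0, edgeR with Benjamini-Hochberg adjustment over all genes). It passed when adjusted over the pri-miRNA loci alone, and over all genes with DESeq2 (adjusted p = 0.00343), while the other alternatives over all genes gave adjusted p-values from 0.157 to 1.0.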

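Fewest reads were counted on pri-mir-7098, with 5 and 5 reads in *drnB*- at 16h, and on pri-mir-7104, with 6 and 6, and with 0 in each of the other 6 libraries. Neither entered the test. For pri-mir-7095, 2 and 3 reads in wt and 17 and 38 in *drnB*- at 0h, and 4 and 2 in wt and 24 and 15 in *drnB*- at 16h gave a log2 fold change across both stages of 3.06 (standard error 0.46, adjusted p = 0.0823, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Duplicates differed widely for pri-mir-1185, with 2 and 11 reads in wt and 7 and 48 in *drnB*- at 0h and 0 and 2 in wt and 13 and 5 in *drnB*- at 16h, a log2 fold change of 2.44 with a standard error of 0.78. For pri-mir-7103 the log2 fold change was 1.71 (standard error 0.42, adjusted p = 0.975, edgeR with Benjamini-Hochberg adjustment). For pri-mir-1183, 8 and 8 reads in wt and 2 and 7 in *drnB*- at 0h, and 138 and 53 in wt and 337 and 186 in *drnB*- at 16h gave 0.63 with a standard error of 0.43. For pri-mir-7105, 0 and 5 reads in wt and 2 and 1 in *drnB*- at 0h, and 34 and 54 in wt and 125 and 88 in *drnB*- at 16h gave 0.69 with a standard error of 0.55. Over all genes, pri-mir-7095 passed with DESeq2 (adjusted p = 0.000988), and its adjusted p-values under the other alternatives ranged from 0.0749 to 0.516. Adjusted over the pri-miRNA loci alone, pri-mir-7095, pri-mir-1185 and pri-mir-7103 passed. An increase of pri-mir-1183 or pri-mir-7105 across both stages was not detected. Their log2 fold changes had opposite signs at the stages, −0.415 and −0.283 at 0h and 1.07 and 0.904 at 16h, none past the threshold.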

We confirmed the RNA-seq data for mir-1176 and mir-1177 genes by semi-quantitative RT-PCR (semi-qRT-PCR), adjusting the number of cycles to avoid saturation (Figure 3(d,e), and S3). The assay showed that transcripts from the miRNA genes indeed are stabilized in *drnB*^-^ cells, both during growth (0h) and development (16h). Furthermore, both pri-mir-1176 and 1177 are upregulated during wt development, which is mirrored by the previously reported developmental increase of mir-1176 and 1177 (Figure 3(d,e)) [22,28]. Our results are in line with a recent report where semi-qRT-PCR showed accumulation of transcripts from parts of the mir-1176 and 1177 genes in the absence of DrnB [29]. Taken together, miRNA transcripts not processed to mature miRNAs accumulate in strains depleted of DrnB, emphasizing the importance of DrnB for miRNA maturation in *D. discoideum*.

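Among all 11717 genes tested in the poly(A) RNA libraries, 14 differed between the libraries labelled *drnB*- and wt across both stages, 13 higher and 1 lower (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6 of the 13 were pri-miRNA loci. With the replicate letter as a block 6 genes differed, 5 higher and 1 lower, where the correlation of same-lettered libraries is that given for the pri-miRNA loci. For the hosts of intronic miRNAs, whose mRNAs the table also counts, none passed the threshold. DDB_G0293106, the host of mir-1180, had a log2 fold change of 1.18 (standard error 0.18, adjusted p = 0.0881), DDB_G0280709, to an intron of which mir-1182 lies antisense, one of 1.99 (standard error 0.44, adjusted p = 0.682), and polB (DDB_G0284713), the host of mir-7102, one of 0.79 (standard error 0.21, adjusted p = 1.0), in edgeR's test with Benjamini-Hochberg adjustment. With DESeq2, DDB_G0293106 and DDB_G0280709 passed the threshold (adjusted p = 6.76e-05 and 0.00252), while their other alternatives gave up to 0.522 and up to 1.0. From the accumulation of transcripts of the miRNA genes that are not processed to mature miRNAs, the paper concludes that DrnB is important for the maturation of miRNAs.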

**Figure 3.**
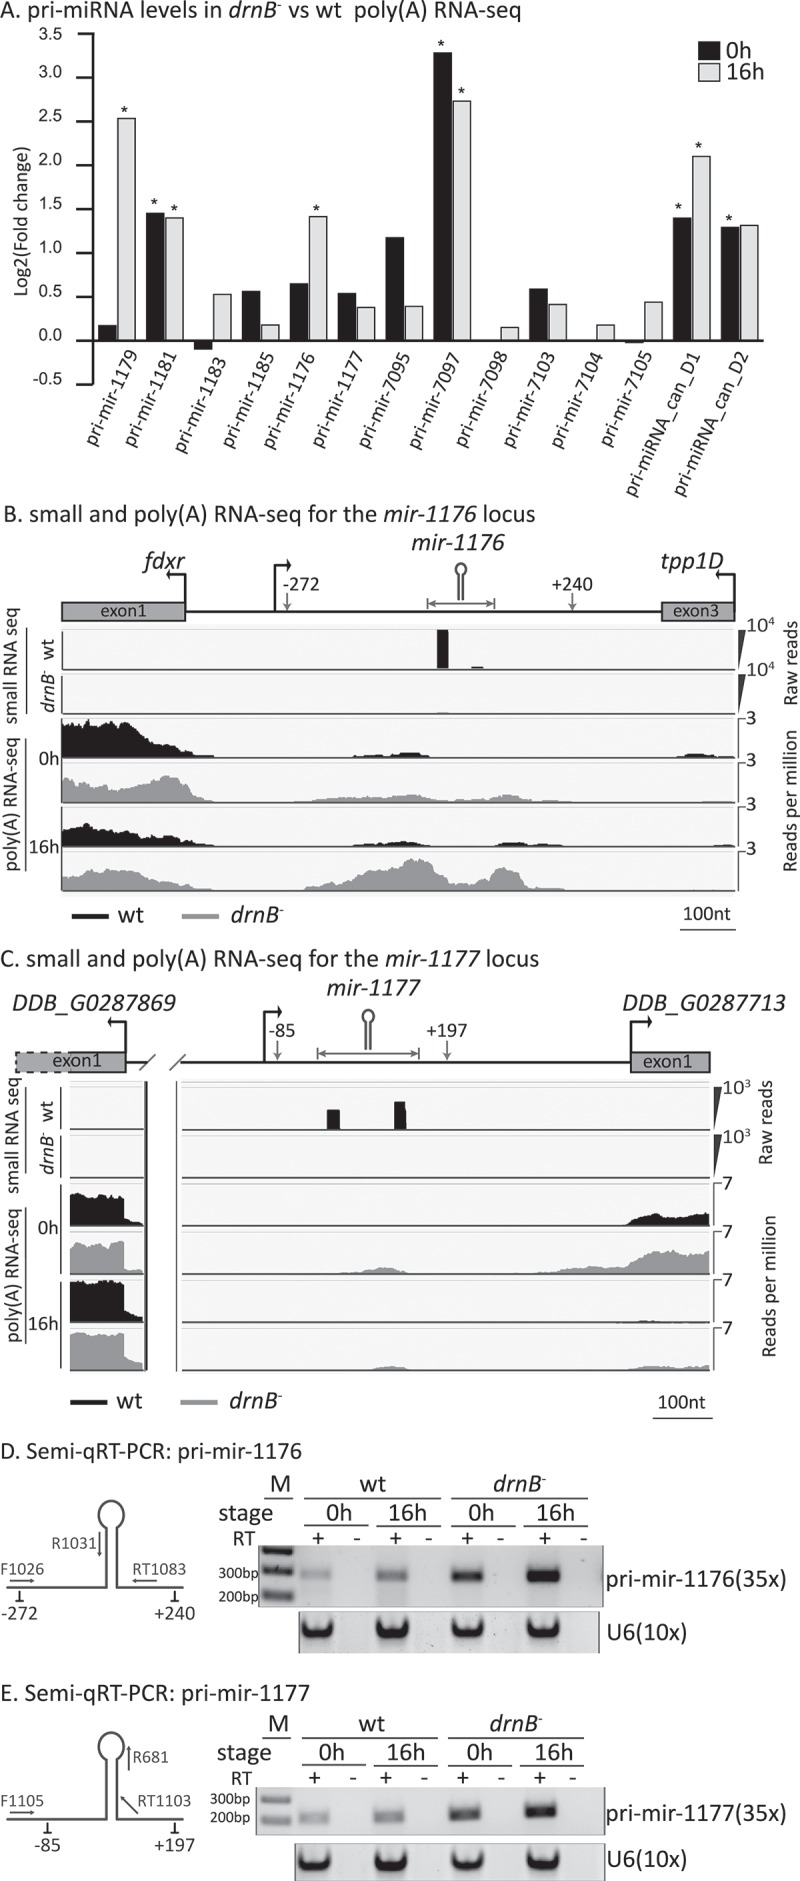
Transcripts from miRNA loci are enriched in the *drnB*^-^ strain. (A) Differential expression analysis of predicted miRNA precursor transcripts based on poly(A) RNA-seq data. Positive values indicate that the transcripts are enriched in DrnB depleted cells. * indicates false discovery rate (FDR) < 0.05. (B,C) Small RNA and poly(A) RNA-seq profiles across the mir-1176 and the mir-1177 loci. The miRNA loci and the beginning and/or end of the upstream and downstream annotated protein coding genes are indicated. Numbers specify start and end of reads covering the miRNA loci in relation to the 5´ most nucleotide of the mir-5p. The predicted miRNA hairpins are indicated by schematic structures and horizontal arrows. Small RNA-seq: for each strain, reads from two biological replicates from growing and developing cells, respectively, were pooled and are displayed as total read counts. Poly(A) RNA-seq: reads per million for pooled biological replicates from growing (0h) and developing (16h) cells, respectively, from wt (black) and *drnB*^-^ (grey). (D,E) Semi-qRT-PCR analysis of transcripts from miRNA genes. Left: schematic pictures of the predicted miRNA hairpins with adjacent regions; primers for reverse transcription (RT1083 and RT1103) and PCR primers marked F (forward) and R (reverse) are indicated; numbers below the schematic structure refer to start and end of poly(A) RNA-seq reads as described above. Right: Semi-qRT-PCR of transcripts from the mir-1176 and mir-1177 genes in wt and DrnB depleted (*drnB*^-^) cells from growing (0h) and 16h developed cells, respectively, analyzed by agarose gel electrophoresis. +/- RT indicates if reverse transcriptase was present or absent during the cDNA reactions. U6 spliceosomal RNA was used as reference. Numbers of PCR cycles are indicated.

### 2.5. Start, end, and processing intermediates of mir-1176 pri-miRNA

Since our data show that in DrnB depleted cells longer transcripts harboring the miRNA stem-loops are stabilized and mature miRNAs are basically abolished, we reasoned that this would simplify the elucidation of miRNA biogenesis pathway(s) in *D. discoideum*. We started out by analyzing the pri-miRNA of one of the model miRNA, mir-1176.

#### 2.5.1. Transcriptional start site of pri-miRNA-1176

In the poly(A)-selected libraries from *drnB*^-^ cells, the 5´ most nucleotide covered by reads from the *mir-1176* gene is a T residue 272 nt from the start of mir-5p (Figure 3(b)). However, RNA Pol II transcripts often carry a 5ʹ-cap structure that would prevent the identification of the transcriptional start site (TSS) by our high-throughput sequencing approach. In order to pinpoint the very 5´-end, i.e the TSS, of the pri-miRNA-1176, we performed rapid amplification of cDNA ends (5´RACE). First, RNA was treated with calf intestinal alkaline phosphatase (CIP) to remove 5´ phosphate groups whereafter the RNA was treated with tobacco acid pyrophosphates (TAP) to remove cap structures and enable ligation of the RNA adapter oligo to the TSS. This was followed by RT-PCR, cloning, and Sanger sequencing. Samples not subjected to TAP treatment were used as controls. As expected, when transcripts from the mir-1176 gene were analyzed, more 5´RACE products were detected from the *drnB*^-^ strain as compared to the wt strain, supporting an enrichment of pri-miRNAs in DrnB depleted cells (Figure 4(a)). Importantly, none of the longer PCR-products were detected from samples not treated with TAP, indicating that the transcripts carry a 5´-cap. The cloned 5ʹRACE sequences show a few different 5´ ends indicating more than one TSSs, which is common for Pol II transcripts in mammals and has been shown for miRNA genes in Arabidopsis [5,50]. Here, we inferred the most abundant and the 5´ most nucleotide as the start of transcription, hence the TSS of pri-mir-1176, begins with a G-residue, 281 nt from the 5´-end of mir-1176-5p (Figure 4(a)). Situated upstream of the TSS is a long run of 21 consecutive Ts, which may constitute a promoter motif of miRNA genes in *D. discoideum* (see below). It should be noted that under these experimental conditions, the identified start site was not detected among the very few 5´RACE products from wt cells. In this case the 5´-most RACE product was located 278 nt from the start of mir-1176-5p and may indicate TSS of pri-miRNAs which are less efficiently processed by DrnB (Figure 4(a) and S4A). To further confirm the start of the transcription, we analyzed if any transcripts upstream of the TSS could be detected. For this we used the cDNA generated for the 5´RACE reactions described in Figure 4(a) but different forward primers, placed upstream and downstream of the predicted TSS. As expected, amplification products could only be detected when the forward primer was positioned after the predicted TSS (Figure 4(b)). Furthermore, the PCR products were more abundant when cDNA template from *drnB*^-^ cells was used again supporting stabilization the pri-miRNA in the absence of DrnB. Taken together, these results strongly suggest that the transcription of pri-mir-1176 starts from a G residue situated 281 nt from the mature mir-1176-5p and that the TSS is preceded by a stretch of Ts.

**Figure 4.**
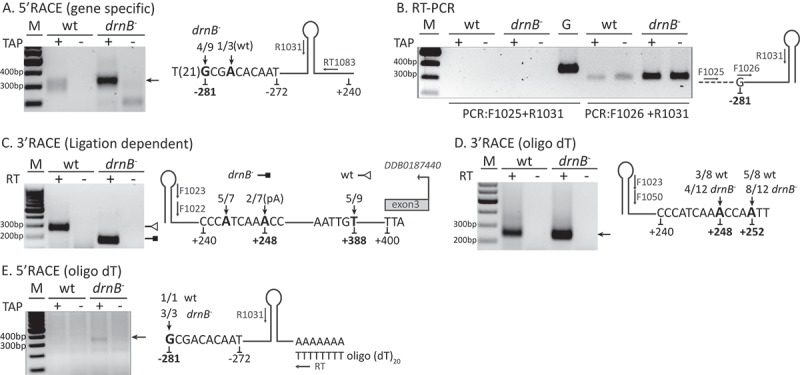
Pri-mir-1176 biogenesis in wt and *drnB*^-^ strains. Arrows in the schematic pri-miRNA-1176 figures represent primers used for the analyses where prefixes RT, F, and R stand for reverse transcription, forward, and reverse, respectively. Numbers below the sequences denote nucleotide positions in relation to the 5´ most nucleotide of mir-5p. Bold nucleotides and numbers indicate the determined transcriptional start site (TSS) and 3ʹ-ends. Additional numbering in regular font represent start and end of poly(A) RNA-seq reads covering the miRNA locus, except for +400 in C representing the last nucleotide of the stop codon for the downstream gene. 5ʹ and 3ʹ nucleotides from multiple RACE clones are indicated by numbers as fraction/total sequenced RACE-clones. Tobacco Acid Pyrophosphates (TAP) was used to remove cap-structures (A,B,E). (A) 5´RACE to determine the 5´-ends and TSS. (B) RT-PCR to confirm the presence of transcripts starting from the TSS. Genomic DNA (G) template was used as positive control. (C) 3´RACE to determine the 3´-ends. A DNA oligonucleotide was ligated to the 3´-ends of the RNA before reverse transcription followed by nested PCR. (D) 3ʹRACE to determine A-tailed sequences. An oligo (dT) primer was used for reverse transcription followed by nested PCR. (E) 5ʹRACE to determine 5´-ends of A-tailed pri-mir-1176 processing intermediates.

#### 2.5.2. 3´-end of pri-mir-1176 and oligoadenylated processing intermediates

Having established the transcriptional start site of pri-mir-1176, we turned our attention to its 3´-end. Here, we used 3´RACE to analyze RNA from wt and *drnB*^-^ strains, where a DNA oligonucleotide was ligated to the 3´-end of the RNA, followed by reverse transcription and PCR amplification. As expected, the 3´RACE products from *drnB*^-^ cells seemed more abundant but notably, also shorter compared to those from wt cells (Figure 4(c)). Sequencing of the RACE-products revealed several distinct 3´-ends. In wt cells, the longest transcript represented by five out of nine clones, ended 388 nt from the 5ʹ-end of mir-1176-5p, which was also 12 nt upstream of the predicted stop codon of the downstream gene situated on the opposite DNA strand (Figure 4(c)). The remaining four mapped ends were scattered further upstream, between 341 and 373 nucleotides downstream of the start of mir-1176-5p (Fig. S4B). As expected from the gel electrophoresis analysis of the 3´RACE products, the transcripts from the *drnB*^-^ cells ended even closer to the mir-5p, at position 243 and 248 (five and two out of seven clones, respectively) (Figure 4(c)). These 3´-ends most likely represent processing intermediates generated by unknown ribonuclease(s). Interestingly, the two 3´RACE clones ending at position 248 in *drnB*^-^ cells were extended by short oligo(A) tails, 4 to 6 residues long. It should be noted that this region harbors three templated consecutive A residues and hence the actual 3´-end and the exact number of post-transcriptionally added adenosins could not be determined. For simplicity, the last A-residue at position 248 is indicated as the templated 3´-end of these transcripts (Figure 4(c)).

The 3´RACE results for *drnB*^-^ cells were fairly consistent with the poly(A) selected RNA-seq analysis where reads from the RNA libraries extended to 240 nt downstream of the first nt of mir-1176-5p (Figure 3(b)). However, there was a discrepancy between the RNA-seq results and the 3´RACE experiment for wt cells, showing that the 3ʹ-ends of the longest transcripts were positioned around nucleotide 240 and 388, respectively, downstream of the miRNA. This difference could reflect a very rapid processing of the 3´-end of the pri-miRNA, and thus that the longer transcripts were not picked up by the RNA-sequencing due to limited sequencing depth and/or it may be due to absence or presence of a poly(A)-tail on pri-mir-1176. In order to analyze this, we performed a modified 3ʹRACE to exclusively identify A-tailed RNAs. Instead of ligating an oligonucleotide to the 3´-end, we used an oligo(dT) primer for reverse transcription, designed to allow for sequencing of the 3´-ends of A-tailed transcripts. In contrast to the ligation dependent 3´RACE experiment (Figure 4(c)), no major differences in length of the oligo(dT) selected 3ʹRACE products from wt and *drnB*^-^ strains could be observed (Figure 4(d)). Interestingly, 3´-ends with A-tails were present not only in *drnB*^-^cells but also in wt cells and the A-tailed ends from both strains were confined to a narrow interval of five nucleotides (Figure 4(d)). Furthermore, in addition to the oligoadenylated nucleotide(s) identified by ligation dependent 3´RACE in *drnB*^-^ cells, oligo(dT) selected RNA revealed a second A-tailed site four to five nucleotides downstream (Figure 4(d)). Taken together, these results suggest that pri-mir-1176 is transcribed as a longer non-polyadenylated transcript. Shorter 3´-ends are stabilized in the absence of DrnB and these fragments can be A-tailed, in both wt and *drnB*^-^ cells.

#### 2.5.3. A-tailed processing intermediates have full-length capped 5´-ends

The presence of post-transcriptionally added A-tails to 3ʹ-ends of mir-1176 processing intermediates prompted us to analyze the very 5ʹ-end of these RNAs. This would reveal if these A-tailed precursors carry a 5ʹ-cap structure from the pri-miRNA or if they have been processed also at the 5ʹ-end. In order to answer this we used a slightly different 5ʹRACE approach to capture the 5´-ends of the A-tailed processing intermediates. After TAP-treatment and ligation of the RNA oligonucleotide to the 5´-ends, we used an oligo(dT) primer (instead of a gene specific primer) to select for A-tailed RNA for subsequent cDNA conversion. The cDNA products generated from transcripts from the mir-1176 gene were amplified using a reverse primer placed in the 5´ part of the stem-loop. The method allowed for identification not only of capped RNA but also cleavage intermediates carrying 5ʹ-monophosphates, like canonical pre-miRNAs in animals. Surprisingly, 5ʹRACE products were only present in TAP-treated samples from *drnB*^-^ cells, indicating that these A-tailed transcripts have a 5ʹ-cap structure (Figure 4(e)). Sequencing of the cloned 5ʹRACE products revealed that all transcripts started with the G at position −281, which we defined as the first nucleotide of pri-mir-1176 (see above). Even though RNA isolated from wt cells did not give rise to any apparent RACE result, putative PCR products of the same size from wt strain was also extracted from the gel and sequenced. Only one sequence could be retrieved and this started with the same G residue at position −281 (Figure 4(e)). Taken together, the results suggest that pri-mir-1176 is transcribed as 669 nt long 5´ capped pri-miRNA. The pri-miRNA is subsequently processed downstream of the hairpin by one or several unknown RNase(s) and these processing intermediates can be oligoadenylated. Furthermore, the A-tailed processing intermediates are capped and may constitute pri-miRNAs or possibly aberrant RNA marked for destruction (see Discussion).

### 2.6. Start and end of pri-mir-1177

In order to understand if miRNA maturation of mir-1176 is a general pathway in *D. discoideum*, we also analyzed the biogenesis of the second model miRNA, mir-1177. As shown above, transcripts from the *mir-1177* gene accumulated in DrnB depleted cells in a manner similar to that of the *mir-1176* gene (Figure 3(b–e)).

#### 2.6.1. Transcriptional start site of pri-mir-1177

The 5´-end of the *mir-1177* gene, mapped by poly(A) selected RNA reads, is positioned 85 nt upstream of the mir-1177-5p (Figure 3(c)). However, we reasoned that this cannot be the first nucleotide of pri-mir-1177 due to the way the RNA-seq libraries were generated (cap-structures prevent cloning of reads covering TSSs) and the fact that RT-PCR indicated that the pri-miRNA starts further upstream of this position (Figure 3(e)). To determine the TSS of pri-mir-1177, 5´RACE was performed similarly to the analysis of pri-mir-1176. First, we conducted 5´RACE where the cDNA was generated from a primer placed downstream of the predicted mir-1177 hairpin. The result showed two differently sized PCR-products where the larger one could only be detected in TAP-treated samples from *drnB*^-^ cells, indicating enrichment of capped pri-miRNA in the absence of DrnB (Figure 5(a)). The 5´RACE result is in agreement with the stabilization of longer transcripts from the *mir-1177* gene observed by poly(A) RNA-seq (Figure 3(c)) and semi-qRT-PCR (Figure 3(e)). Sequencing of these TAP-dependent 5´RACE products showed that, similar to pri-mir-1176, the 5ʹ most end of pri-mir-1177 starts with a G preceded by a run of T residues (26 consecutive Ts). The G residue, defining the very 5´ end, is situated 116 nt upstream of the start of mir-1177-5p (Figure 5(a)). The additional sequenced 5'ends indicated slightly shorter fragments, mainly within 19 nt from the 5ʹ most G that may constitute additional TSSs (Fig. S5A). The smaller 5ʹRACE products were detected in all samples except for those not treated with TAP from wt cells (Figure 5(a)). However, we cloned and sequenced a few of these RACE products generated from TAP treated wt cells and they turned out to derive from unrelated RNA due to mispriming (data not shown).

**Figure 5.**
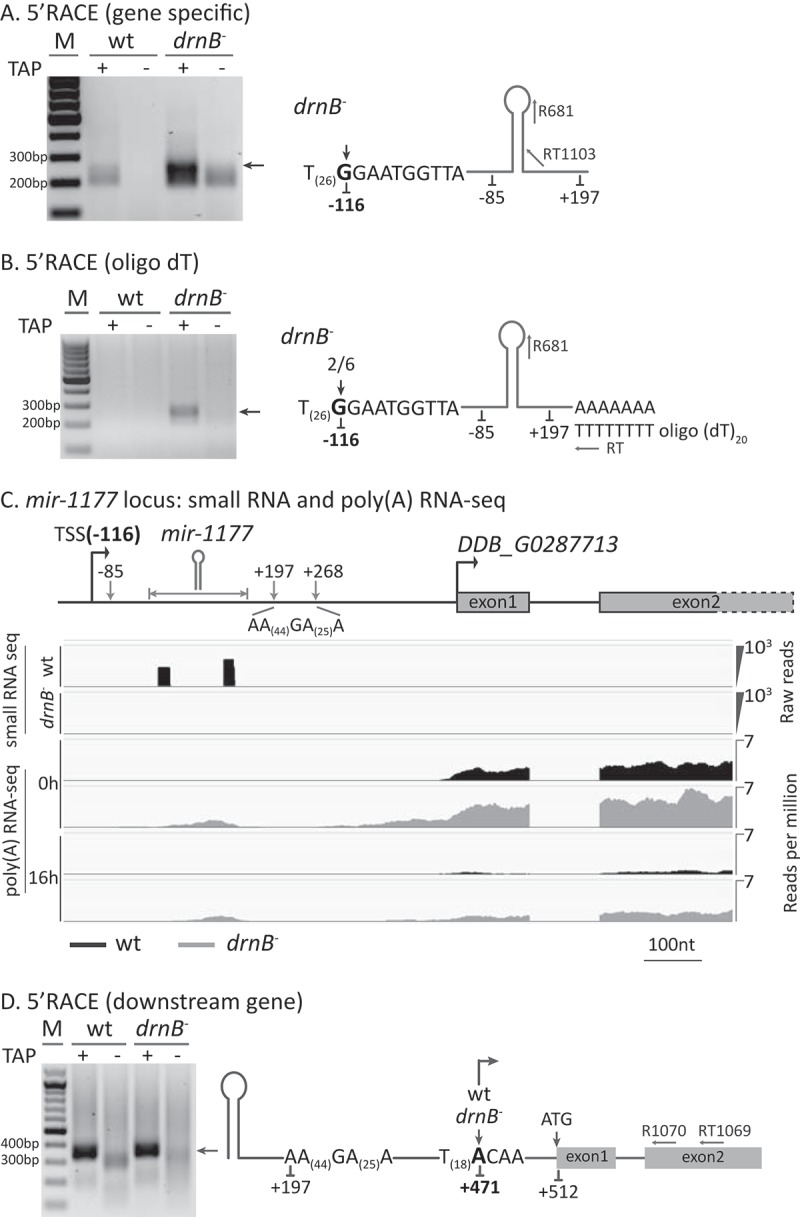
Pri-mir-1177 biogenesis in wt and *drnB*^-^ strains. (A,B,D) +/- TAP denotes RNA samples treated or untreated, respectively, with Tobacco Acid Pyrophosphates (TAP) prior to ligation of the RNA oligo. Arrows next to the gel pictures indicate PCR products that were isolated and sequenced. (A,B) 5ʹRACE to determine 5´-ends using gene specific and oligo(dT) primers, respectively, for reverse transcription. Schematic structures: oligonucleotides for reverse transcription and PCR (reverse primer) have prefixes RT and R, respectively. The 5ʹ most nucleotide determined by RACE and position in relation to the start of mir-5p are displayed as bold nucleotides and numbers. 5ʹ nucleotide from multiple RACE clones is indicated by numbers as fraction/total sequenced RACE-clones. Also, nucleotide positions for the very 5ʹ and 3´-ends of poly(A) RNA-seq reads are shown in regular font. (C) Small RNA-seq and poly(A) RNA-seq from wt and *drnB*^-^ strains. This is a modified version of Figure 3(c) emphasizing the region downstream of the miRNA hairpin. Top: schematic structure of the mir-1177 locus with the predicted miRNA hairpin indicated. TSS is the determined transcriptional start site. Numbers represent the TSS (bold) and mapped RNA reads covering the first part of the miRNA locus (−85 to + 197) and the poly(A) RNA reads starting after the A-rich genomic sequence (+ 268) in relation to the start of mir-5p. Exon1 and part of exon2 of the downstream protein coding gene are included. Panels just below the miRNA loci show the small RNA-seq results for wt (black) and *drnB*^-^ (grey). Small RNA-seq: for each strain, reads from two biological replicates from growing and developing cells, respectively, were pooled and are displayed as total read counts. Poly(A) RNA-seq: reads per million for pooled biological replicates from growing (0h) and developing (16h) cells, respectively, from wt (black) and *drnB*^-^ (grey). (D) 5ʹRACE to determine the TSS of the downstream gene (only exons 1 and 2 are indicated). The most likely TSS is indicated in bold. The position of the primers for reverse transcription (RT) and reverse PCR primer (R) are indicated.

When 5´RACE was performed on oligo(dT)-selected RNA, only one prominent 5´RACE product was detected, from *drnB*^-^ TAP-treated cells (Figure 5(b)). Sequencing results showed a small enrichment of 5´-ends starting with the same G residue at position 116 (two out of six clones), while the remaining four clones coincided with the 5´ ends identified by the gene specific 5´RACE above (Fig. S5B). To summarize, our data suggest that pri-mir-1177 starts with a capped G residue 116 nt upstream of mir-1177-5p and that this TSS is preceded by 26 consecutive T residues.

#### 2.6.2. Stabilization of pri-mir-1177 in DrnB depleted cells reveals transcripts extending into the downstream protein coding gene

The start codon of a protein coding gene, DDB_G0287713 of unknown function (dictybase.org), is situated only 361 nt downstream of the predicted mir-1177 stem-loop (Figure 5(c)). For simplicity, from here on we will refer to this gene as the downstream gene (DSG). The pri-mir-1177 as well as the DSG mRNA appear to be upregulated in the *drnB*^-^ strain, both during growth and development (Figure 3(c,e) and 5(c)). 

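The normalized count of the DSG, DDB_G0287713, was 476 ± 31.0 in wt and 1194 ± 20.0 in the libraries labelled *drnB*- at 0h, and 77.1 ± 5.05 and 339 ± 51.1 at 16h (SD, n = 2 libraries each). Across both stages its log2 fold change was 1.71 (standard error 0.21, adjusted p = 0.0241, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 0h it was 1.33 (standard error 0.23, adjusted p = 0.459) and at 16h 2.13 (standard error 0.24, adjusted p = 0.107), neither past the threshold over all genes in edgeR's test with Benjamini-Hochberg adjustment. The DSG was higher in *drnB*- in 4 of 4 pairs of the same stage and replicate letter (two-sided exact permutation test within pairs, p = 0.125, the smallest that 16 arrangements allow). Without regard to the pairs, the exact permutation test over 70 arrangements gave p = 0.171. With the replicate letter as a block, its log2 fold change was 1.71 with an adjusted p-value of 0.0629, and over the alternatives adjusted p-values ranged from 4.13e-11 with DESeq2 to 0.151 without replicate A of wt at 16h (edgeR with Benjamini-Hochberg adjustment except for DESeq2). With each library left out in turn, the log2 fold change stayed between 1.58 and 1.81, and 7 of the 8 fits did not pass the threshold. With DESeq2 the DSG passed at 0h and at 16h too.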

Interestingly, reads from the *drnB*^-^ poly(A) RNA-seq libraries covered the entire region, starting upstream of the mir-1177 stem-loop and extending into the three exons of DSG, only interrupted by a long near consecutive stretch of A residues situated in between the miRNA hairpin and the start codon of DSG (Figures 3(c) and 5(c)) To simplify, only exon 1 and 2 of DSG are shown in the Figure 5(c). The lack of reads from the run of As is most likely due to sequencing difficulties and/or that the reads were discarded during computational analysis.

The extended reads that cover both genes raised the question if pri-mir-1177 is part of an unusually long 5ʹ untranslated region (5ʹUTR) or if both genes have individual promoters and hence, that transcription of pri-mir-1177 merely continues into the DSG, at least in the absence of DrnB. To address this, we performed RT-PCR experiments where primers were designed to reveal the identity of different transcripts covering the pri-mir-1177 and the DSG loci (Fig. S5C and Supplementary Extended Result). The results indeed show that pri-mir-1177 transcription reads into the DSG, supporting the poly(A) RNA-seq data in Figure 5(c). These transcripts appears to be stabilized in DrnB depleted cells, which is most likely due to the absence of Dicer dependent processing of the miRNA. Furthermore, the RT-PCR results also indicate that the increase in reads covering the DSG as compared to the *mir-1177* gene (Figure 5(c)) is due to transcription from a putative DSG promoter and that these transcripts are not affected by DrnB (Fig. S5C). Taken together, these results suggest that transcription of pri-mir-1177 continues into the DSG and that these transcripts accumulate in cells depleted of DrnB. Furthermore, transcripts controlled by the putative DSG promoter alone appears to be unaffected by DrnB.

#### 2.6.3. Independent promoters for pri-mir-1177 and the downstream gene

The data so far suggest that pri-mir-1177 is not part of the 5ʹUTR of the DSG and hence, the two genes are most likely transcribed from their own individual promoters. In order to confirm the presence of distinct promoters for the pri-mir-1177 readthrough transcripts and the DSG, we performed 5´RACE on +/-TAP treated RNA. In contrast to the previous experiment (Figure 5(a,b)), we now used the gene specific primer (RT1069) binding to exon 2 of the DSG for reverse transcription. Hence, this will generate cDNAs for both pri-mir-1177 readthrough transcripts as well as for DSG specific transcripts. We first analyzed the TSS of pri-mir-1177 readthrough transcripts. To this end, PCR amplification of the 5´-ends was performed as describe above (Figure 5(a,b)) and the same sized PCR products were observed from TAP-treated samples from *drnB*^-^ cells (Fig. S5D). This shows that TSS of pri-mir-1177 readthrough transcripts coincide with the above identified start of transcription and indicate stabilization of these capped transcripts in DrnB depleted cells.

Next, we performed a similar analysis (using the same cDNA) to identify the putative TSS of the DSG. This time the downstream PCR primer (R1070) was placed in exon 1 of the DSG. This generated distinct amplification products from TAP-treated RNA isolated from both wt and *drnB*^-^ cells (Figure 5(d)). The size of the fragment, ~350 bp, indicated that transcription of DSG starts around 50 bp upstream of the ATG start codon. In addition, although not strictly quantitative, the amount of PCR products was similar in samples from wt and *drnB*^-^ cells suggesting that DSG transcripts are not affected by DrnB. This is in line with the result from the RT-PCR experiment shown in figure S5C. Sequencing of the TAP dependent PCR products from both wt and *drnB*^-^ cells, revealed a few 5´-ends in close vicinity where the 5ʹ most nucleotide is an A-residue 42 bp upstream of the start codon (Figure 5(d) and S5E). The identified TSS for DDB_G0287713 is further corroborated by the poly-T tract immediately upstream, a feature of many protein coding genes in *D. discoideum* [51]. In conclusion, pri-mir-1177 is not merely part of a long 5ʹUTR belonging to the DSG. Instead, both genes are transcribed from individual promoters and transcripts from the DSG promoter appear unaffected by DrnB.

### 2.7. Primary transcripts of mir-1176 and mir-1177 carry the RNA polymerase II specific m^7^G-cap.

In animals and plants, most pri-miRNAs are transcribed by RNA polymerase II [4,5]. This may also be the case for pri-miRNAs in *D. discoideum* since mir-1176 and mir-1177 disappear in nuclear run-on experiments subjected to α-amanitin treatment [30]. Consistently, the predicted TSS of pri-mir-1176 and 1177 can only be detected by 5´RACE after TAP treatment (Figures 4(a,e) and 5(a,b)), indicating that these transcripts are capped. In order to verify that the 5´-ends of the pri-miRNAs have a bona fide RNA Pol II cap structure, we isolated 7-methyl guanosine (m^7^G)-capped RNAs using variants of the eukaryotic translation initiator factor 4E (elF4E). This protein has high affinity for 5´ m^7^G capped RNA Pol II transcripts and has been used to specifically pull down mRNAs, pri-miRNAs, and non-canonical capped pre-miRNAs from mammalian cells [4,52,53].

Glutathione S-transferase (GST) tagged elF4e mutant proteins, GST-4E W102L or GST-4E K119A, with deficient or increased cap binding affinity, respectively [52–54], were expressed in *Escherichia coli* (Fig. S6) and bound to glutathione magnetic beads followed by incubation with total RNA isolated from *drnB*^-^ cells. RT-PCR analysis demonstrated that both pri-mir-1176 and pri-mir-1177 were enriched by elF4E K119A but not by W102L (Figure 6). As expected, the positive control, *gdpA* mRNA, showed the same enrichment pattern as the pri-miRNAs. In contrast, the negative control U6 snRNA, which is transcribed by RNA Pol III and lacks the 5´ m^7^G cap-structure [55,56] did not show specific affinity for either elF4E K119A or W102A. We conclude that mir-1176 and mir-1177 primary transcripts have 5´m^7^G-cap structures, strongly supporting that they are transcribed by RNA Pol II.

**Figure 6.**
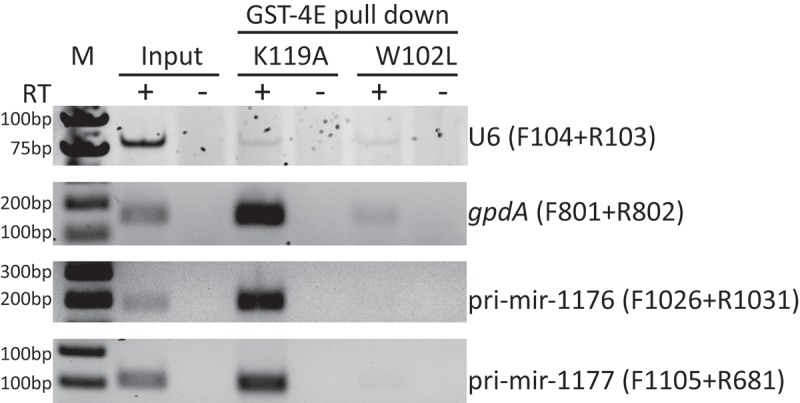
Pri-miRNAs have RNA Pol II specific cap-structures. GST tagged variants of eIF4E, GST-4E K119A and GST-4E W102L with increased or deficient binding affinity, respectively, for m^7^G capped RNA were used to analyze pri-miRNA cap structures, U6 spliceosomal RNA (negative control), and *gdpA* mRNA (positive controls). Equal quantity of RNA from input and GST-4E pulled down fractions were used for RT-PCR where reverse transcriptase (RT) was included (+) or excluded (-). Primers used are indicated to the right.

### 2.8. Conserved motif upstream of pri-miRNA transcriptional start sites

We hypothesized that the discovery of new miRNAs in this study, together with the previously identified miRNAs [22,28,29] would allow for a systematic search for common motifs defining the TSSs of pri-miRNAs. The analyses of pri-mir-1176 and 1177 show that these pri-miRNAs start with a G-residue situated 281 nt and 116 nt, respectively, upstream of the 5´-end of mir-5ps and that the TSSs are preceded by runs of T-residues. In addition, poly(A) RNA-seq reads, at least from *drnB*^-^ cells, cover the region between the predicted miRNA hairpins and the TSSs (Figure 3(b,c)). These experimentally defined features were used to search for putative TSSs of miRNA loci reported in this and previous studies [28,29]. For this analysis we excluded miRNA loci placed in introns, the multicopy miRNA loci that are part of the thug-S repetitive element [28], and the loci for which no reads were present in the RNA-seq libraries. Based on these criteria, we could predict a putative TSS for 14 pri-miRNAs (including pri-mir-1176 and 1177) consisting of a G-residue preceded by sequences of up to 26 nt heavily enriched for T-residues. This motif is present within ~140 nt from the 5ʹ most poly(A) RNA seq read (Figure 7). Similarly to pri-mir-1176 and 1177, we experimentally confirmed that also transcription of pri-mir-7097 starts downstream of the conserved T-rich motif (Fig. S7). The miRNA loci used for this analysis and their respective motif can be found in supplemental table S3.

**Figure 7.**
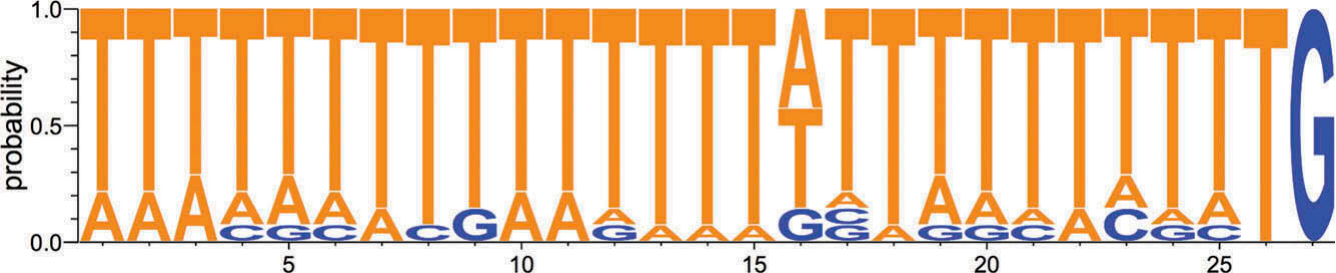
The pri-miRNA TSS motif. Nucleotide frequency per position was analyzed for conserved motif upstream of 14 *D. discoideum* pri-miRNA loci.

### 2.9. Discussion

In contrast to animal and plants where miRNAs are prevalent, miRNAs have only been identified in a few unicellular eukaryotes [27] and details about their biogenesis are very sparse. For example, in the supergroup Amoebozoa, high confidence miRNAs have only been identified in *D. discoideum* [28]. Hence, an important question is how miRNAs and their associated factors have evolved. Do miRNA and their production share characteristics with plants and/or animals or have they evolved specific features adapted for unicellular lifestyles? In order to gain further insight into the miRNA machinery in an unicellular organism, we investigated the global effect of the Dicer-like protein DrnB on small RNAs maturation in the social amoeba *D. discoideum*, with an emphasis on miRNAs and their biogenesis. Since *D. discoideum* is unicellular during growth but develops as a multicellular organism and our previous studies have shown that miRNAs in *D. discoideum* are developmentally regulated [22,28], we included both growing single cells and the multicellular slug/finger stage in our study. Thus, DrnB dependent regulation could be investigated during both life stages.

Strikingly, sequencing of small RNAs from wt and DrnB depleted cells revealed a dramatic reduction of miRNAs in the latter strain, demonstrating the importance of DrnB in miRNA biogenesis in *D. discoideum*. This is in line with previous results where northern blot analyses showed that a few miRNAs are DrnB dependent [22,28,29]. No major effect of DrnB was observed for other small RNAs, including siRNAs derived from DIRS-1, which constitute ~ 68% of the small RNA population in both wt and *drnB* knock-out cells. This strongly suggests that DrnB is dedicated to miRNA production and that the other Dicer-like protein DrnA, present in *D. discoideum* [48], is required for generating siRNAs. Similar division of functionality between Dicer/Dicer-like proteins is also seen in other organisms such as plants and the two Dicers present in Drosophila where Dicer-1 and Dicer-2 are devoted to miRNA and siRNA maturation, respectively [6,57,58]. However, in the single cell alga *C. reinhardtii*, one of the three Dicer homologs, DCL-3 is required for both miRNA and siRNA maturation, a situation similar to mammals and worms where a single Dicer protein produce both classes of small RNAs [31,57]. It should be noted that a small proportion of the small RNAs, derived from the LTR retrotransposon TRE-3A [41], for unknown reasons accumulate in *drnB*^-^ cells.

The small RNA-seq from unicellular growing cells and multicellular developing structures from wt and *drnB*^-^ *D. discoideum* allowed us to identify ten new DrnB dependent miRNAs in *D. discoideum*. Two (miRNA_can_D1 and miRNA_can_D2) of the four miRNAs recently reported by Meier *et al*., also fulfilled our stringent search criteria, which adds up to 29 miRNAs discovered in *D. discoideum* [28,29]. In line with our previous results [28], all these new miRNAs are developmentally regulated. The majority of the miRNAs in *D. discoideum* appears to derive from intergenic loci except two, which are generated from intronic sequences of protein coding genes, corroborating the genomic sources of miRNAs previously reported by us [28]. Interestingly, the two intron sequences generate each two sets of miRNA pairs (mir-5p and mir-3p pairs) where each pair is situated immediately adjacent to each other. This resembles some of the miRNA-like RNAs in plants and the miRNA-offset RNAs (moRs) present in animals, where more than one miRNA derive from the same pre-miRNAs [32,33,47]. Although miRNAs are severely reduced in the *drnB* knock-out strain, some small RNAs, including miRNAs, derived from the miRNA hairpin precursors are still present (Fig. S2). 

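In the 4 *drnB*- small RNA libraries together, 1125 reads were counted on mature miRNA sequences, against 38458 in the 4 wt libraries, and 28 of the 60 sequences had at least 1 read, against 54 in wt. Reads of mir-1183 made up 688 of the 1125, or 61.2% (95% Wilson interval 58.3% to 64.0%), with 41.1% at 0h (35.2% to 47.3%) and 66.8% at 16h (63.6% to 69.9%). In wt mir-1183 made up 1902 of the 38458 reads, or 4.95% (4.73% to 5.17%). The wt total includes 8320 reads of mir-7131a-5p and 8239 of mir-7131c-5p, which appear to be shared. If these were counted once, the wt total would be smaller and the share of mir-1183 higher. Without mir-1183, the *drnB*- libraries held 2.49 and 4.24 RPM of miRNA reads at 0h and 4.64 and 6.34 RPM at 16h. The next most abundant sequences in *drnB*- were mir-1176-5p with 130 reads and mir-1181-5p with 115 reads over the 4 libraries.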

A similar situation is observed when Dicer and DCL1 are depleted in human cell-lines and *Arabidopsis thaliana*, respectively [59–61]. We speculate that the presence of low levels of miRNAs in DrnB depleted cells is due to processing by DrnA. This is supported by the increased small RNA heterogeneity observed in the absence of DrnB indicative of DrnA RNase III activity (Fig. S2). These findings, together with our result showing that small RNA population matching both strands of the DIRS-1 is not affected in DrnB depleted cells (that still express DrnA) strongly indicate that DrnA and DrnB are functionally separated, dedicated to siRNA and miRNA production, respectively. It should be noted that in spite of several attempts in different laboratories, ours included, the gene for *drnA* could not be knocked out indicating an essential role for this RNase III enzyme.

The observed dependency of DrnB for miRNA maturation suggested that pri-miRNA and possible processing intermediates could be accumulating in the *drnB* knock-out strain. This was confirmed by our poly(A) RNA-seq data showing a dramatic increase of RNA covering the miRNA loci in DrnB depleted cells as compared to wt cells. This is in line with a recent study where longer transcripts from the *mir-1176* and *1177* genes accumulate when the genes encoding DrnB and RbdB, forming the microprocessor complex in *D. discoideum*, are disrupted [29]. Thus, we reasoned that by taking advantage of the DrnB-dependency on miRNA processing, i.e. comparing pri/pre-miRNA transcripts from wt and *drnB*^-^ cells, we should be able to get insight into miRNA biogenesis pathway(s) in *D. discoideum*. To this end, we analyzed two of the most abundant miRNAs in *D. discoideum*, mir-1176 and mir-1177.

The TSS for both pri-mir-1176 and 1177 were mapped to capped G-residues 281 nt and 116 nt, respectively, from the start of their mir-5ps embedded in downstream hairpin structures. Moreover, for each genomic location these G residues are preceded by a stretch of Ts, i.e. 21 nt and 26 nt Ts for pri-miRNA 1176 and 1177, respectively. This appears to be a general sequence feature associated with miRNA loci in *D. discoideum* since similar motifs are present in close vicinity to the 5ʹ most poly(A) RNA-seq reads of the 14 intergenic miRNA genes. Poly-T tracts immediately upstream of TSSs is a common feature for protein coding genes in *D. discoideum* [51], indicating that also *D. discoideum* pri-miRNAs are transcribed by RNA pol II. This idea is also supported by a previous study by Kruse *et al*., who showed reduction of mir-1176 and mir-1177 upon treatment with α-amanitin [30] and is in agreement with the situation in animals and plants where most pri-miRNAs are transcribed by RNA Pol II [4–6]. Furthermore, mammalian RNA Pol II transcripts preferentially start with a purine preceded by a pyrimidine [53,62], which complies with the T and G at position −1 and +1, respectively, seen for the pri-miRNA associated motif in *D. discoideum*. This purine-pyrimidine preference was also reported for miRNA genes in Arabidopsis [5]. We further corroborated that pri-miRNAs, i.e. pri-mir-1176 and pri-mir-1177, are bona fide RNA Pol II transcripts by showing that they are specifically pulled down by active elF4e that recognize the RNA Pol II specific m^7^G-cap structures. Hence, RNA Pol II transcription of miRNA genes appears to be a conserved feature, present in the unicellular amoeba *D. discoideum* as well as in multicellular animals and plants [4,5].

In addition to the 5ʹ-ends of pri-mir-1176 and pri-mir-1177, we analyzed formation of their 3ʹ-ends. In the case of pri-mir-1177, the stabilized pri-miRNA seen in DrnB depleted cells is extended into the downstream gene. We demonstrate that the pri-mir-1177 does not simply reside in the 5´ UTR of the downstream gene since both genes have individual TSSs. Furthermore, the two genes show different expression levels and the pri-miRNA is dramatically stabilized in *drnB*^-^ cells while transcripts of the downstream gene is less, if at all, affected by DrnB. One possibility that could explain the accumulation of readthrough transcripts of pri-mir-1177 in *drnB*^-^ cells is that DrnB normally assists in transcriptional termination of the pri-miRNA followed by rapid miRNA maturation also performed by DrnB. This is reminiscent of a recently proposed mechanism where the microprocessor in human cells induce cleavage and thereby termination of lncRNAs and hence, when components of the microprocessor were depleted, extensive readthrough of pri-miRNAs was observed [63], similar to what we see for pri-mir-1177 transcripts in *drnB*^-^ cells. Interestingly, 3´-end formation of pri-mir-1176 appears very different from pri-mir-1177. In wt cells, a distinct termination is detected 388 nt downstream of the mir-1176-5p. Even though our data strongly suggest that miRNA genes in *D. discoideum* are transcribed by RNA Pol II, the 3´-end of pri-mir-1176 detected in wt cells is not polyadenylated and no canonical polyadenylation signal is present. This is in contrast to the polyA-tailed canonical pri-miRNAs in plants and animals [5,49,64]. However, a study on human cells reported that long noncoding (lnc)RNAs hosting miRNAs are not subjected to the canonical polyadenylation pathway [63]. Our results further indicate that the 3´-end of pri-mir-1176 is processed by unknown ribonuclease(s) into a few shorter intermediates, stabilized in cells depleted for DrnB. A fraction of these carries a short untemplated A-tail in both *drnB*^-^ and wt cells (A-tails in the latter was only observed by specific selection of A-tailed RNAs using oligo(dT) RT-PCR). We speculate that the processing intermediates, stabilized in *drnB*^-^ cells, normally are further processed by DrnB to mature miRNAs. If for some reason the precursor-miRNAs are not cleaved by DrnB, short A-tails may be added to their 3´-ends and target them for degradation. This may be orchestrated by the conserved TRAMP polyadenylation complex together with the exosome. The TRAMP complex is involved in adding short A-tails to e.g. misfolded or improperly processed ncRNAs such as snRNA and tRNAs and thereby target them for degradation by the exosome [65,66]. In Arabidopsis, TRAMP-like and exosome activities have been suggested to be responsible for oligoadenylation and subsequent degradation of intermediates of miRNA biogenesis. However, in contrast to mir-1176 precursors, these short A-tracts were added upstream of the stem-loop harboring the mir-5p/3p duplex [67]. We have previously shown that short A-tails are present in a fraction of the snRNAs as well as on rRNA precursors in *D. discoideum* [55,68], suggesting that oligoadenylation is a common feature also in *D. discoideum*. Furthermore, gene ortholog for the components of both TRAMP and the exosome are present in *D. discoideum* [69]. Even though we find it plausible that A-tailing of processing intermediates of pri-mir-1176 target them for destruction and thereby lead to recycling of the components of the miRNA machinery, at this point we cannot rule out that they may be processing intermediates targeted by DrnB to generate mature miRNAs. Models for miRNA biogenesis pathways of mir-1176 and 1177 are illustrated in Figure 8.

**Figure 8.**
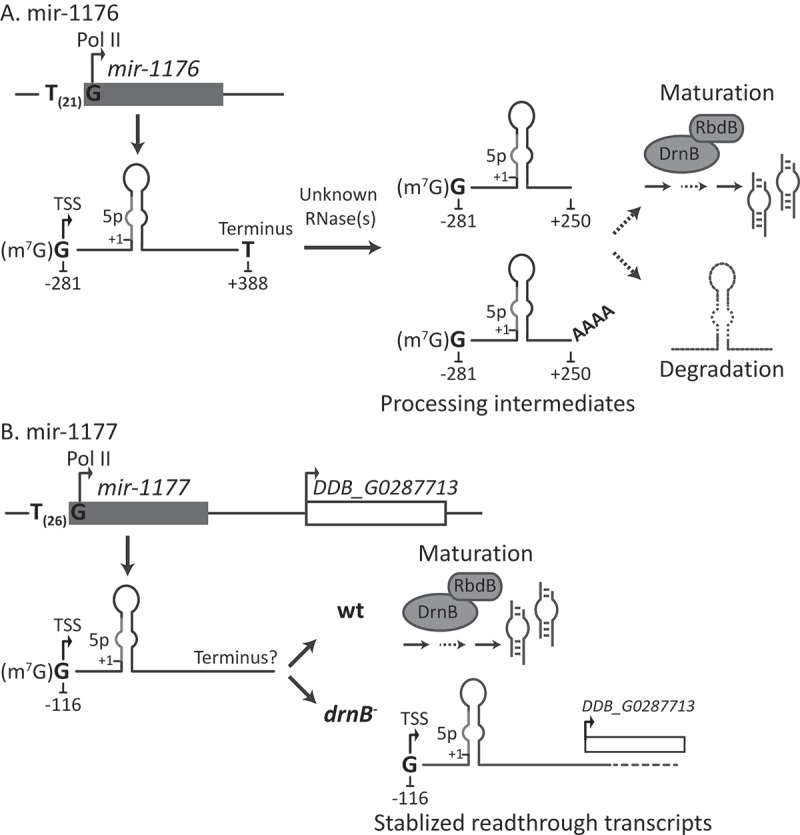
Identified microRNA biogenesis pathways in *D. discoideum*. The picture show models for biogenesis for mir-1176 and mir-1177. (A,B) Both pri-mir-1176 and 1177 are transcribed by RNA Pol II where the TSSs begin with G residues preceded by runs of T nucleotides, 21 nt and 26 nt, respectively. (A) Pri-mir-1176 terminates 388 nt from the start of mir-1176-5p. These non-polyadenylated transcripts are further processed by unknown RNase(s) to shorter precursors of which some carries a post-transcriptionally added A-tail. The precursors may be a direct target for the microprocessor (DrnB and RbdB) where DrnB is responsible for generating the mature miRNAs. The role of the A-tail is not known but perhaps it tags precursors, not processed by the microprocessor, for degradation. (B) The terminus for pri-mir-1177 has not been determined and shorter precursors were not detected, indicating a rapid maturation of miRNAs by the microprocessor in wt cells. In DrnB depleted cells, stabilized pri-miRNA transcripts extend into the downstream gene.

The origin of miRNA pathways have been discussed many times and the prevailing belief is that miRNAs evolved independently several times during the course of evolution although this idea of convergent evolution has recently been challenged [6,27,70,71]. The phylogenetic position of *D. discoideum* within the Amoebozoa supergroup, which branched off after plants (Archaeplastida) but before animals (Opisthokonta) [72], gives us glimpses into the evolution of the miRNA machinery. The miRNA pathway in *D. discoideum* share several features with plants. For example, we show that the majority of the miRNAs derive from lncRNAs, although shorter than in plants presumably due to the compact genome of *D. discoideum* [26], and that miRNAs generated from introns of protein coding genes are rare. Furthermore, similar to the miRNA processing Dicer-like protein in plants, DrnB is present in the nucleus [73] where it seems to be responsible for both generating pre-miRNA and for maturation of the mir-5p and −3p. In contrast, animals carry Drosha, which acts in the nucleus where it cleaves pri-miRNA to pre-miRNA, which is further processed by cytoplasmic Dicer to miRNA-duplexes [10,74]. No obvious homolog to Drosha is present in *D. discoideum* eventhough the domain structure of DrnB is similar[30]. Interestingly, this Drosha-like domain arrangement is also present in in DCL-3, the Dicer protein responsible for miRNA maturation in the unicellular alga *C. reinhardtii* [31]. A feature of the miRNA machinery in *D. discoideum* shared with animals is the absence of 3ʹ methylation of miRNAs. We have previously shown that at least one of the miRNAs in *D. discoideum*, mir-1177, lack 2´-O-methyl modification at the 3ʹ-end [28]. The same is true for metazoan miRNAs while plant miRNAs carry this protective methyl group at their 3ʹ-ends [57]. Finally, the short A-tails that we see on processing intermediates of mir-1176 transcripts may be a *D. discoideum* specific adaptation to regulate pre-miRNA turnover and thereby the levels of miRNAs in the cell. This would be somewhat analogous to the situation in animals, where oligo-uridylation of the let-7 miRNA precursor inhibit Dicer processing and induce degradation [75].

Whether the composite nature of the miRNA machinery in *D. discoideum*, with characteristics from both plants and animals but also unique features, is due to adaptation to its specific lifestyle, unicellular growth and multicellular development, or an evolutionary consequence of its intermediate phylogenetic position is presently not known. Further studies of miRNAs in this intriguing organism will be required to answer this question.

## 3. Materials and methods

### 3.1. Cells, growth conditions, and development

*D. discoideum* AX2 wild-type (wt) and *drnB* knock-out (*drnB*^-^) cells were grown axenically in HL5 medium supplemented with 10 μl/mL Penicillin Streptomycin (ThermoFisher Scientific) at 22°C. For each development, approximately 5 × 10^7^ cells were collected and washed twice with PDF buffer (20mM KCl, 5mM MgCl_2_, 20mM KPO_4_, pH at 6.2), resuspended in 500 µl PDF buffer and spread on a nitrocellulose membrane (Millipore) followed by incubation at 22°C [76].

### 3.2. Oligonucleotides

DNA and RNA oligonucleotides, listed in table S2, were synthesized by Sigma-Aldrich and Dharmacon, respectively.

### 3.3. RNA isolation

Total RNA was isolated from 1 × 10^8^ cells from growing cells and from developing stages, i.e. 16h slugs and 24h fruiting bodies, using TRIzol (ThermoFisher Scientific) according to the manufacturer’s recommendation.

### 3.4. High-throughput sequencing

Small RNA and poly(A)-selected RNA-sequencing was carried out by SciLifeLab Stockholm. Briefly, biological duplicates of total RNA isolated from wt and *drnB*^-^ cells during growth (0h) and development (16h) was converted to cDNA and sequenced using the Illumina platform. For poly(A)-selected RNA-seq, RNA samples were purified by poly(A)-enrichment before libraries were created using TruSeq RNA Library Prep Kit (Illumina). TruSeq Small RNA Library Preparation Kit (Illumina) was used to construct strand specific small RNA libraries (18–40 nt). Poly(A)-selected RNA libraries were sequenced using Illumina HiSeq-2500 (50 bp single reads) and small RNA libraries were sequenced using Illumina HiSeq-2000 (100 bp single reads). The sequence data have been submitted to the DDBJ/EMBL/GenBank databases under accession number GSE111592.

### 3.5. Bioinformatic analyses

Genomic sequence [26] and annotations (generated June 3, 2015) were retrieved from www.dictybase.org. Mapping of poly(A)-selected reads was performed with TopHat v. 2.0.8b [77] using default settings. Read counts were generated with HTSeq-count v. 0.6.1p1 [78] and differential expression analysis was performed using DESeq2 package v. 1.8.1 [79]. Coverage of RNA reads were analyzed and visualized with Integrative Genomics viewer [80,81]. Small RNA sequencing reads (≥18nt) were mapped to the genome sequence using Bowtie 1.1.1 [82] allowing for two mismatches. miRNA prediction were performed with miRDeep2 [43], ShortStack 3.6 [44] and the pipeline for high-throughput identification of miRNAs in *D. discoideum* [28] using all wt small RNA sequencing data as input. Small RNA reads were mapped to the predicted miRNA hairpin-sequences and visualized using in-house python script. Structures and stability of candidate hairpins were predicted using mfold (version 2.3 energies) with folding temperature set to 22°C.

## 4. RT-PCR

RT-PCR in Figure 4(b) was performed using the same cDNA templates as for Figure 4(a) (5ʹRACE cDNA reverse-transcribed using RT1083, see below) and genomic DNA (g.DNA) as a positive control. The reactions were carried out with the same reverse primers (R1031) but different forward primers, which were placed upstream (F1025) and downstream (F1026) of the identified transcriptional start site. Similar analyses were performed to verify the predicted T-rich motif upstream of pri-mir-7097 in Figure S7A. In PCR reactions, forward primer F1218 and F1217, located upstream and immediately downstream of the predicted motif, respectively, were used together with the reverse primer R1221. PCR products were amplified from either 5ʹRACE cDNA templates synthesized using oligo dT (see below) or from g.DNA template. Cycling conditions for both PCRs were 95°C for 5 min; 35 cycles of [95°C for 30 s, 53°C for 30 s, 62°C for 45s] and 62°C for 5 min. The RT-PCR experiment presented in Figure S5C was performed as follows: 5 μg DNase I (ThermoFisher Scientific) treated RNA (from the same DNase I treated RNA used in RACE experiments below) each from wt and *drnB*^-^ strains was reverse transcribed into cDNA in 20 μl reactions at 55°C with 15 U ThermoScript™ Reverse Transcriptase (ThermoFisher scientific) and 20 μM primer RT1069. PCR analysis was carried out in 20 μl using DreamTaq Green DNA Polymerase (ThermoFisher Scientific) to which 1 μl of the cDNA template had been added. Primer pairs included in the separate reactions were F1066 and R1068, F1071 and R1070, and F1066 and R1070 to analyze pri-mir-1177, DSG, and the readthrough transcripts. Cycling conditions for pri-mir-1176 and DSG were as follows: 95°C for 5 min and 35 cycles of [95°C for 30s, 60°C for 30s, 62°C for 45s] followed by 5 min at 62°C. The extension time for analysis of the readthrough transcript was extended to 1.5 min due to the longer transcript.

### 4.1. Semi-quantitative RT-PCR

DNase I treated RNA (2,5μg each) from wt and *drnB*^-^ cells (0h and 16h) was reverse-transcribed into cDNA according to Maxima H Minus First Strand cDNA Synthesis Kit (ThermoFisher Scientific). Primers RT103 (20 μM), RT1083 (10μM), and RT1103 (10μM) were used for reverse transcription of snRNA U6 [55], pri-mir-1176, and pri-mir-1177. PCR reactions were carried out in 20μl PCR master mix (ThermoFisher Scientific) to which gene specific primers and 1μl of the corresponding cDNA was added. In brief, for amplification of the U6 reference control, primers F104 and RT103 was used. Cycling condition were 95°C for 5min and 10 cycles of [95°C for 30s, 60°C for 30s, 62°C for 15s]. To determine the optimal number of cycles (10 cycles) where amplification is exponential, the same PCR reaction was performed also with 5 and 15 cycles (Fig. S3). The U6 PCR products were visualized by 6% native polyacrylamide gel stained with SYBR Safe DNA gel stain (ThermoFisher Scientific). Primer pairs F1026+R1031 and F1105+R681 were used to quantify the expression of pri-mir-1176 and pri-mir-1177. The same PCR conditions were used for both pri-miRNAs, i.e. 95°C for 5 min; 35 cycles of [95°C for 30s, 53°C for 30s, 62°C for 45s] and a final extension at 62°C for 5 min. The PCR products were analyzed by agarose gel electrophoresis.

### 4.2. Stem-loop RT-QPCR

The analysis was performed essentially as described before [42]. Briefly, the method relies on a RT-primer forming a stem-loop structure but where the 5´-end is complementary to the 3´-end of the miRNA to be analyzed. After reverse transcription, the resulting cDNA sequence contains the reverse strand of the miRNA and at the 5´-end, a set sequence determined by the primer. This is then used as template for real-time PCR. cDNA synthesis was carried out using RevertAid First Strand cDNA Synthesis Kit (ThermoFisher Scientific) according to the manual but with minor modifications. Biological duplicates of DNase treated total RNA (1μg) were converted to cDNA in reactions containing 5 μM RT103 (U6), 1μM RT961 (mir-1177), 1μM RT963 (mir-1176). The reverse transcription reaction was incubated at 16°C for 30 min followed by 25°C for 5 min followed by the procedure described by the manufacturer. U6 was used as reference control. Real-time PCR was carried out using Step One Plus Real Time PCR System (Applied Biosystems) where 1 or 2μl of 5 times diluted cDNA was added to the qPCR reactions to analyze expression of U6 or mature miRNAs, respectively. Real-time quantification PCR was performed in 15μl reactions including 7.5μl Maxima SYBR Green/ROX qPCR Master Mix (ThermoFisher Scientific), and 5μM of primer pairs for amplification of U6 (F104 and R20), for mir-1176 (F964 and R969), and for mir-1177 (F962 and R969). The cycling condition was 95°C for 10 min followed by 40 cycles of [95°C for 15s, 60°C for 30s] followed by melting curve analysis using machine default settings. All reactions were performed in technical duplicates. The specificity of the primers (to generate correct PCR products) was confirmed by 6% native polyacrylamide gel electrophoresis as well as Sanger-sequencing (Macrogen).

### 4.3. 5ʹ RACE

5ʹRACE was carried out essentially as described previously [53] but with a few modifications. Briefly, RNA was extracted from 0h, 16h, and 24h cells and mixed at a ratio of 4:3:3, respectively. DNase treated RNA was dephosphorylated by calf intestinal alkaline phosphates (CIAP) (ThermoFisher Scientific) at 37°C for 1h followed by phenol/chloroform extraction and ethanol precipitation. Subsequently, 15 µg of dephosphorylated RNA was treated with 25 U Tobacco Acid Pyrophosphatase (TAP) (Epicentre/Illumina) at 37°C for one hour. After phenol phenol/chloroform extraction and ethanol precipitation, 5 µg of TAP-treated RNA was ligated to GeneRacer RNA oligo (20 µM) in 50 µl reactions with 40 U of T4 RNA ligase (ThermoFisher Scientific) at 16°C overnight. Reverse transcription was performed in 20 µl reactions with 15 U ThermoScript Reverse Transcriptase (ThermoFisher Scientific) and primers RT1083, RT1103, and RT1069 specific for pri-mir-1176, pri-mir-1177, and DSG at 50°C (55°C for primer RT1069) whereafter the cDNAs were treated with 5 U of RNase H (ThermoFisher Scientific). Similar procedure was employed for 5ʹRACE where 50 µM of oligo(dT)_20_ (ThermoFisher Scientific) was used for reverse transcription. However, the CIAP treatment was omitted. For both 5ʹRACE assays, control samples were treated under identical conditions but with the exclusion of TAP. The cDNAs were PCR amplified using GeneRacer 5ʹ primer and gene specific primers R1031, R681, R1070, and R1221 for pri-mir-1176, pri-mir-1177, DSG and pri-mir-7097. Cycling conditions for the pri–mir-1176 and −1177 were 95°C for 5 min; 35 cycles of [95°C for 30 s, 53°C for 30 s, 62°C for 1 min] and 62°C for 5 min. For amplifying 5ʹ-end of pri-mir-7097, similar cycling conditions were applied but with the annealing temperature of 57°C. The cycling conditions for DSG differed in that the annealing temperature was 60°C and the extension time was 1 min and 45 sec. In order to increase the amount of products, the PCRs were repeated using 1 µl of the reactions from the previous PCRs. The PCR products were analyzed by agarose gel electrophoresis. The sequences of the 5´-ends were determined by sequencing cloned PCR products.

### 4.4. 3ʹRACE

The DNA adapter (oligo ced37) (40 µM) blocked at its 3´-end by Spacer C3 modification, was ligated to the 3´-end of 6 µg DNase treated and dephosphorylated RNA as described for 5´RACE. The resulting product was split into two cDNA reactions where 100 µM oligo ced41, hybridizing to the adapter oligonucleotide, was added to both reactions but reverse transcriptase only to one reaction, followed by incubation for 1 h at 50°C. The reaction conditions were the same for 3ʹRACE where polyadenylated pri-miRNA was analyzed except that ligation of the DNA adapter to the 3´-end of RNA was bypassed and instead the RNA was converted to cDNA using GeneRacer oligo dT_(18)_. 3ʹRACE PCR products of adapter ligated RNA were obtained by using primers ced41 and F1023 and 1 µl cDNA template. Cycling conditions were 95°C for 5 min; 40 cycles of [95°C for 30s, 53°C for 30s, 62°C for 45s] and 62°C for 5 min. The PCR was repeated using 1 µl PCR product as template and primer F1022 instead of F1023. For amplification of 3ʹRACE oligo(dT) products, 1 µl cDNA template was amplified with primers GeneRacer 3ʹprimer and F1023 in a touch down PCR where the annealing temperature was lowered every 5 cycles (repeated 3 times), i.e. 95°C for 5 min; [95°C for 30s, 65/62/55°C for 30s, 62°C for 1.5 min] followed by 30 cycles of [95°C for 30s, 55°C for 30s, 62°C for 1.5 min] and 62°C for 5 min. The PCR was repeated using 1 µl PCR product with primer F1050 instead of F1023 with cycling conditions of 95°C for 5min; 40 cycles of [95°C for 30s, 57°C for 30s, 62°C for 1min] and 62°C for 5 min. The PCR products were analyzed by agarose gel electrophoresis. The sequences of the 5´-ends were determined by sequencing cloned PCR products.

### 4.5. m^7^G-capped RNA purification and RT-semi-qPCR analysis

Plasmids expressing GST tagged eIF4E mutants, either K119A or W102L (generous gifts from Profs Curt H. Hagedorn and Joan Steitz, respectively), were transformed into *E. coli* BL21 (DE3) [52–54]. Two single colonies from each transformation were used as biological duplicates for protein expression. Briefly, cells were grown at 37°C in M9ZB media with 100ug/mL ampicillin. When cells had grown to OD600 of 0.5–0.6, protein expression was induced by 0.4 mM IPTG for 3 h followed by sonication [54]. Supernatants were mixed with pre-washed Glutathione Magnetic Beads (ThermoFisher Scientific) and incubated at 4°C overnight. The binding was assessed by boiling to release the GST-elF4E variants whereafter aliquots of the supernatants were analyzed by Mini-PROTEAN TGX Stain-Free precast protein Gels (Bio-Rad) and stained with QC Colloidal Comassie Stain (Bio-Rad).

The GST-elF4E variants, bound to glutathione beads, were used to analyze the presence of a 7-methyl guanosine (m^7^) cap on RNA. Experimental conditions for binding capped-RNA to the GST-elF4E and subsequent washing steps were as described before [52]. Briefly, RNA was extracted from *drnB*^-^ cells from different life stages, i.e. 0h, 16h and 24h and combined. The RNA (150 μg for each protein) was mixed with GST-4E W102L and GST-4E K119A bound to glutathione beads (300 μl volume) and incubated for 2 h at 4°C. Different from the protocol used by [52], RNA was eluted by one volume of phenol and incubation on ice for 15 min, followed by phenol/chloroform extraction and precipitation with ethanol. After DNase treatment, 584ng RNA purified from GST-4E pull-down and RNA input control (treated as described above but not mixed with GST-4E beads) was subjected to reverse transcription essentially as described for semi-quantitative RT-PCR above but with different primers, i.e. RT103 for U6, RT975 for *gpdA*, RT1083 for pri-mir-1176, and RT1103 for pri-mir-1177. This was followed by PCR amplification as described for semi-quantitative RT-PCR. For amplification of the positive control *gpdA*, PCR was performed with primers F801 and R802 where cycling conditions were 95°C for 5 min and 25 cycles of [95°C for 30s, 60°C for 30s, 62°C for 30s]. U6 PCR products were analyzed on 6% native polyacrylamide gel whereas the pri-miRNAs and the *gpdA* products were analyzed by agarose gel electrophoresis.

### 4.6. Northern blot

Northern blots to verify newly discovered miRNA candidates were performed essentially as previously described [83]. Briefly, 20 μg total RNA was separated on 12.5% denaturing polyacrylamide gels and transferred to Hybond N+ nylon membranes (GE Healthcare). RNA molecules were immobilized on membranes by UV crosslinking and hybridized with oligonucleotide probes against U6 and miRNAs individually. U6 loading control: oligo 102 was used as probe and labeled by DIG at the 3´-end using DIG Oligonucleotide 3ʹ-End Labeling Kit, 2nd generation (Merck). Hybridizations were performed in standard buffer (5x SSC, 0.1% (w/v) N-lauroylsarcosine, 0.02% (w/v) SDS, 1% Blocking Reagent (Merck)) at 60°C overnight. Subsequently, membranes were washed and hybridization signals were analyzed by ChemiDoc Imaging System (Bio-Rad) according to the DIG System and the DIG Application Manual (Merck). The membranes were reprobed with ^32^P-end-labeled oligonucleotides 1121 and 885 for mir-1185-3p and mir-1183-5p as previously described whereafter hybridization was analyzed by PhospImager (Bio-Rad). GeneRule Ultra Low Range DNA Ladder (ThermoFisher Scientific) was labeled the same way as labeling oligo 102 and used as size standard.

# Supplementary material for: Global characterization of the Dicer-like protein DrnB roles in miRNA biogenesis in the social amoeba Dictyostelium discoideum
**Source:** RNA Biol. 2018 Aug 21;15(7):937–54. doi: 10.1080/15476286.2018.1481697
**Supplement:** Supplemental Material

## Supplementary Extended Results

### **Stabilization of pri-mir-1177 in DrnB depleted cells reveals transcripts extending into the downstream gene.**

The poly(A)-selected RNA-seq data showed extended reads covering both the *mir-1177* gene and the downstream gene (DSG) (Fig. 5C). This could be due to that pri-mir-1177 is part of the 5'UTR of the DSG or that the two genes have separate promoters and pri-mir-1177 transcription reads into the DSG. In order to answer these questions we first confirmed the poly(A) RNA-seq data indicating long transcripts covering both the mir-1177 and the DSG loci (Fig. 5C). For this, we used RT-PCR where the primer for cDNA synthesis, RT1069, hybridized to exon 2 of the DSG mRNA (Fig. S5C). The resulting cDNA was used as template for different PCR amplifications to reveal the origin of the transcripts. First, we analyzed if the predicted mir-1177 stem-loop is part of the extended transcripts (primers F1066 and R1068). This stem-loop is expressed as part of the pri-miRNA and hence should be amplified if it is also part of a longer transcript reading into the DSG. The PCR result showed products of expected size both when RNA from wt and *drnB*<sup>-</sup> cells was used for cDNA synthesis but with a marked increase in *drnB*<sup>-</sup> cells (Fig. S5C). This indicates that the predicted stem-loop, from which mir-1177 is derived, is part of a longer transcription unit that reads into the DSG and is destabilized in the presence of DrnB. Similar results were obtained when PCR primers, F1066 and R1070, were placed in the miRNA-stem-loop and in exon 2 of the DSG, respectively (Fig. S5C). These results, although not strictly quantifiable, are in line with the RNA-seq data indicating

readthrough of pri-mir-1177 into the DSG and that these transcripts accumulate in cells depleted of DrnB.

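In the wt poly(A) RNA libraries, 0 reads were counted on the mir-1177 gene, while the DSG (DDB_G0287713) had 566 and 484 reads in the duplicates at 0h and 75 and 63 reads at 16h. In the libraries labelled *drnB*-, the mir-1177 gene had 1 and 37 reads at 0h and 22 and 9 reads at 16h, and the DSG 838 and 1111 reads at 0h and 470 and 310 reads at 16h. These are reads per gene, not divided by the length of the genes, which the deposited table does not give.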

When the *mir-1177* gene is compared to the DSG, poly(A) RNA-seq data show a pronounced increase in reads matching the latter. This increase begins shortly upstream of the start codon for DSG (Fig. 5C). In order to analyze these transcripts, we performed RT-PCR using the same cDNA as above as template but this time PCR primers (F1071 and R1070) were designed to amplify cDNA covering the beginning of the open reading frame (ORF), i.e. parts of exon 1 and 2 of DSG. In contrast to the previous RT-PCR, this analysis would give us insight not only into the transcripts contributed by the pri-mir-1177 alone but also transcripts generated from a putative DSG promoter. Interestingly, contrary to the RT-PCRs indicating a distinct accumulation of pri-mir-1177 readthrough transcripts in DrnB depleted cells, transcripts covering exons 1 and 2 appear less affected by the absence of DrnB (Fig. S5C). This suggests that the main contribution of transcripts covering DSG, is not due to readthrough of pri-mir-1177 but rather DSG-specific transcripts that are not significantly affected by DrnB. Another observation from the RNA-seq data was the lack of reads matching the intron sequences between exon 1 and 2 (Fig 5C), showing that pri-mir-1177, like the DSG transcript, is spliced like a canonical RNA Pol II transcript. Taken together, transcription of pri-mir-1177 continues into the downstream gene and these transcripts are spliced and accumulate in cells depleted of DrnB. Transcripts controlled by the putative DSG promoter alone appears to be unaffected by DrnB.

## Supplementary Figures and Legends

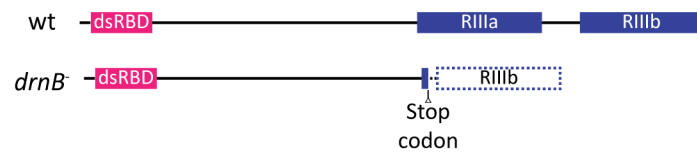

**Supplementary Figure S1.** Schematic picture of Dicer-like protein DrnB and the *drnB* knock-out construct (*drnB*<sup>-</sup>). dsRBD: dsRNA-binding domain; RIIIa and RIIIb: RNase III domains. Dashed rectangle depicts the RIIIb domain remaining in the knock out construct, preceded by a stop codon introduced by the disruption vector (Avesson et al., 2012).

miRNA: mir-1178

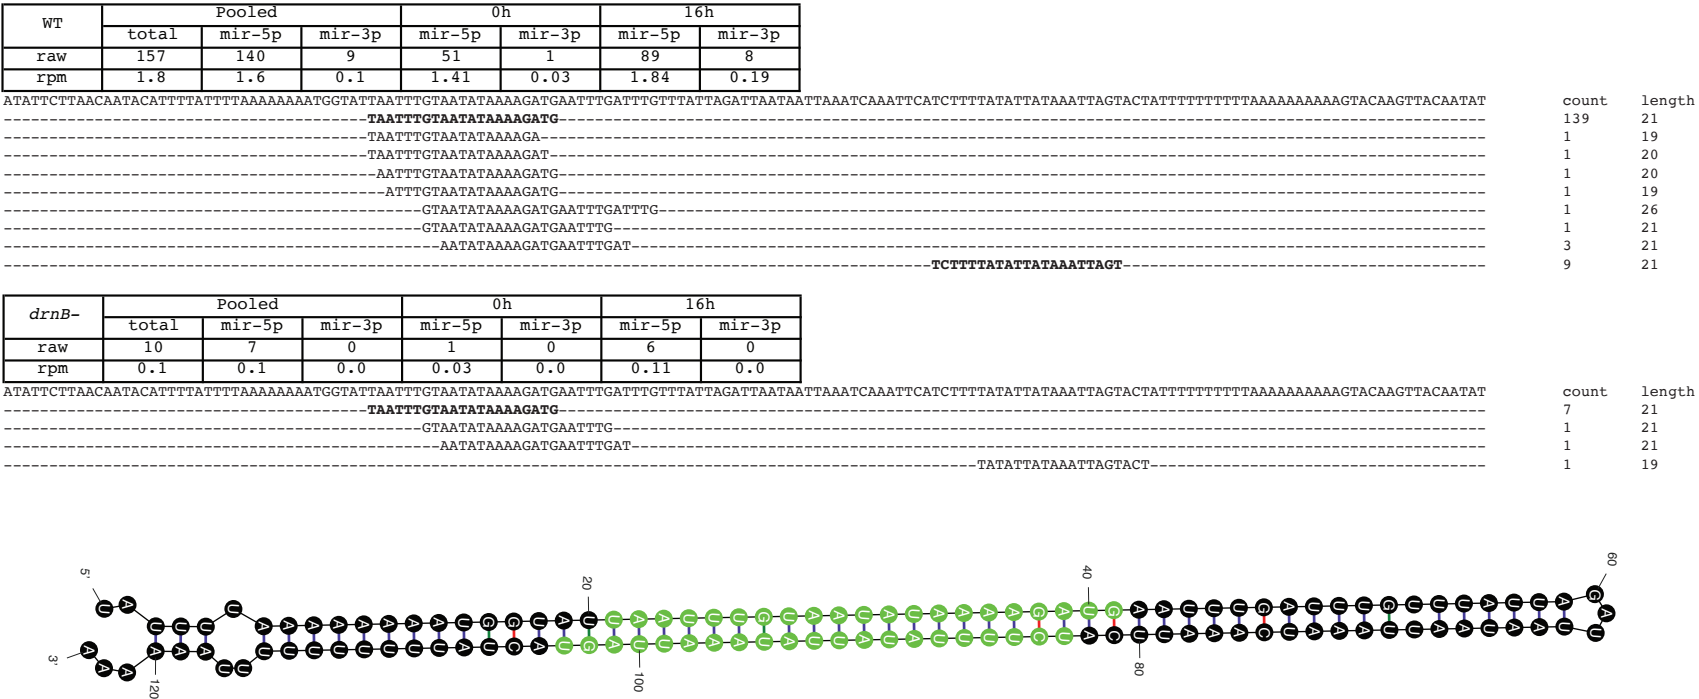

**Supplementary Figure S2.** Alignment of small RNA reads to each predicted miRNA hairpin including 20 bp flanking regions. Only perfect matches are included. For both wt and *drnB*<sup>-</sup> strains, the small RNA libraries from 0h and 16h developed cells are pooled. Mature miRNA sequences are indicated with bold text in the alignments and with green and blue in predicted hairpin structures. For each strain and miRNA, the pooled number of reads mapping to the precursor, pooled and time-point specific number of mature mir-5p and mir-3p (mature sequence +/- 1 nt at the 3' end) is given as both raw read counts and normalized to mapped library size (rpm).

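For each miRNA, Fig. S2 gives 2 values side by side, the number of reads and the same number normalized to the mapped reads of its libraries (rpm). The sizes used here are the median of their ratio over the entries with at least 30 reads, 9 entries for wt at 0h and 11 for wt at 16h, divided evenly between the duplicates. Sizes were also solved for each duplicate by least squares, with the printed rpm taken as the mean of the rpm of both duplicates. For replicates A and B of wt at 16h these were 19728053 and 28586503 mapped reads. With the solved sizes the root mean square difference from the printed values was 0.00328 rpm in wt at 0h and 0.00400 rpm in wt at 16h, against 0.0572 and 0.163 rpm with the evenly divided sizes.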

miRNA: mir-1179

| WT  | Pooled |        |        | 0h     |        | 16h    |        |
|-----|--------|--------|--------|--------|--------|--------|--------|
|     | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw | 99     | 39     | 47     | 0      | 0      | 39     | 47     |
| rpm | 1.0    | 0.4    | 0.5    | 0.0    | 0.0    | 0.76   | 0.89   |

|                                                                                                                                                     |       |        |
|-----------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| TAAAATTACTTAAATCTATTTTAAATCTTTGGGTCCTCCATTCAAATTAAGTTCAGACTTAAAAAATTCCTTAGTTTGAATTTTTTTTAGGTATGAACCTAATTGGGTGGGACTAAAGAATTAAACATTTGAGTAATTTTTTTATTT | count | length |
| -----TGGGTCCTCCATTCAAATTAAGTT-----                                                                                                                  | 1     | 23     |
| -----TGGGTCCTCCATTCAAATTAAGTTC-----                                                                                                                 | 38    | 24     |
| -----CCATTCAAATTAAGTTCAGACT-----                                                                                                                    | 1     | 22     |
| -----TATGAACCTAATTGGGTGGGAC-----                                                                                                                    | 1     | 22     |
| -----TGAACCTAATTGGGTGGGACT-----                                                                                                                     | 1     | 21     |
| -----ACTTAATTGGGTGGGACT-----                                                                                                                        | 3     | 18     |
| -----ACTTAATTGGGTGGGACTAAA-----                                                                                                                     | 44    | 21     |
| -----ACTTAATTGGGTGGGACTA-----                                                                                                                       | 1     | 19     |
| -----ACTTAATTGGGTGGGACTAAAGAATTAAAC-----                                                                                                            | 3     | 31     |
| -----ACTTAATTGGGTGGGACTAA-----                                                                                                                      | 3     | 20     |
| -----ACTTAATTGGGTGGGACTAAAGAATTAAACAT-----                                                                                                          | 1     | 33     |
| -----TTAATTGGGTGGGACTAA-----                                                                                                                        | 1     | 18     |
| -----GGTGGGACTAAAGAATTAAACATTT-----                                                                                                                 | 1     | 26     |

| drnB- | Pooled |        |        | 0h     |        | 16h    |        |
|-------|--------|--------|--------|--------|--------|--------|--------|
|       | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw   | 3      | 0      | 0      | 0      | 0      | 0      | 0      |
| rpm   | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    |

|                                                                                                                                                     |       |        |
|-----------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| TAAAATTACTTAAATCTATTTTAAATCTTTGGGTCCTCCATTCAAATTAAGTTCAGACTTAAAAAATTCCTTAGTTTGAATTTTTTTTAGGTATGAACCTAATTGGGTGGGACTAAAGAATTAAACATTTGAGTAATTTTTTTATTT | count | length |
| -----TGAACCTAATTGGGTGGGACT-----                                                                                                                     | 1     | 21     |
| -----AACTTAATTGGGTGGGACT-----                                                                                                                       | 1     | 19     |
| -----ACTTAATTGGGTGGGACTA-----                                                                                                                       | 1     | 19     |

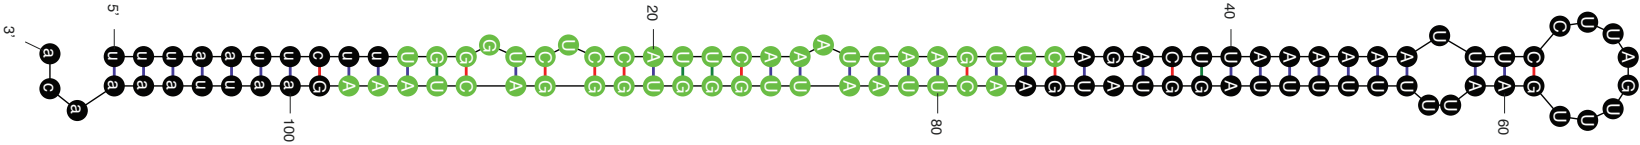

Supplementary Figure S2, continued.

miRNA: mir-1180-1; mir-1180-2

| WT  | Pooled |          |          | 0h       |          | 16h      |          | Pooled   |          | 0h       |          | 16h      |          |
|-----|--------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
|     | total  | mir-5p-1 | mir-3p-1 | mir-5p-1 | mir-3p-1 | mir-5p-1 | mir-3p-1 | mir-5p-2 | mir-3p-2 | mir-5p-2 | mir-3p-2 | mir-5p-2 | mir-3p-2 |
| raw | 111    | 20       | 9        | 5        | 3        | 15       | 6        | 26       | 50       | 5        | 8        | 21       | 42       |
| rpm | 1.2    | 0.2      | 0.1      | 0.14     | 0.08     | 0.29     | 0.12     | 0.3      | 0.5      | 0.14     | 0.22     | 0.42     | 0.86     |

| Sequence                                                                                                                                                                       | count | length |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| AATCTTTTTTCTGATGTGAC                                                                                                                                                           | 18    | 22     |
| AATCTTTTTTCTGATGTGAC                                                                                                                                                           | 1     | 23     |
| TTTCAAATGACAAAGAATTTTT                                                                                                                                                         | 1     | 23     |
| TTTCAAATGACAAAGAATTTTT                                                                                                                                                         | 25    | 22     |
| AAAATCTTATCTTTTGAAATG                                                                                                                                                          | 1     | 22     |
| AAATCTTATCTTTTGAAATG                                                                                                                                                           | 49    | 21     |
| AAATCTTATCTTTTGAAAT                                                                                                                                                            | 1     | 20     |
| AATCTTATCTTTTGAAATG                                                                                                                                                            | 1     | 20     |
| ATTCTTATCTTTTGAAATG                                                                                                                                                            | 1     | 19     |
| TGACTCAGCAAAAAAGAT                                                                                                                                                             | 3     | 19     |
| TGACTCAGCAAAAAAGATTGGA                                                                                                                                                         | 1     | 23     |
| TGACTCAGCAAAAAAGATTGG                                                                                                                                                          | 8     | 22     |

[illegible]

| Sequence                                                                                                                                                                            | count | length |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| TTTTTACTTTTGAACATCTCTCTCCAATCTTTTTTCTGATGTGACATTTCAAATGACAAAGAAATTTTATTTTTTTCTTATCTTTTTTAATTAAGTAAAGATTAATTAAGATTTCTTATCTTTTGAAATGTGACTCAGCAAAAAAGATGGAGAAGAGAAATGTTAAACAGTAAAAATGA | 1     | 21     |

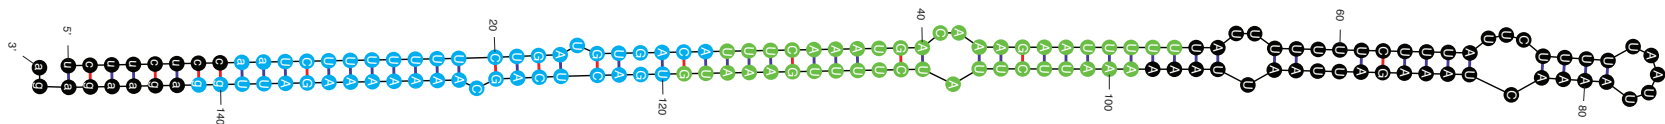

**Supplementary Figure S2, continued.**

miRNA: mir-1181

| WT  | Pooled |        |        | 0h     |        | 16h    |        |
|-----|--------|--------|--------|--------|--------|--------|--------|
|     | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw | 867    | 842    | 2      | 280    | 1      | 562    | 1      |
| rpm | 9.9    | 9.5    | 0.0    | 7.65   | 0.03   | 11.29  | 0.02   |

|                                                                                                                                                   |       |        |
|---------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| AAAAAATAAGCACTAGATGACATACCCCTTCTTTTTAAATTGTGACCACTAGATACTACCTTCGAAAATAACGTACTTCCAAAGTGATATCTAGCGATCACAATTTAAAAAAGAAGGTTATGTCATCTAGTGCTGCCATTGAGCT | count | length |
| -----AGCACTAGATGACATACCCCTC-----                                                                                                                  | 4     | 22     |
| -----CACTAGATGACATACCCCTC-----                                                                                                                    | 1     | 20     |
| -----CTAGATGACATACCCCTC-----                                                                                                                      | 1     | 18     |
| -----CCCTTCTTTTTTAAATTGTGACC-----                                                                                                                 | 1     | 23     |
| -----CCCTTCTTTTTTAAATTGTGAC-----                                                                                                                  | 1     | 22     |
| -----CCTTCTTTTTTAAATTGTGAC-----                                                                                                                   | 1     | 21     |
| -----TTCTTTTTTAAATTGTGACC-----                                                                                                                    | 1     | 20     |
| -----TTTTTTAAATTGTGACCAC-----                                                                                                                     | 13    | 19     |
| -----TTTTTTAAATTGTGACCACT-----                                                                                                                    | 733   | 20     |
| -----TTTTTTAAATTGTGACCACTA-----                                                                                                                   | 96    | 21     |
| -----TTTTTTAAATTGTGACCA-----                                                                                                                      | 2     | 18     |
| -----TTTTTTAAATTGTGACCACT-----                                                                                                                    | 1     | 19     |
| -----TTTTTTAAATTGTGACCACTAGA-----                                                                                                                 | 7     | 21     |
| -----AAATTGTGACCACTAGATACT-----                                                                                                                   | 2     | 21     |
| -----GTGACCACTAGATACTACCT-----                                                                                                                    | 1     | 20     |
| -----GCGATCACAATTTAAAAAAGA-----                                                                                                                   | 2     | 21     |

| drnB- | Pooled |        |        | 0h     |        | 16h    |        |
|-------|--------|--------|--------|--------|--------|--------|--------|
|       | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw   | 404    | 115    | 1      | 36     | 1      | 79     | 0      |
| rpm   | 4.4    | 1.2    | 0.0    | 0.83   | 0.02   | 1.49   | 0.0    |

|                                                                                                                                                   |       |        |
|---------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| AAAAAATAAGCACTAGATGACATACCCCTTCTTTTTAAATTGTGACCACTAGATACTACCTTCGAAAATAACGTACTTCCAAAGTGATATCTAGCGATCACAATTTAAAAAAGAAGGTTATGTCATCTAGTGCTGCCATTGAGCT | count | length |
| -----TAAGCACTAGATGACATACCC-----                                                                                                                   | 2     | 21     |
| -----AAGCACTAGATGACATACCCCT-----                                                                                                                  | 1     | 21     |
| -----AGCACTAGATGACATACCCCTT-----                                                                                                                  | 1     | 21     |
| -----CACTAGATGACATACCCCTC-----                                                                                                                    | 1     | 20     |
| -----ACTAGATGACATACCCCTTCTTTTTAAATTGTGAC-----                                                                                                     | 1     | 35     |
| -----ACTAGATGACATACCCCTTCT-----                                                                                                                   | 1     | 20     |
| -----ATACCCCTTCTTTTTTAAATTGTGACCA-----                                                                                                            | 1     | 27     |
| -----ATACCCCTTCTTTTTTAAATTG-----                                                                                                                  | 1     | 21     |
| -----TACCCTTCTTTTTTAAATTGTGACC-----                                                                                                               | 1     | 25     |
| -----TACCCTTCTTTTTTAAATTGT-----                                                                                                                   | 3     | 21     |
| -----TACCCTTCTTTTTTAAATTG-----                                                                                                                    | 1     | 20     |
| -----CCTTCTTTTTTAAATTGTGAC-----                                                                                                                   | 3     | 21     |
| -----CCTTCTTTTTTAAATTGTGACCACT-----                                                                                                               | 1     | 25     |
| -----CCTTCTTTTTTAAATTGTGACC-----                                                                                                                  | 2     | 22     |
| -----CTTCTTTTTTAAATTGTGACCACT-----                                                                                                                | 1     | 24     |
| -----CTTCTTTTTTAAATTGTGACC-----                                                                                                                   | 11    | 21     |
| -----TTCTTTTTTAAATTGTGACCA-----                                                                                                                   | 1     | 21     |
| -----TTCTTTTTTAAATTGTGACCACT-----                                                                                                                 | 1     | 23     |
| -----TTCTTTTTTAAATTGTGACC-----                                                                                                                    | 2     | 20     |
| -----CTTTTTTAAATTGTGACCACT-----                                                                                                                   | 1     | 21     |
| -----TTTTTTAAATTGTGACCACT-----                                                                                                                    | 97    | 20     |
| -----TTTTTTAAATTGTGACCACTA-----                                                                                                                   | 18    | 21     |
| -----TTTTTTAAATTGTGACCA-----                                                                                                                      | 1     | 18     |
| -----TTTTTTAAATTGTGACCACTAG-----                                                                                                                  | 2     | 21     |
| -----TTTTTTAAATTGTGACCACT-----                                                                                                                    | 5     | 19     |
| -----TTTTTTAAATTGTGACCACTA-----                                                                                                                   | 1     | 20     |
| -----TTTTTTAAATTGTGACCACTAGA-----                                                                                                                 | 58    | 21     |
| -----TTTTTTAAATTGTGACCACTAGAT-----                                                                                                                | 5     | 22     |
| -----TTTTTTAAATTGTGACCACTAG-----                                                                                                                  | 5     | 20     |
| -----TTTTTTAAATTGTGACCACTAGAT-----                                                                                                                | 19    | 21     |

Supplementary Figure S2, continued.

miRNA: mir-1182

| WT  | Pooled |        |        | 0h     |        | 16h    |        |
|-----|--------|--------|--------|--------|--------|--------|--------|
|     | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw | 226    | 174    | 31     | 30     | 5      | 144    | 26     |
| rpm | 2.5    | 1.9    | 0.3    | 0.82   | 0.14   | 2.97   | 0.51   |

|                                                                                                                                             |       |        |
|---------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| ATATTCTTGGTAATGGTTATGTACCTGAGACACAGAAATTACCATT                                                                                              | count | length |
| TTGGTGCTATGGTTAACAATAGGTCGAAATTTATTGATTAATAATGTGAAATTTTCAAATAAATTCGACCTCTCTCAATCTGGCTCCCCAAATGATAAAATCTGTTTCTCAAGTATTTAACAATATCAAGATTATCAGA | 1     | 22     |
| GGTAATGGTTATGTACCTGAGA                                                                                                                      | 1     | 21     |
| TAATGGTTATGTACCTGAGAC                                                                                                                       | 1     | 21     |
| TATGTACCTGAGACACAGAAATTACCATT                                                                                                               | 1     | 34     |
| TGAGACACAGAAATTACCATT                                                                                                                       | 2     | 21     |
| ACACAGAAATTACCATT                                                                                                                           | 2     | 22     |
| CACAGAAATTACCATTG                                                                                                                           | 4     | 18     |
| CACAGAAATTACCATTCTGGT                                                                                                                       | 5     | 22     |
| CACAGAAATTACCATTCTGGT                                                                                                                       | 169   | 21     |
| ACAGAAATTACCATTCTGGT                                                                                                                        | 3     | 20     |
| ACCTCTCTTCAATCTGGCTCCC                                                                                                                      | 1     | 22     |
| ACCTCTCTTCAATCTGGCTC                                                                                                                        | 2     | 20     |
| ACCTCTCTTCAATCTGGCTCC                                                                                                                       | 3     | 21     |
| CCAAATGATAAAATCTGTTTC                                                                                                                       | 14    | 21     |
| CCAAATGATAAAATCTGTTCT                                                                                                                       | 11    | 22     |
| CCAAATGATAAAATCTGTTT                                                                                                                        | 6     | 20     |
| CCAAATGATAAAATCTGTT                                                                                                                         | 1     | 19     |

| drnB- | Pooled |        |        | 0h     |        | 16h    |        |
|-------|--------|--------|--------|--------|--------|--------|--------|
|       | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw   | 13     | 0      | 0      | 0      | 0      | 0      | 0      |
| rpm   | 0.1    | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    |

|                                                                                                                                             |       |        |
|---------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| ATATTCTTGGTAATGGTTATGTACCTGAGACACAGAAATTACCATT                                                                                              | count | length |
| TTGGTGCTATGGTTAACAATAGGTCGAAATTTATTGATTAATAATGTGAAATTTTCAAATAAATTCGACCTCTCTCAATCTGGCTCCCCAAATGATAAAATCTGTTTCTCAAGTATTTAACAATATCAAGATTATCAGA | 1     | 22     |
| TTATGTACCTGAGACACAGAA                                                                                                                       | 6     | 21     |
| ATGTACCTGAGACACAGAA                                                                                                                         | 1     | 21     |
| TGTACCTGAGACACAGAA                                                                                                                          | 1     | 21     |
| TGAGACACAGAA                                                                                                                                | 2     | 19     |
| TGAGACACAGAA                                                                                                                                | 1     | 21     |
| CCCCAAATGATAAAATCTGTT                                                                                                                       | 1     | 21     |

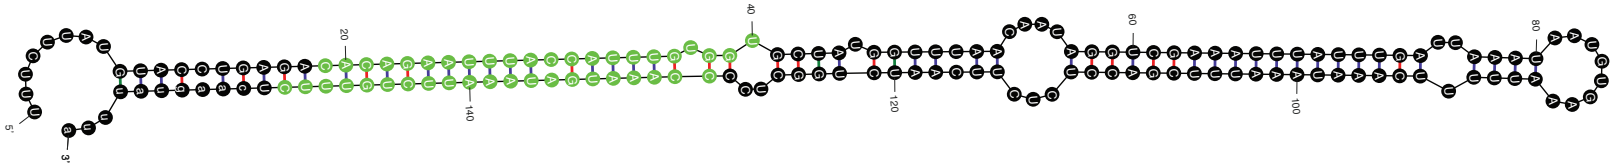

Supplementary Figure S2, continued.

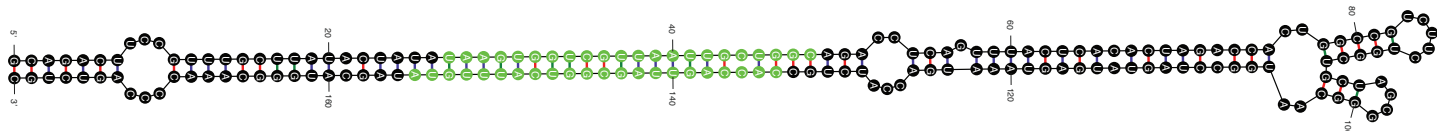

Supplementary Figure S2, continued.

miRNA: mir-1184

| WT  | Pooled |        |        | 0h     |        | 16h    |        |
|-----|--------|--------|--------|--------|--------|--------|--------|
|     | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw | 581    | 17     | 438    | 14     | 252    | 3      | 186    |
| rpm | 7.1    | 0.2    | 5.3    | 0.37   | 6.81   | 0.06   | 3.84   |

|                                                                                                                                                   |       |        |
|---------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| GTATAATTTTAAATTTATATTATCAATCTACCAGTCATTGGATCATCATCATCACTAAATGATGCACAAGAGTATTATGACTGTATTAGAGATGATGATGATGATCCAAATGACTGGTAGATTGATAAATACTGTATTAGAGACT | count | length |
| -----TACCAGTCATTGGATCATCATC-----                                                                                                                  | 1     | 23     |
| -----CCAGTCATTGGATCATCATC-----                                                                                                                    | 6     | 21     |
| -----AGTCATTGGATCATCATCATC-----                                                                                                                   | 4     | 22     |
| -----AGTCATTGGATCATCATCATC-----                                                                                                                   | 1     | 19     |
| -----GTCATTGGATCATCATCATC-----                                                                                                                    | 3     | 18     |
| -----GTCATTGGATCATCATCATC-----                                                                                                                    | 17    | 21     |
| -----TCATTGGATCATCATCATCATC-----                                                                                                                  | 1     | 20     |
| -----ATGATGATGATCCAAATGACT-----                                                                                                                   | 1     | 21     |
| -----TGATGATGATCCAAATGACTGGT-----                                                                                                                 | 1     | 23     |
| -----TGATGATGATCCAAATGACT-----                                                                                                                    | 203   | 20     |
| -----TGATGATGATCCAAATGACT-----                                                                                                                    | 18    | 19     |
| -----TGATGATGATCCAAATGACTG-----                                                                                                                   | 232   | 21     |
| -----TGATGATGATCCAAATGACTGG-----                                                                                                                  | 3     | 22     |
| -----GATGATGATCCAAATGACT-----                                                                                                                     | 3     | 19     |
| -----GATGATGATCCAAATGACTGG-----                                                                                                                   | 2     | 21     |
| -----GATGATGATCCAAATGACT-----                                                                                                                     | 1     | 18     |
| -----ATGATGATCCAAATGACTGGT-----                                                                                                                   | 7     | 21     |
| -----ATGATGATCCAAATGACTGGTA-----                                                                                                                  | 1     | 22     |
| -----TGATGATCCAAATGACTGGTA-----                                                                                                                   | 69    | 21     |
| -----TGATGATCCAAATGACTGGT-----                                                                                                                    | 5     | 20     |
| -----TGATGATCCAAATGACTG-----                                                                                                                      | 1     | 18     |
| -----GATCCAAATGACTGGTAGATT-----                                                                                                                   | 1     | 21     |

| <i>drnB</i> - | Pooled |        |        | 0h     |        | 16h    |        |
|---------------|--------|--------|--------|--------|--------|--------|--------|
|               | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw           | 5      | 0      | 0      | 0      | 0      | 0      | 0      |
| rpm           | 0.1    | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    | 0.0    |

|                                                                                                                                                   |       |        |
|---------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| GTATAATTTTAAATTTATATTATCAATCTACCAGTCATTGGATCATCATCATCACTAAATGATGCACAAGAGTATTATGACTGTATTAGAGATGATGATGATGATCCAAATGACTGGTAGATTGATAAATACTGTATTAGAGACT | count | length |
| -----TCAATCTACCAGTCATTGGAT-----                                                                                                                   | 1     | 22     |
| -----CAATCTACCAGTCATTGGAT-----                                                                                                                    | 1     | 21     |
| -----TTAGAGATGATGATGATGATC-----                                                                                                                   | 3     | 21     |

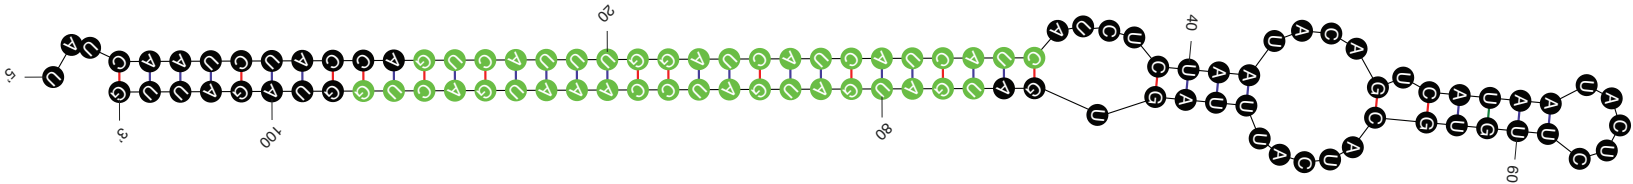

Supplementary Figure S2, continued.

miRNA: mir-1185

| WT  | Pooled |        |        | 0h     |        | 16h    |        |
|-----|--------|--------|--------|--------|--------|--------|--------|
|     | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw | 1017   | 41     | 880    | 37     | 488    | 10     | 392    |
| rpm | 12.2   | 0.6    | 10.4   | 1.03   | 13.57  | 0.19   | 7.32   |

|                                                                                                                                                                                        |       |        |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| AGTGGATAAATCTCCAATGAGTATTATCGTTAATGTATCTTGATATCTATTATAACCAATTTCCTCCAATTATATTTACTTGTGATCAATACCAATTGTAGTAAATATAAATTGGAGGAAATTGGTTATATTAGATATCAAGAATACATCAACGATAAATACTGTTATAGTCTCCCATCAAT | count | length |
| -----ATCTCCAATGAGTATTATCGT-----                                                                                                                                                        | 2     | 21     |
| -----TCGTTAATGTATCTTGATAT-----                                                                                                                                                         | 5     | 21     |
| -----TCGTTAATGTATCTTGATA-----                                                                                                                                                          | 3     | 20     |
| -----CGTTAATGTATCTTGATATC-----                                                                                                                                                         | 47    | 21     |
| -----TCTATTATAACCAATTTCCTCC-----                                                                                                                                                       | 24    | 22     |
| -----TCTATTATAACCAATTTCCTC-----                                                                                                                                                        | 5     | 21     |
| -----CTATTATAACCAATTTCCTCC-----                                                                                                                                                        | 8     | 21     |
| -----TATTATAACCAATTTCCTCCA-----                                                                                                                                                        | 6     | 21     |
| -----TATTATAACCAATTTCCTCC-----                                                                                                                                                         | 5     | 20     |
| -----TATTATAACCAATTTCCTCCAAT-----                                                                                                                                                      | 2     | 23     |
| -----TATAACCAATTTCCTCCAATT-----                                                                                                                                                        | 1     | 21     |
| -----TATTACTTGTGATCAATACC-----                                                                                                                                                         | 1     | 21     |
| -----GAGGAAATTGGTTATATTAGA-----                                                                                                                                                        | 3     | 21     |
| -----AGGAAATTGGTTATATTAGATA-----                                                                                                                                                       | 1     | 22     |
| -----AGGAAATTGGTTATATTAGAT-----                                                                                                                                                        | 1     | 21     |
| -----GGAAATTGGTTATATTAGATA-----                                                                                                                                                        | 2     | 21     |
| -----AAATTGGTTATATTAGATATC-----                                                                                                                                                        | 2     | 21     |
| -----AATTGGTTATATTAGATATC-----                                                                                                                                                         | 2     | 20     |
| -----TATCAAGAATACATCAACGAT-----                                                                                                                                                        | 880   | 21     |
| -----ATCAAGAATACATCAACGAT-----                                                                                                                                                         | 9     | 20     |
| -----ATCAAGAATACATCAACGATA-----                                                                                                                                                        | 2     | 21     |
| -----TCAAGAATACATCAACGAT-----                                                                                                                                                          | 2     | 19     |
| -----TCAAGAATACATCAACGATAA-----                                                                                                                                                        | 4     | 21     |

| drnB- | Pooled |        |        | 0h     |        | 16h    |        |
|-------|--------|--------|--------|--------|--------|--------|--------|
|       | total  | mir-5p | mir-3p | mir-5p | mir-3p | mir-5p | mir-3p |
| raw   | 82     | 0      | 6      | 0      | 2      | 0      | 8      |
| rpm   | 1.0    | 0.0    | 0.1    | 0      | 0.05   | 0      | 0.08   |

|                                                                                                                                                                                        |       |        |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| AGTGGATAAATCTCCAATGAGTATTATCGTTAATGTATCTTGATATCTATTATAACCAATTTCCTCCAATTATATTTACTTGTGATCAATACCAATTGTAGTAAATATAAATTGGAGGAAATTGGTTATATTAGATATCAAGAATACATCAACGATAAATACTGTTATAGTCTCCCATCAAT | count | length |
| -----TCTCCAATGAGTATTATCGTT-----                                                                                                                                                        | 1     | 21     |
| -----TATTATCGTTAATGTATCTCT-----                                                                                                                                                        | 1     | 20     |
| -----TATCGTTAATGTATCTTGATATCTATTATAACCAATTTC-----                                                                                                                                      | 1     | 41     |
| -----AATGTATCTCTTGATATCTATT-----                                                                                                                                                       | 1     | 21     |
| -----TTCTTGATATCTATTATAACC-----                                                                                                                                                        | 1     | 21     |
| -----TCTATTATAACCAATTTCCTCC-----                                                                                                                                                       | 2     | 22     |
| -----TCTATTATAACCAATTTCCTC-----                                                                                                                                                        | 2     | 21     |
| -----CTATTATAACCAATTTCCTCC-----                                                                                                                                                        | 2     | 21     |
| -----TTATAACCAATTTCCTCCAAT-----                                                                                                                                                        | 1     | 21     |
| -----ATAACCAATTTCCTCCAATT-----                                                                                                                                                         | 2     | 21     |
| -----TAACCAATTTCCTCCAATT-----                                                                                                                                                          | 1     | 20     |
| -----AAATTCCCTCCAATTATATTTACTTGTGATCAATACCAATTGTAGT-----                                                                                                                               | 1     | 46     |
| -----ATTTCCTCCAATTATATTTA-----                                                                                                                                                         | 2     | 21     |
| -----ATTTACTTGTGATCAATACC-----                                                                                                                                                         | 2     | 20     |
| -----CAATTGTAGTAAATATAAATTGGA-----                                                                                                                                                     | 1     | 24     |
| -----AAATATAAATTGGAGGAAAT-----                                                                                                                                                         | 1     | 20     |
| -----AATATAAATTGGAGGAAATT-----                                                                                                                                                         | 3     | 20     |
| -----TATAAATTGGAGGAAATTGGT-----                                                                                                                                                        | 1     | 21     |
| -----AATTGGAGGAAATTGGTTATA-----                                                                                                                                                        | 1     | 21     |
| -----AAATTGGTTATATTAGATATC-----                                                                                                                                                        | 26    | 21     |
| -----AATTGGTTATATTAGATATC-----                                                                                                                                                         | 16    | 20     |
| -----TTAGATATCAAGAATACATC-----                                                                                                                                                         | 1     | 20     |
| -----TATCAAGAATACATCAACGAT-----                                                                                                                                                        | 6     | 21     |
| -----ATCAAGAATACATCAACGAT-----                                                                                                                                                         | 2     | 20     |
| -----TCAAGAATACATCAACGATAAT-----                                                                                                                                                       | 1     | 22     |
| -----TCAAGAATACATCAACGATAA-----                                                                                                                                                        | 2     | 21     |
| -----TACATCAACGATAAATACTGT-----                                                                                                                                                        | 1     | 20     |

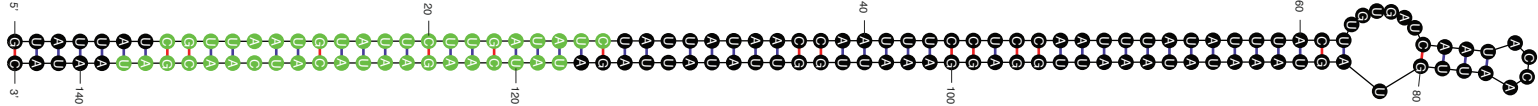

Supplementary Figure S2, continued.

| WT  | Pooled |          |          | 0h       |          | 16h      |          | Pooled   |          | 0h       |          | 16h      |          |
|-----|--------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
|     | total  | mir-5p-1 | mir-3p-1 | mir-5p-1 | mir-3p-1 | mir-5p-1 | mir-3p-1 | mir-5p-2 | mir-3p-2 | mir-5p-2 | mir-3p-2 | mir-5p-2 | mir-3p-2 |
| raw | 2795   | 426      | 10       | 148      | 6        | 278      | 4        | 904      | 1171     | 316      | 436      | 492      | 735      |
| rpm | 32.3   | 4.8      | 0.1      | 4.01     | 0.17     | 5.63     | 0.08     | 8.4      | 13.4     | 8.6      | 11.89    | 10.23    | 14.98    |

| <i>drnB</i> - | Pooled |          |          | 0h       |          | 16h      |          | Pooled   |          | 0h       |          | 16h      |          |
|---------------|--------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
|               | total  | mir-5p-1 | mir-3p-1 | mir-5p-1 | mir-3p-1 | mir-5p-1 | mir-3p-1 | mir-5p-2 | mir-3p-2 | mir-5p-2 | mir-3p-2 | mir-5p-2 | mir-3p-2 |
| raw           | 29     | 4        | 0        | 1        | 0        | 3        | 0        | 2        | 14       | 0        | 2        | 2        | 12       |
| rpm           | 0.3    | 0.0      | 0.0      | 0.02     | 0.0      | 0.6      | 0.0      | 0.0      | 0.1      | 0.0      | 0.04     | 0.04     | 0.23     |

| Sequence                                                                                                                                                                                          | count | length |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|--------|
| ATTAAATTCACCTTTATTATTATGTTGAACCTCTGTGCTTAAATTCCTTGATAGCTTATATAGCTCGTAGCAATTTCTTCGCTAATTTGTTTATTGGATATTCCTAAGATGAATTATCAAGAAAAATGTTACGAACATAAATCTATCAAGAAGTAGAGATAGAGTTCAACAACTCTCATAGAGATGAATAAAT | 1     | 21     |
| -----TGAACCTCTGTGCTTAAATTC-----                                                                                                                                                                   | 7     | 21     |
| -----TGAACCTCTGTGCTTAAATTCCT-----                                                                                                                                                                 | 4     | 21     |
| -----TTGCTCTAAATTCCTTGATAGC-----                                                                                                                                                                  | 2     | 21     |
| -----TTATAGCTCGTAGCAATTTCT-----                                                                                                                                                                   | 14    | 21     |
| -----AAATGTTACGAACATAAATC-----                                                                                                                                                                    | 1     | 21     |
| -----AAAGAAGTAGAGATAGAGTTC-----                                                                                                                                                                   | 1     | 21     |

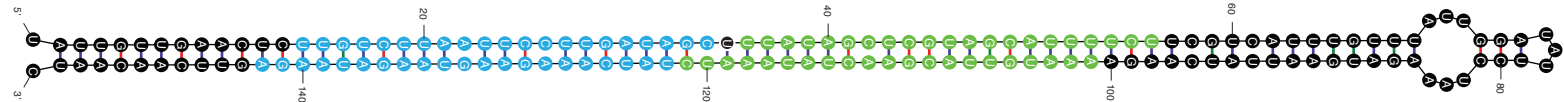

**Supplementary Figure S2, continued.**

A. U6 control for semi-qRT-PCR for pri-mir-1176

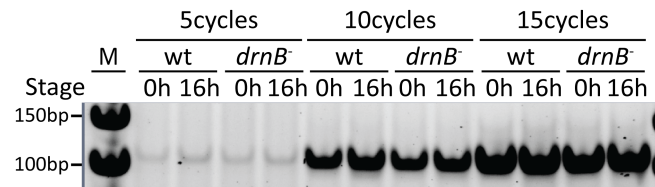

B. U6 control for semi-qRT-PCR for pri-mir-1177

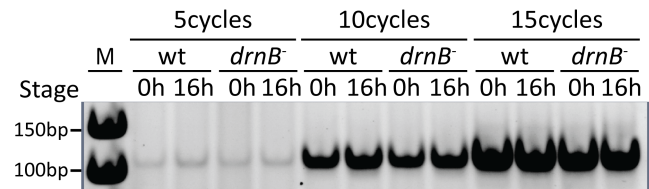

**Supplementary Figure S3.** (A,B) RT-PCR analysis of U6 spliceosomal RNA expression to determine the optimal number of PCR cycles for semi-qRT-PCR of pri-mir-1176 and 1177. RNA was isolated from wt and DrnB depleted (*drnB*<sup>-</sup>) cells during growth (0h) and development (16h). cDNA templates were synthesized using oligonucleotides complementary to U6 (and pri-mir-1176 (A) or pri-mir-1177 (B)).

A. 5'RACE (gene specific)

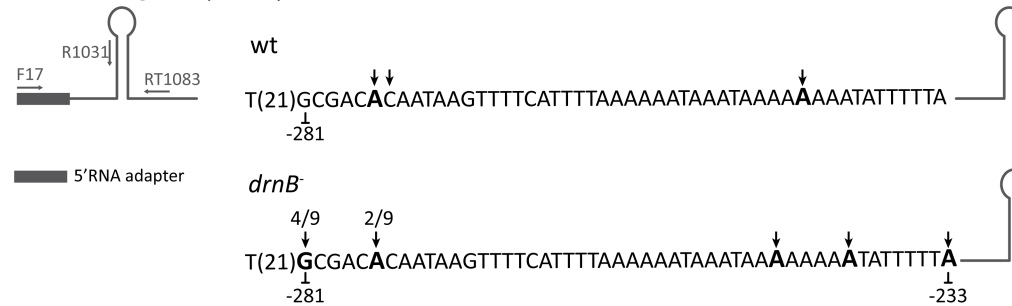

B. 3'RACE (ligation dependent)

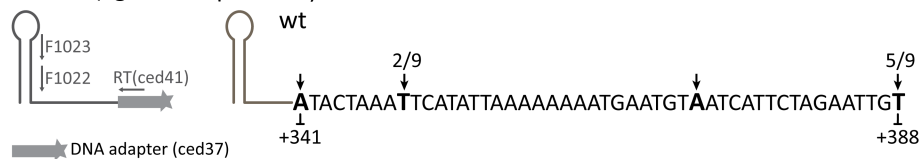

**Supplementary Figure S4.** Pri-mir-1176 5' and 3' ends. A and B show all additional 5' and 3' ends, respectively, indicated in figure 3 A and C, as vertical arrows above the sequences. 5' and 3' nucleotides from multiple RACE clones are indicated by numbers as fraction/total sequenced RACE-clones. Numbers below the sequences indicate distance to the 5'-end of miRNA-5p. Arrows in the schematic pri-mir-1176 figures represent primers used for the analyses where prefixes RT, F, and R stand for reverse transcription, forward, and reverse, respectively. The 5' and 3' adapters ligated to the RNA are indicated as filled boxes.

#### A. 5'RACE (gene specific)

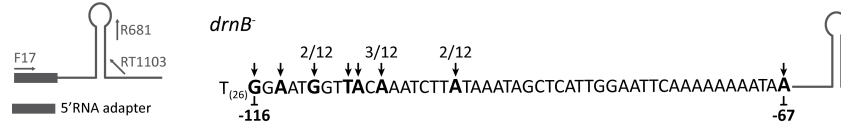

#### B. 5'RACE (oligo dT)

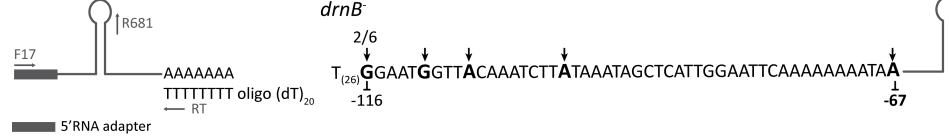

#### C. RT-PCR

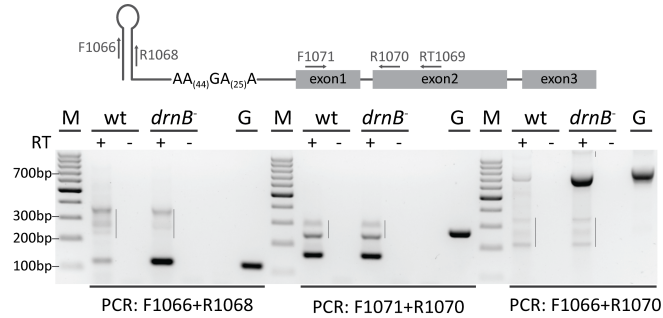

#### D. 5'RACE (gene specific by RT1069)

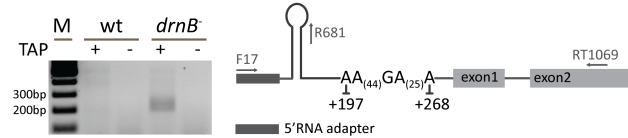

#### E. 5'RACE (downstream gene)

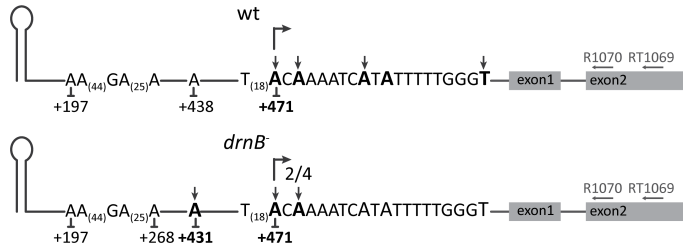

**Supplementary Figure S5.** Transcription and 5'-ends of pri-mir-1177 and the downstream gene. The primer prefixes RT, F, and R stand for primers used for reverse transcription, forward, and reverse PCR primers, respectively. Numbers below sequences indicate the distance (nucleotides) from the start of miRNA-5p. Vertical arrows denote determined 5'-ends (A,B,E.). (A,B) correspond to figures 5A and B, respectively, and display additional 5'-ends of pri-mir-1177 from cloned 5'RACE products where reverse transcriptions were initiated with locus specific (A) and oligo (dT) (B) primers. The RNA oligonucleotide ligated to the 5'-ends of the RNA is shown as a filled box. (C) RT-PCR analysis of transcripts from the miRNA locus and the downstream gene. Results from the agarose gel electrophoresis are shown where primers used are specified below and their genomic positions indicated in the schematic structure on top. G shows the genomic PCR controls and vertical lines mark unspecific PCR products. (D) 5'RACE products analyzed by agarose gel electrophoresis. The position of the primer used for reverse transcription is shown above exon 2. +/- TAP denotes RNA samples treated or untreated, respectively, with Tobacco Acid Pyrophosphatase (TAP) prior to ligation of the RNA oligo. (E) 5'RACE of the downstream gene: correspond to figure 5D and show additional 5'-ends of transcripts from the downstream protein coding gene. Bent arrows indicate the suggested TSS.

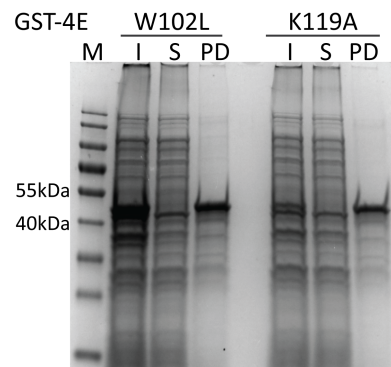

**Supplementary Figure S6.** Purification of GST-4E proteins. GST tagged variants were expressed in *Escherichia coli* and lysates were incubated with glutathione magnetic beads. After washing and releasing the GST-4E proteins from the beads, aliquots from input (I), supernatant (S) and pulled down (PD) fractions were analyzed by polyacrylamide gel electrophoresis.

### A. RT-PCR

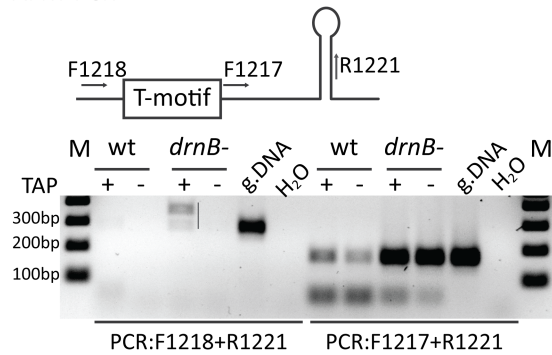

### B. 5'RACE (oligo dT)

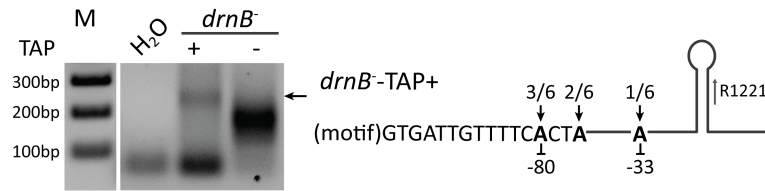

**Supplementary Figure S7.** Pri-mir-7097 transcription starts downstream of the conserved T-rich motif. Arrows in the schematic pri-mir-7097 figures represent primers used for the analyses where prefixes F and R stand for forward and reverse, respectively. Tobacco Acid Pyrophosphatase (TAP) was used to remove cap-structures before an RNA-oligonucleotide was ligated to the 5'-ends whereafter an oligo (dT) primer was used for reverse transcription (see Material and Methods). (A) RT-PCR to confirm the presence of transcripts starting downstream of the conserved T-rich motif (T-motif). Genomic DNA (g.DNA) template was used as positive control. Vertical bar indicates unspecific PCR products. (B) 5'-ends determined by RACE experiments. 5'-ends (horizontal arrows) from multiple RACE clones were sequenced and are indicated by numbers as fraction/total sequenced RACE-clones. Numbers below the sequences denote nucleotide positions in relation to the 5' most nucleotide of mir-5p. The RACE products from TAP- sample are most likely due to unspecific primer binding and/or amplified degradation products.

**Supplementary Table S1.** Identified DrnB-dependent miRNA candidates. Each candidate was evaluated based on the high confidence criteria proposed by Kozomara, A., & Griffiths-Jones, S. (2014): 1) mature mir-5p and mir-3p should be represented by at least 10 sequencing reads with no mismatches, 2) most abundant read pair should pair with 0-4 nt 3' overhang, 3) At least 50 % of the reads should have the same 5' end on each half of the hairpin, 4) the predicted hairpin should have a folding free energy of less than -0.2 kcal/mol/nt, 5) At least 60 % of the bases in the mature miRNA duplex should pair. Pooled small RNA sequencing data from this study and data from AX2 wt cells from Avesson et al., 2012 were used to evaluate each candidate. miRNA\_can\_D1 and miRNA\_can\_D2 were identified in Meier et al., 2016.

|              |                            |        |                          |                        |                        | High confidence criteria |        |         |         |      |       |     |
|--------------|----------------------------|--------|--------------------------|------------------------|------------------------|--------------------------|--------|---------|---------|------|-------|-----|
|              |                            |        |                          |                        |                        | 1                        | 2      | 3       | 4       | 5    |       |     |
| miRNA        | Locus                      | Strand | mir-5p                   | mir-3p                 | Genomic context        | mir-5p                   | mir-3p | 5' half | 3' half |      |       |     |
| mir-1178     | DDB0232429:580102-580224   | +      | TAATTTGTAATATAAAAGATG    | TCTTTTATATTATAAATTAGT  | Intergenic             | 141                      | 9      | yes     | 95%     | 100% | -0.58 | yes |
| mir-1179     | DDB0232429:1649209-1649317 | -      | TGGGTCTCCATTCAAATTAAGTTC | ACTTAATTGGGTGGGACTAAA  | Intergenic             | 121                      | 71     | yes     | 95%     | 92%  | -0.52 | yes |
| mir-1180-1   | DDB0232433:2518294-2518442 | -      | AATCTTTTTTCTGATGTGACA    | TGACTCAGCAAAAAAGATTGG  | Intron of DDB_G0293106 | 22                       | 14     | yes     | 100%    | 95%  | -0.53 | yes |
| mir-1180-2   | DDB0232433:2518294-2518442 | -      | TTTCAAATGACAAAGAATTTT    | AAATTCTTATCTTTTGAAATG  | (sense)                | 26                       | 53     | yes     | 100%    | 95%  | -0.53 | yes |
| mir-1181     | DDB0232428:2717082-2717187 | -      | TTTTTTAAATTGTGACCACT     | GCGATCACAAATTTAAAAAGA  | Intergenic             | 842                      | 17     | yes     | 98%     | 95%  | -0.52 | yes |
|              |                            |        |                          |                        | Intron of DDB_G0280709 |                          |        |         |         |      |       |     |
| mir-1182     | DDB0232430:3663221-3663372 | -      | CACAGAATTTACCATTTGTGG    | CCAAATGATAAATTCTGTTTC  | (antisense)            | 175                      | 32     | yes     | 96%     | 83%  | -0.52 | yes |
| mir-1183     | DDB0232431:735791-735969   | -      | TAAGTGGTCGTTAATTGCTGGC   | CACCAGTTAGCGGTCATTGTGA | Intergenic             | 1840                     | 62     | yes     | 95%     | 89%  | -0.58 | yes |
|              |                            |        |                          |                        | Exon of DDB_G0283997   |                          |        |         |         |      |       |     |
| mir-1184     | DDB0232431:1300154-1300258 | +      | GTCATTTGGATCATCATCATC    | TGATGATGATCCAAATGACTG  | (pseudogene)           | 18                       | 454    | yes     | 62%     | 83%  | -0.72 | yes |
| mir-1185     | DDB0232433:958097-958239   | -      | CGTTAATGTATTCTTGATATC    | TATCAAGAATACATCAACGAT  | Intergenic             | 48                       | 882    | yes     | 39%     | 95%  | -0.73 | yes |
| mir-7102-2   | DDB0232431:2377503-2377655 | -      | TTATAGCTCGTAGCATTTTCT    | AAATGTTACGAACATAAATC   | Intron of DDB_G0284713 | 816                      | 1176   | yes     | 80%     | 95%  | -0.62 | yes |
| miRNA_can_D1 | DDB0232431:1706344-1706488 | +      | TCTTCTCTAATTTCAATTTATT   | AAATGAAATTAGAGAAAGGGAT | Intergenic             | 209                      | 330    | yes     | 62%     | 97%  | -0.69 | yes |
| miRNA_can_D2 | DDB0232432:4871883-4872029 | +      | TTCTCGACAGACATAGCATTGG   | AATGCTTAGATGTAGAGGAAAC | Intergenic             | 55                       | 10     | yes     | 88%     | 56%  | -0.51 | yes |

**Supplementary Table S2.** Oligonucleotides. Oligonucleotides used for reverse transcription (RT) and forward (F) and reverse (R) primers for PCR. Column "Experiments": The experiment where the primers were used were GS, LD, and DSG indicate gene specific, ligation

| Oligo name          | Target/description       | Experiments                                                                | Sequence (5' to 3')                                |
|---------------------|--------------------------|----------------------------------------------------------------------------|----------------------------------------------------|
| RT961               | mir-1177                 | Stem-loop RT-qPCR                                                          | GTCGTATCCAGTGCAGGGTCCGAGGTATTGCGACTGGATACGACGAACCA |
| RT963               | mir-1176                 | Stem-loop RT-qPCR                                                          | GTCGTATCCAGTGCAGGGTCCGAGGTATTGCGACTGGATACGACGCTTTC |
| F962                | mir-1177                 | Stem-loop RT-qPCR                                                          | CGCGCCCAGTTAGGGTTTAA                               |
| F964                | mir-1176                 | Stem-loop RT-qPCR                                                          | CGCGCCCAATTTTATCAAG                                |
| R969                | Reverse primer           | Stem-loop RT-qPCR                                                          | GTGCAGGGTCCGAGGT                                   |
| RT103               | snRNA U6                 | Stem-loop RT-qPCR<br>Semi-qRT-PCR<br>Cap pull-down RT-PCR                  | CTTTACGGTCATCCTTACGCAGGGA                          |
| R20                 | snRNA U6                 | Stem-loop RT-qPCR                                                          | CGGTCATCCTTACGCAGGGACCAT                           |
| F104                | snRNA U6                 | Semi-RT-qPCR,<br>Cap pull-down RT-PCR                                      | GGGCAACCGGCAGGCATCCA                               |
| 102                 | snRNA U6                 | Northern blot                                                              | GGATGCCTGCCGGTTGCCCGGAGG                           |
| 1121                | mir-1185-3p              | Northern blot                                                              | ATCGTTGATGTATTCTTGATA                              |
| 885                 | mir-1183-5p              | Northern blot                                                              | GCCAGCAATTAACGACCACTT                              |
| GeneRacer RNA oligo | 5'RNA adaptor            | 5' RACE (RT)                                                               | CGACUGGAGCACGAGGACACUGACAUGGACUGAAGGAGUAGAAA       |
| F17                 | GeneRacer 5' primer      | 5' RACE                                                                    | CGACTGGAGCACGAGGACACTGA                            |
| RT1083              | pri-mir-1176             | Semi-qRT-PCR<br>5' RACE (GS)-RT<br>Cap pull-down RT-PCR                    | TTCACTCGATCAGAGAAGAATC                             |
| R1031               | pri-mir-1176             | Semi-qRT-PCR<br>5' RACE<br>PCR verification of TSS<br>Cap pull-down RT-PCR | GCTTTCCTTGATAAAAAATTGGCCA                          |
| F1026               | pri-mir-1176             | Semi-qRT-PCR<br>PCR verification of TSS<br>Cap pull-down RT-PCR            | GCGACACAATAAGTTTTCATT                              |
| RT1103              | pri-mir-1177             | Semi-qRT-PCR<br>5' RACE (GS)-RT<br>Cap pull-down RT-PCR                    | GTAACCATAATGTAGTCATCAA                             |
| F1105               | pri-mir-1177             | Semi-qRT-PCR<br>Cap pull-down RT-PCR                                       | GGAATGGTTACAAATCTTATAA                             |
| R681                | pri-mir-1177             | Semi-qRT-PCR<br>5' RACE (GS)<br>Cap pull-down RT-PCR                       | CCAGTTATTTTCTGGATAACA                              |
| F1025               | upstream of pri-mir-1176 | PCR verification of TSS                                                    | CATCGTTGTGACAAAACATTACC                            |
| ced37               | 3' DNA adaptor           | 3' RACE (LD)-RT                                                            | AGATCGGAAGAGCACACGTCT (Spacer C3)                  |
| ced41               | Reverse primer           | 3' RACE (LD)-RT/PCR                                                        | AGACGTGTGCTCTTCCGATCT                              |

|                        |                         |                             |                                           |
|------------------------|-------------------------|-----------------------------|-------------------------------------------|
| F1023                  | pri-mir-1176            | 3'RACE                      | TCCCTCTGTCTCTTGATGATTCAG                  |
| F1022                  | pri-mir-1176            | 3'RACE (LD)                 | GCCACCTGATACGACTGGGAAGTT                  |
| GeneRacer-Oligo dT(18) | (polyA)-RNA             | 3'RACE (oligo dT)-RT        | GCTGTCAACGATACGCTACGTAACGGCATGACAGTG(T)18 |
| GeneRacer 3' primer    | Reverse primer          | 3'RACE (oligo dT)           | GCTGTCAACGATACGCTACGTAACG                 |
| F1050                  | pri-mir-1176            | 3'-RACE (oligo dT)          | GCCTTCCTTGACAAAAATTGCC                    |
| RT1069                 | DSG and readthrough RNA | RT-PCR<br>5'RACE (GS)-RT    | CTCCATAAGTGTCAACCATTCCTTGC                |
| F1066                  | pri-mir-1177            | RT-PCR                      | CCAGTTAGGGTTTAATGGTTCTATC                 |
| R1068                  | pri-mir-1177            | RT-PCR                      | GGGCTCAACGGTTCTTTCCAGT                    |
| F1071                  | DSG                     | RT-PCR                      | GTGGTAATGACGTTGTTGGTTTATC                 |
| R1070                  | DSG                     | RT-PCR<br>5'RACE (GS)       | CAACCAAATATCCCCTACATAATC                  |
| F801                   | gpdA                    | Cap pull-down RT-PCR        | GGTTGTCCCAATTGGTATTAATGG                  |
| R802                   | gpdA                    | Cap pull-down RT-PCR        | CCGTGGGTTGAATCATATTTGAAC                  |
| RT975                  | gpdA                    | Cap pull-down RT-PCR        | ATACCAGCATGAGCATCGAA                      |
| F1218                  | pri-mir-7097            | RT-PCR                      | AATGGTCATTTAACTATTTACAAT                  |
| F1217                  | pri-mir-7097            | RT-PCR                      | GTGATTGTTTTCACTAACCACCC                   |
| R1221                  | pri-mir-7097            | RT-PCR<br>5'RACE (oligo dT) | TCGTCTCTACTTCTGCCAAAATC                   |

**Supplementary Table S3.** Input data for upstream motif analyses. The pri-miRNAs of intergenic miRNAs were predicted based on read coverage from poly(A) RNA-seq data. The genomic sequence upstream of the predicted start of each pri-miRNA were manually searched for a thymidine-rich region ending with a guanine residue.

| miRNA        | Predicted pri-miRNA location | Orientation | Motif                      | Motif location             | Distance (nt) between motif and first poly(A) read |
|--------------|------------------------------|-------------|----------------------------|----------------------------|----------------------------------------------------|
| mir-1178     | DDB0232429:1648949-1649613   | -           | TTTTATTTTATTTTATTTAATTTTG  | DDB0232429:1649651-1649677 | 38                                                 |
| mir-1181     | DDB0232428:2716790-2717868   | -           | TTATTTTTTTTTTTACTGTTAATTTG | DDB0232428:2717988-2718014 | 120                                                |
| mir-1183     | DDB0232431:735430-736161     | -           | AATTAAATTTGTTTATTTTTTTTTG  | DDB0232431:736183-736209   | 22                                                 |
| mir-1185     | DDB0232433:957768-958754     | -           | ATTTTTTTTTATTTATTTTCATTATG | DDB0232433:958753-958779   | 1                                                  |
| mir-1176     | DDB0232432:171869-172380     | +           | AAATATTTTTTTTTTTTTTTTTTTG  | DDB0232432:171835-171860   | 9                                                  |
| mir-1177     | DDB0232432:593770-594156     | +           | TTTTTTTTTTTTTTTTTTTTTTTTTG | DDB0232432:593814-593840   | 70                                                 |
| mir-7095     | DDB0232429:2889969-2890628   | -           | TTTGTTTGAAATTTGGTAGTTTTTG  | DDB0232429:2890769-2890795 | 141                                                |
| mir-7097     | DDB0232430:3738909-3739400   | -           | TTAATTTTTTTTTTTTTTTTTTTTG  | DDB0232430:3739388-3739414 | 12                                                 |
| mir-7098     | DDB0232429:886400-886823     | +           | TTTCTCTATTTTTTTTTTTTTTTG   | DDB0232429:886374-886400   | 0                                                  |
| mir-7103     | DDB0232428:267885-268729     | +           | TAATTTATTTTATATTTTTTATATG  | DDB0232428:267833-267859   | 26                                                 |
| mir-7104     | DDB0232429:2338372-2338767   | +           | TTTTTTTTTTTTTTGTTTTTTTTTG  | DDB0232429:2338331-2338346 | 26                                                 |
| mir-7105     | DDB0232429:4787074-4789074   | -           | TTTTTTTTTTTTTTTTTTTTTTTTTG | DDB0232429:4789143-4789167 | 69                                                 |
| miRNA_can_D1 | DDB0232431:1706186-1706650   | +           | TTTAATTTGTTTATATTAATTCAGT  | DDB0232431:1706041-1706067 | 119                                                |
| miRNA_can_D2 | DDB0232432:4871472-4872110   | +           | TTTTTTTTATTTTAAATTCGTTG    | DDB0232432:4871397-4871423 | 49                                                 |

How the deposited data were processed for this re-analysis (not part of the article)

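*D. discoideum* cells of the strain AX2 (wt) and of the *drnB*- strain derived from it were taken during growth (0h) and at the slug or finger stage (16h), with 2 biological duplicates, A and B, for each strain and stage. From each of the 8 total RNA samples a small RNA library and a poly(A) RNA library were sequenced, 16 libraries in all. Strain, stage, kind of library and replicate letter of each library were taken from the submitters' labels and the paper's methods.

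For the poly(A) RNA libraries the authors mapped single reads of 50 bp with TopHat 2.0.8b under default settings to the dictyBase genome and counted them with HTSeq-count 0.6.1p1 on the annotation retrieved by them, to which 14 pri-miRNA loci were added. The deposited values are counts of reads per gene, not normalized and not pooled. The table has 13419 genes, of which 494 have 0 reads in each library. Of the 13405 genes with a DDB_G identifier, 13230 were matched by that identifier to a table of symbols from RefSeq's assembly dicty_2.7, which was used only for symbols and for which genes are neighbours. The names rbdB and tpp1D were not matched. The strand setting of the counting is not stated in the methods, so genes that overlap or lie antisense to each other are uncertain, as are near-identical copies.

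The small RNA libraries were constructed for RNAs of 18 to 40 nt and sequenced as single reads of 100 bp. The authors mapped reads of at least 18 nt using Bowtie 1.1.1 with 2 mismatches allowed. The deposited counts are reads per mature mir-5p and mir-3p of 30 miRNAs, which by the legend of Fig. S2 are perfect matches to the mature sequence with a tolerance of 1 nt at the 3´-end. How reads that match several miRNAs were handled is not stated there, and mir-7131a-5p and mir-7131c-5p have almost the same counts. The authors' normalization to RPM in Fig. S2 is not part of the deposited counts. RPM values were computed here from the median ratio of the raw to the rpm values of Fig. S2 for each strain and stage, divided evenly between the duplicates. This does not allow for a difference in depth between duplicates, and the size of each *drnB*- group rests on 1 entry of Fig. S2. The size per duplicate is 18300654 for wt at 0h, 24532710 for wt at 16h, 21686747 for *drnB*- at 0h and 26510067 for *drnB*- at 16h. Sizes solved for each duplicate by least squares, which come closer to the printed rpm values, and equal sizes were used as alternatives.

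Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes or mature sequences tested and a threshold of 0.05. Small RNA counts used the library sizes above without further normalization and the 44 mature sequences with at least 10 reads over the libraries. Poly(A) RNA counts used TMM normalization and the 11717 genes kept by edgeR's filterByExpr. Strain differences across both stages were fitted to all 8 libraries with the stage as a covariate, and differences within 1 stage with a mean for each of the 4 groups, which share 1 estimate of the spread. Changes of mature miRNAs during wt development were fitted to the 4 wt libraries. Summed RPM of the mir-5p and mir-3p sequences were compared as log2(RPM + 0.01) by exact permutation tests over the 70 arrangements of 4 libraries against 4. The remaining computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

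A fold change against a group whose libraries all hold at most 3 reads is a lower bound, computed against 3 reads in each library of that group. Shares of reads have 95% Wilson intervals. Reads of PCR products carry no molecular identifiers in these tables, so intervals and floors cover counting error only. Replicate letters are shared by the groups in the labels, which is where the pairing of libraries comes from. Duplicates differed by more than counting error in the poly(A) RNA libraries and in the wt small RNA libraries, with chi-square per degree of freedom between 6.79 and 204. In the *drnB*- small RNA libraries it was 1.26 at 0h and 1.52 at 16h over few sequences, so they were kept as separate replicates.

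The rule for named genes covers the mature miRNAs and pri-miRNA loci in the tables, of which some are given only within the counts of sequences, the genes the paper names, and the 5 genes with the largest rise and the 5 with the largest fall across both stages among those past the threshold with a mean of at least 50 normalized counts and the same direction in each *drnB*- library. By that rule 5 were named and none fell. Genes named outside the rule are marked where they appear.

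The tests were tested on simulated counts drawn from the means and library sizes of the real libraries. Changed genes and sequences were drawn from those above a minimum of wt reads, and the fits for 0h also used all 8 libraries. With 200 genes changed by a log2 fold change of 2, edgeR recovered 100% of them across both stages and 96.5% at 0h at a dispersion of 0.02, and 98.5% and 71% at a dispersion of 0.1. With 20 of 50 mature sequences changed, it recovered 100% across both stages and 90% at 0h at the lower dispersion, and 95% and 75% at the higher one.

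Alternatives were DESeq2 1.42.0, other library sizes or normalization (TMM on the miRNA table, RLE on the genes), no filter on low counts, the replicate letter as a block, the 4 libraries of the compared groups alone, a pseudocount of 0.1 RPM, adjustment over the pri-miRNA loci alone, and leaving out each library in turn. Chosen after seeing the data were a block for each stage and letter, the same with the letters of 0h crossed, robust quasi-likelihood, DESeq2 on the 4 libraries of a stage with a replicate block or with shrunken fold changes, and the sums without mir-7131c or with mir-7102-2. Reads themselves, the size distribution and the positions of reads within loci were not analysed here.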

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

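The tests on other splits of the libraries and on shared reads were chosen only after the results were seen, those on library depth and on neighbouring genes before.

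Besides 6 pri-miRNA loci and the DSG, 7 genes that the paper does not discuss differed between the libraries labelled *drnB*- and wt across both stages (adjusted p-value under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this signal in genes outside those the paper analyses is what called for a closer look. DDB_G0293648 was named by the rule for named genes, and the other 6 were chosen after their values were seen. All 7 had the same direction in 4 of 4 *drnB*- libraries. DDB_G0267250 was lower, with 54 and 146 reads at 0h and 34 and 62 at 16h in wt against 1 and 3 and then 4 and 2 in *drnB*-, a log2 fold change of −4.75 (standard error 0.54, adjusted p = 0.0232, edgeR with Benjamini-Hochberg adjustment). The other 6 were higher, with log2 fold changes of 3.61 for DDB_G0293648 (adjusted p = 0.0319), 3.02 for DDB_G0287787 (adjusted p = 0.0311), 2.17 for DDB_G0291790 (adjusted p = 0.0241), 1.89 for DDB_G0282991 (adjusted p = 0.0311), 1.58 for rexo2-1 and 1.58 for rexo2-2 (adjusted p = 0.0241 each), all from edgeR with Benjamini-Hochberg adjustment. Read numbers of DDB_G0293648 were 18 and 14 at 0h and 3 and 0 at 16h in wt, and 75 and 193 and then 56 and 20 in *drnB*-.

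Same-lettered poly(A) RNA libraries of the strains deviated together, with correlations of 0.27 at 0h and 0.58 at 16h. With the replicate letter as a block 1 of the 7 genes passed the threshold, DDB_G0267250 with an adjusted p-value of 0.0109, and the other 6 had adjusted p-values from 0.0568 to 0.0676 (edgeR with Benjamini-Hochberg adjustment). The block for each stage and letter, chosen after seeing the data, also left DDB_G0267250 alone. All 7 passed with DESeq2, RLE normalization, all genes of at least 1 read and robust quasi-likelihood, the last chosen after seeing the data. With 1 library left out, from 0 to 3 of the 7 passed. For DDB_G0267250 the adjusted p-value ranged from 3.85e-10 with DESeq2 to 0.130 without replicate A of *drnB*- at 16h, and 5 of its 8 fits with a library left out did not pass.

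Library depth was tested by thinning all libraries to the smallest total of 12207766 reads, after which 5 of the 7 genes were still past the threshold (DDB_G0267250, rexo2-1, rexo2-2, DDB_G0291790 and DDB_G0293648). A difference in depth therefore accounts for none of these 5. For DDB_G0282991 and DDB_G0287787 the call was lost. Thinning also leaves fewer reads to test, so it cannot tell whether a difference in depth made these calls. A change in copy number of a chromosome segment would change neighbouring genes too. Of 8 tested neighbours, 1 changed the same way by at least 2-fold (DDB_G0287785, log2 fold change 1.12, next to DDB_G0287787), and a share of 0.0874 of 10000 random sets of genes gave as many. The neighbours were those of rexo2-1, DDB_G0282991, DDB_G0287787, DDB_G0291790 and DDB_G0293648, while rexo2-2 was left out as a copy of rexo2-1 and no neighbour of DDB_G0267250 was tested. No segment of changed copy number was seen around rexo2-1, DDB_G0282991 and DDB_G0293648, with 2 neighbours each, while for DDB_G0287787 and DDB_G0291790 the test rests on 1 neighbour each. Reads shared between near-identical copies were found for 2 genes, rexo2-1 and rexo2-2, whose counts are identical in 6 of 8 libraries and differ by at most 2 reads in the others, so they count as 1 signal and which copy changed cannot be told.

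Whether the calls follow the strain was tested on other splits of the 8 libraries that, like the real one, part each of the 4 pairs of the same stage and letter. Among 8 such splits, 1, the real one, gave as many as 14 genes, and the other 7, which differ by having 1, 2 or 3 pairs swapped, gave 0 genes each. At an unadjusted p-value under 0.05 the real split had 307 genes and the other 7 between 73 and 300, so that 1 of them came close to the real one by that measure. With 8 splits the share cannot fall below 0.125, so this test could not have excluded a favourable grouping of the libraries whatever its outcome, and it counts neither for nor against one. A sequence variant of the *drnB*- strain near these genes was not tested. The difference between the strains may therefore reflect the loss of DrnB or another difference between the strains, which is a hypothesis for DDB_G0267250, past the threshold both after thinning and with the block. For the other 6 genes the call depends on leaving the replicate letter out of the model.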

How the results depend on the processing

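The designs, the rule for named genes and the alternatives were fixed before the data were examined, except for those marked here as chosen after seeing the data. No further tests were added in this part. The cause was not tested for any change listed here.

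For mature miRNAs lower in *drnB*-, counts stayed within 1.5 times those reported under all alternatives but TMM normalization on the miRNA table. They ranged from 35 to 44 across both stages against 41, from 25 to 36 at 0h against 29, and from 29 to 39 at 16h against 39. Under TMM on the miRNA table 18 were lower and 3 higher across both stages, 6 lower and 4 higher at 0h, and 20 lower and 3 higher at 16h, while the median log2 fold change moved from −6.07 to −3.77. Leaving out each library gave from 33 to 42 sequences across both stages, from 24 to 33 at 0h and from 38 to 39 at 16h, where the libraries left out were those of the other stage. For the sums of the mature reads the log2 ratio lay between −6.88 and −6.53 for mir-5p and between −6.40 and −6.18 for mir-3p under the other settings, and from −7.19 to −6.36 for mir-5p and from −6.71 to −6.11 for mir-3p with 1 library left out. With the replicate block the ratios were −6.82 and −6.38 with p = 0.125 in the exact test within pairs, which cannot pass the threshold with 16 arrangements.

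The 13 mature sequences that changed in wt between 0h and 16h became 20 under TMM on the miRNA table (13 higher, 7 lower), 0 with all sequences of at least 1 read (16 at an unadjusted p-value under 0.05), and 22 with the replicate block (17 higher, 5 lower), where the same-lettered libraries of the 2 stages had a correlation of 0.038. Leaving out a library there leaves 1 library in a group, so no counts are given.

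Under TMM on the miRNA table the direction of single sequences was reversed. Across both stages the log2 fold change became 1.14 for mir-1181-5p, 3.38 for mir-1183-5p and 2.93 for mir-7103-5p. At 0h it became 0.00497 for mir-1176-3p, 1.95 for mir-1181-5p and 4.03 for mir-7103-5p, and at 16h 0.36 for mir-1181-5p, 2.92 for mir-1183-3p, 1.44 for mir-1183-5p and 2.28 for mir-7103-5p. For development in wt it became −0.19 for miRNA_can_D2-5p, −0.39 for mir-1176-5p, −0.27 for mir-1178-5p, −0.14 for mir-1181-5p, −0.0786 for mir-7096-5p, −0.27 for mir-7102-1-5p, −0.39 for mir-7102-2-3p and −0.47 for mir-7102-2-5p. With equal library sizes development in wt was reversed for mir-1176-3p, to 0.0441, and mir-7101-3p, to 0.39. The value of mir-1183-3p across both stages, 0.05, was reversed to −0.0640 with solved library sizes, −0.20 with the replicate block, −0.12 with a block for each stage and letter, −0.12 with the letters of 0h crossed, and −0.21, −0.33 and −0.29 in 3 of the 8 fits that each left out 1 library, which ranged from −0.33 to 0.53.

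For pri-miRNA loci higher in *drnB*-, the 6 loci across both stages became 10 when adjusted over the loci alone, and from 1 to 6 with 1 library left out. The 1 locus at 0h became 5 with DESeq2, 8 over the loci alone, 0 with only the 4 libraries of the stage (7 at an unadjusted p-value under 0.05), 0 with each library of 16h left out (7 to 10 unadjusted), and 3 with DESeq2 on 4 libraries, with a replicate block or with shrunken fold changes (both chosen after seeing the data). The 1 locus at 16h became 6 with DESeq2 and with both forms of DESeq2 on 4 libraries, 2 with RLE normalization and with all genes of at least 1 read, 8 over the loci alone, 0 with only 4 libraries (8 unadjusted), 0 with robust quasi-likelihood (chosen after seeing the data, 9 unadjusted), and from 0 to 3 with 1 library of 0h left out.

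For all genes, the 14 across both stages became 26 with DESeq2 (23 higher, 3 lower), 6 with the replicate block and 6 with a block for each stage and letter (5 higher, 1 lower in each), and from 1 to 10 with 1 library left out. The 1 gene at 0h became 43 with DESeq2 (20 higher, 23 lower), 28 and 15 with DESeq2 on 4 libraries with a block and with shrunken fold changes, 0 with only 4 libraries (170 unadjusted), and 0 with each library of 16h left out (415 to 441 unadjusted). The 1 gene at 16h became 18 with DESeq2 (17 higher, 1 lower), 225 (158 higher, 67 lower) and 41 with the same forms of DESeq2 on 4 libraries, 2 with RLE normalization, 2 with all genes, 0 with robust quasi-likelihood (156 unadjusted), 0 with only 4 libraries (367 unadjusted), and from 0 to 3 with 1 library of 0h left out. At an unadjusted p-value under 0.05 there were 532 genes at 0h and 160 at 16h. The count of 0 genes whose strain difference differs between the stages (296 at an unadjusted p-value under 0.05) became 2 with DESeq2 and has no values with a library left out. Genes changed in wt between 0h and 16h, 6934, stayed between 6165 and 7789 under the alternatives and between 6403 and 8096 with 1 library left out.

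The log2 fold change of the DSG, 1.71, was no longer past the threshold with the replicate block, at 1.71 (adjusted p = 0.0629), or with a block for each stage and letter, at 1.70 (adjusted p = 0.0861), and ranged from 1.58 to 1.81 with 1 library left out, where 7 of the 8 fits did not pass it (edgeR's test with Benjamini-Hochberg adjustment, over alternatives from 4.13e-11 to 0.151). For *drnB*, 1.54 became 1.57 and passed the threshold with DESeq2, and ranged from 1.44 to 1.70 with 1 library left out. Over 103 results for single sequences, loci and genes, 680 values under other settings kept their direction and their side of the threshold, 62 passed it where the reported value did not, 30 no longer passed it and 24 were reversed. With 1 library left out, 570 kept both, or moved by less than the spread where no test was possible, 5 newly passed the threshold, 78 no longer passed it, 3 were reversed and 26 without a test moved by more than the spread.

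In the *drnB*- small RNA libraries many sequences hold at most 3 reads, the smallest level counted as shown at this depth, so only a lower bound of their change can be given. Their derived depth is not lower than that of the wt libraries of the same stage. At a single stage, with 2 libraries against 2, edgeR recovered 96.5% of the changed genes in simulated counts of 0h at a dispersion of 0.02 and 71% at a dispersion of 0.1. Calls can therefore be made with this number of libraries at such dispersions. In the real poly(A) RNA libraries, with only the 4 libraries of a stage fitted, 0 genes passed the threshold at 0h and 0 at 16h.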

Differences from the paper's values

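Most differences concern the log2 fold changes of the pri-miRNA loci in Fig. 3A, of which the paper's values were read by eye. Fold changes here were not shrunken, while shrinking is the default of DESeq2 1.8.1, the version the paper used. Whether the paper kept that default is not stated in its methods. If it did, its fold changes and those here are unlike measures. For pri-mir-1179 at 16h the paper shows about 2.5 (Fig. 3A) and the value here was 5.42. For pri-mir-1181 it shows about 1.4 at 0h and about 1.4 at 16h (Fig. 3A), against 2.38 and 2.57 here. The increase of pri-mir-1183 at 16h is about 0.53 in the paper (Fig. 3A) and was 1.07 here. In the case of pri-mir-1185 the paper has about 0.57 at 0h and about 0.18 at 16h (Fig. 3A), against 2.38 and at least 1.10 here. Values of pri-mir-1176 are about 0.65 at 0h and about 1.4 at 16h in the paper (Fig. 3A) and were 1.83 and 2.97 here. With pri-mir-1177 the paper's about 0.54 at 0h and about 0.38 at 16h (Fig. 3A) stand against at least 2.93 and at least 1.90 here. The paper shows about 1.2 at 0h and about 0.40 at 16h for pri-mir-7095 (Fig. 3A), against at least 3.58 and 2.27. It shows about 3.3 at 0h and about 2.7 at 16h for pri-mir-7097 (Fig. 3A), against 6.41 and 5.25. Values of about 0.60 at 0h and about 0.42 at 16h for pri-mir-7103 (Fig. 3A) compare with 1.72 and 1.69 here. Those of pri-miRNA_can_D1 are about 1.4 at 0h and about 2.1 at 16h in the paper (Fig. 3A) and were 4.09 and 4.70 here. Those of pri-miRNA_can_D2 are about 1.3 at 0h and about 1.3 at 16h in the paper (Fig. 3A) and were at least 3.41 and at least 4.37 here.

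Of the alternatives set before the data were examined, leaving out replicate B of wt at 16h moved pri-mir-1183 at 16h to 0.56, and leaving out replicate B of *drnB*- at 0h moved pri-mir-1185 at 0h to 0.71 and pri-mir-7103 at 0h to 1.07, each within the standard error of the fit from the paper's value. For DESeq2 with pri-mir-1183 at 16h (1.05) and for leaving out replicate A of wt at 16h with pri-mir-1185 at 16h (1.61), the value stayed well above the paper's and lies within the error only because the standard error is wide. None of the alternatives set before the data were examined closed the gap for the other values. DESeq2 on the 4 libraries of the stage with shrunken fold changes, chosen after seeing the values, brought all of them within the error, with 2.53 for pri-mir-1179, 1.45 at 0h and 1.4 at 16h for pri-mir-1181, 0.53 for pri-mir-1183, 0.56 and 0.18 for pri-mir-1185, 0.64 and 1.4 for pri-mir-1176, 0.49 and 0.35 for pri-mir-1177, 1.17 and 0.39 for pri-mir-7095, 3.28 and 2.73 for pri-mir-7097, 0.59 and 0.41 for pri-mir-7103, 1.39 and 2.10 for pri-miRNA_can_D1, and 1.22 and 1.31 for pri-miRNA_can_D2. DESeq2 on the 4 libraries with a replicate block, also chosen after seeing the values, left pri-mir-7103 at 0h almost where it was, at 1.71, which lies within the error only because the standard error is wide.

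The summed mir-3p RPM of the earlier miRNAs are about 9.0 in wt and about 0.20 in *drnB*- in Fig. 1C, read by eye, against 56.2 and 0.676 here, and none of the alternatives set before the data were examined closed the gap. In Fig. S2 the paper gives 8 reads of mir-1185-3p in *drnB*- at 16h, where the deposited duplicates sum to 4 (the number it pools over both stages, 6, is that of the deposited libraries), and 0.6 rpm of mir-7102-1-5p in *drnB*- at 16h, where the value here was 0.0566 RPM. No alternative applies to the read number, and none set before the data were examined closed the gap for the rpm value. Among the read numbers that Fig. S2 pools over both stages in wt, the paper's 904 of mir-7102-2-5p and 41 of mir-1185-5p stand against 808 and 47 in the deposited libraries.

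In Fig. 3A the paper marks pri-mir-1181, pri-mir-7097, pri-miRNA_can_D1 and pri-miRNA_can_D2 at 0h as significant, where pri-mir-7097 alone passed the threshold here (adjusted p = 0.0420, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). DESeq2, set before the data were examined, called all 4 of them and pri-mir-7095, and adjustment over the loci alone called all 4 in each setting run. DESeq2 on the 4 libraries of 0h, chosen after seeing the values, called pri-miRNA_can_D1, pri-miRNA_can_D2 and pri-mir-7097 with a replicate block, and pri-miRNA_can_D1, pri-mir-1181 and pri-mir-7097 with shrunken fold changes. At 16h the paper marks pri-mir-1176, pri-mir-1179, pri-mir-1181, pri-mir-7097 and pri-miRNA_can_D1, of which pri-mir-1179 passed the threshold here. DESeq2, and both forms of DESeq2 on 4 libraries chosen after seeing the values, called all 5 and pri-miRNA_can_D2, and adjustment over the loci alone called all 5 in each setting run. RLE normalization and all genes of at least 1 read called pri-mir-1179 and pri-mir-7097. The replicate block and, chosen after seeing the values, the block for each stage and letter called pri-mir-7097. Leaving out replicate A or B of *drnB*- at 0h called pri-miRNA_can_D1, pri-mir-1179 and pri-mir-7097.

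In the text, the paper states that each of the earlier miRNAs is reduced in *drnB*-, where the log2 fold change of mir-7103-5p was −0.99 with an adjusted p-value of 0.195 (edgeR's test with Benjamini-Hochberg adjustment), called lower with the replicate block (−0.97, adjusted p = 0.0308) and with solved library sizes (−0.98, adjusted p = 0.0498) and higher under TMM on the miRNA table (adjusted p = 0.000605, the lowest of a range up to 0.456), and mir-7098 and mir-7131d had too few reads for a test. It states that each new mir-5p and mir-3p is lower in *drnB*-, where mir-1183-5p had 0.61 at 0h, −1.85 at 16h (adjusted p = 0.00570, edgeR with Benjamini-Hochberg adjustment) and −0.69 across both stages, and mir-1183-3p 0.05 across both stages on the log2 scale. Across both stages mir-1183-5p was called lower with the replicate block and without replicate B of *drnB*- at 0h. For mir-1183-5p the paper also gives a northern blot (Fig. 2), in which it describes little or no signal in *drnB*-. That blot is evidence apart from the read numbers and was not analysed here. The paper describes each new miRNA as developmentally regulated, where 4 of 17 sequences, from 2 of 10 miRNAs, passed the threshold between 0h and 16h in wt. With equal or solved library sizes, DESeq2 and, chosen after seeing the values, robust quasi-likelihood, mir-1182-5p passed too, so that 5 sequences from 3 miRNAs were called. With the replicate block 9 sequences from 5 miRNAs were called, those of mir-1184 and mir-1185 added, and under TMM on the miRNA table also 9 from 5. It also describes D2 as changed during development, where the log2 fold change of miRNA_can_D2-5p was 0.44 with an adjusted p-value of 0.744 (edgeR's test with Benjamini-Hochberg adjustment).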

Other observations

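The tests on mir-1183, on low read numbers, on the host genes and on other splits of the libraries were chosen only after the results were seen.

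The count of 41 mature sequences lower in *drnB*- across both stages was given by 1 of the 8 splits of the small RNA libraries that part the 4 pairs of the same stage and letter, the real one, and the count of 6 pri-miRNA loci by 1 of the 8 such splits of the poly(A) RNA libraries. The other 7 splits swap 1, 2 or 3 of the pairs and gave 0 in both. At an unadjusted p-value under 0.05 they had from 0 to 7 mature sequences, against 41 in the real split, and from 0 to 5 pri-miRNA loci, against 10. Because 8 splits cannot give a share below 0.125, this test could not have excluded a favourable grouping whatever its outcome, and it counts neither for nor against one. In the summed reads of the earlier miRNAs each *drnB*- library had at most 3.36 RPM and each wt library at least 29.2 RPM in either arm.

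In *drnB*-, mir-1183-5p was lower than in wt at 16h but not at 0h. If the library sizes derived from Fig. S2 were the cause, the other sequences would show the same difference between the stages. The interaction value of mir-1183-5p, −2.46 on the log2 scale, was lower than the median of 27 other sequences by a difference of −2.14. Over all 44 sequences tested the median was −0.913. A shift as large as −2.46 and common to all sequences was thus not seen. But 4 of the 27 were lower still, so mir-1183-5p does not lie outside their spread, and a smaller common shift may be part of its value. The interaction itself did not pass the threshold, with an adjusted p-value of 0.356 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the alternatives its adjusted p-value ranged from 0.00149 with the replicate block to 1.0 with all sequences of at least 1 read. In the reported setting 0 sequences passed the threshold for the interaction (2 at an unadjusted p-value under 0.05). With the replicate block 2 passed and under TMM on the miRNA table 2 passed, mir-1183-5p among them in both. Fragments of the longer transcripts counted as mature reads are a candidate explanation for reads that remain in *drnB*-. Across 14 loci, which are not independent replicates, mature reads and pri-miRNA reads in *drnB*- had a Spearman rho of 0.46 (permutation test, p = 0.0959, adjusted p = 0.161 over 4 relations, Benjamini-Hochberg), and 0.45 without mir-1183 (permutation test, p = 0.121). This test cannot tell, and mir-1183-5p may be an exception among the miRNAs or a result of such fragments. Against an exception stands the paper's northern blot of mir-1183-5p, for which it describes little or no signal in *drnB*-.

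Across the same 14 loci, those that lost more mature miRNA gained more pri-miRNA reads in *drnB*-, with a Spearman rho of −0.64 between the log2 ratios (permutation test, p = 0.0165). After adjustment over 4 relations the p-value was 0.0661 (Benjamini-Hochberg), so the relation fails the correction. Few reads limit how large either ratio can become, which could produce such a relation. Among the 11 loci with at least 30 reads of each kind, rho was −0.45 (permutation test, p = 0.163), so low read numbers remain a candidate explanation beside accumulation of unprocessed transcripts. The relation was tested across loci in pooled libraries and not across samples.

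The 3 host genes of intronic miRNAs, DDB_G0293106 (log2 fold change 1.18), DDB_G0280709 (1.99) and polB (0.79), were all above 0 across both stages in *drnB*-, although none passed the threshold (adjusted p = 0.0881, 0.682 and 1.0, edgeR's test with Benjamini-Hochberg adjustment). Over all genes with DESeq2, DDB_G0293106 and DDB_G0280709 passed (adjusted p = 6.76e-05 and 0.00252, with up to 0.522 and 1.0 under their other alternatives). The median of the 3 host genes, 1.18, was reached by 0 of 10000 random sets of 3 genes of similar expression level, a share of at most 0.01 percent, the smallest that 10000 sets can give. Expression level thus does not account for it. According to Table S1 the hairpin of mir-1182 lies antisense to DDB_G0280709 and the strand of the counting is not stated, so reads of the pri-miRNA may be counted on the host genes. Reads in the introns were not analysed here, and the hosts may be a hypothesis to test on such reads.

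A delay or advance of development in *drnB*- at 16h would make the strain difference at 16h follow the change from 0h to 16h in wt. With replicates of opposite letters used for the 2 differences, so that they share no library, the Pearson correlation across 11717 genes was −0.065 in one arrangement and 0.082 in the other. The signs differ and both values are small, so a delay or advance was not seen.

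Replicate A of *drnB*- at 0h stands apart from the other poly(A) RNA libraries of 0h. Its Spearman correlations across genes with them were between 0.938 and 0.961, against 0.978 or more among the others, and the difference of log2 values between the duplicates had an SD of 1.08, against 0.519 to 0.631 in the other groups. It is the library with the fewest reads. After all libraries of 0h were thinned to its 12207766 reads, the lowest correlation among the others was still 0.978, so depth does not account for it. The 10 genes with the most reads held 5.6 percent of its counts, within the 5.3 to 9.2 percent of the other libraries, so a few genes taking most of the counts do not account for it either. No biological explanation was tested, since both duplicates are of the same condition, and a difference between the cultures or in RNA quality was not tested. The spread it adds enters each comparison at 0h.

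The libraries labelled *drnB*- held more *drnB* reads than the wt libraries in 4 of 4 pairs, while mature miRNAs were lower in the small RNA libraries of the same label. Which part of *drnB* the reads come from was not analysed here. Transcripts of other genes that the paper names changed little across both stages, with log2 fold changes of 0.12 for drnA-1 and 0.12 for drnA-2, which share their reads, −0.12 for agnA, 0.13 for gpdA and −0.06 for fdxr, none past the threshold (adjusted p = 1.0 each, edgeR's test with Benjamini-Hochberg adjustment).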
